# EETs Reduction Contributes to Granulosa Cell Senescence and Endometriosis‐Associated Infertility via the PI3K/AKT/mTOR Signaling Pathway

**DOI:** 10.1002/advs.202505656

**Published:** 2025-08-19

**Authors:** Xiang Lin, Weijia Gu, Xiaomei Tong, Mengru Lai, Yi Zhang, Na Liu, Xiaoying Jin, Chao Li, Dong Huang, Feng Zhou, Yongdong Dai, Songying Zhang

**Keywords:** 14, 15‐EET, cellular senescence, endometriosis, EPHX2, EZH2/H3K27Me3, ovary granulosa cell, PI3K/AKT/mTOR signaling pathway, ROS

## Abstract

We aimed to examine abnormal oxidative lipid levels and their related mechanisms in EM‐associated infertility. Through liquid chromatography tandem mass spectrometry analysis, decreased levels of epoxyeicosatrienoic acids (EETs), which have antioxidant and anti‐senescence effects are observed, in EM patient follicular fluid samples. EET levels are positively correlated with in vitro fertilization outcomes. Lower 14, 15‐EET concentrations led to a decreased GC antioxidant capacity, reduced ATP production, reactive oxygen species (ROS) accumulation in oocytes, and abnormal cumulus‐oocyte complex (COC) expansion, ultimately resulting in decreased fertility. Elevated soluble epoxide hydrolase (EPHX2) expression in EM‐GCs is the main reason for EET reduction in EM follicular fluid. Inhibiting EPHX2 in vivo or in vitro can reverse these observed abnormalities by upregulating EETs. 14, 15‐EET treatment alleviated GC senescence and improved fertility by inhibiting excessive PI3K/AKT/mTOR signaling pathway activation in EM‐GCs, with BEZ‐235‐mediated inhibition of this pathway significantly alleviating ROS‐induced cell senescence and abnormal COC expansion. Oxidative stress‐induced decreased EZH2/H3K27Me3 histone methylation led to elevated EPHX2 expression patterns in EM‐GCs. Decreased 14, 15‐EET levels resulted in ROS accumulation, reduced EZH2 enzymatic activity, less EPHX2/H3K27Me3 histone methylation, and increased EPHX2 protein expression levels, which further reduced 14, 15‐EET levels in a vicious feedback loop.

## 1 Introduction

Endometriosis (EM) is a common and prevalent disease among women of reproductive age, with its incidence in infertile women ranging from 20% to 50%.^[^ ^1^, ^2^ ^]^ Although the risk of infertility is up to four times higher in women with EM than in those without,^[^ ^3^ ^]^ the mechanism of EM‐associated infertility has not been fully elucidated. Current research suggests that the main causes of infertility in EM are abnormal follicle development and decreased oocyte quality.^[^ ^4^ ^]^

Oxidative stress is an important factor leading to abnormal follicular development and decreased oocyte quality in patients with EM.^[^ ^5^ ^]^ Oxidative stress refers to the imbalance between oxidation and antioxidant defense caused by reactive oxygen species (ROS) accumulation or decreased antioxidant levels in tissues or cells. Ovary granulosa cells (GCs) are an important component of follicles and provide nutrition and energy for oocyte development and maturation through gap junctions and paracrine mechanisms.^[^ ^6^ ^]^ Our previous studies have demonstrated that excessive oxidative stress can decrease the quantity and quality of oocytes through various mechanisms, including by inhibiting mitochondrial function, interfering with lipid metabolism, accelerating GC senescence, and reducing GC histone methylation levels.^[^ ^2^, ^7^, ^8^, ^9^ ^]^

Cellular senescence is a collective cell phenotype that occurs under various conditions, such as oxidative stress, radiation, and inflammation. It can manifest as irreversible cell cycle arrest, abnormal cell enlargement and flattening, reduced ATP generation, aberrant endoplasmic reticulum function, increased senescence‐associated β‐galactosidase (SA‐β‐gal) expression levels, and acquisition of senescence‐associated secretory phenotype.^[^ ^10^, ^11^ ^]^ Our previous studies have demonstrated increased cellular senescence in EM patient ovarian GCs.^[^ ^2^ ^]^ Therefore, alleviating GC senescence and improving oocyte quality are important approaches for improving the assisted reproductive technology (ART) outcomes of EM patients.

Oxidized lipids are products of the reaction between ROS and polyunsaturated fatty acids.^[^ ^12^ ^]^ There are various types of oxidized lipids that participate in multiple biological processes, such as cellular senescence, biomolecule biosynthesis, and immune regulation.^[^ ^13^ ^]^ Additionally, some oxidized lipids exhibit lipo‐toxicity to oocytes that cannot be reversed by conventional antioxidants.^[^ ^14^ ^]^ Current research mainly focuses on polyunsaturated fatty acid levels in plasma samples from infertile women, but the oxidized lipid profile in the follicular fluid (FF) of infertile women and its relationship with infertility remain unclear.^[^ ^14^ ^]^

We conducted targeted liquid chromatography tandem mass spectrometry (LC‐MS/MS) analysis of the FF, peritoneal fluid (PF), and GCs of infertile women to clarify the function of oxidized lipids. Our results showed that the levels of 15 oxidized lipids were decreased in EM patients compared with those in control women, including four epoxyeicosatrienoic acid (EET) isomers. Among these four EET isomers (5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET), 14, 15‐EET is the most studied and exhibits the strongest biological activity and the widest range of functions.^[^ ^15^ ^]^ Further research has suggested that the EET level decrease is closely associated with adverse ART outcomes in EM patients and may be involved in the development of EM‐associated infertility. In this study, we primarily focused on examining the cause of these decreased EETs in EM, as well as the role of 14, 15‐EET in GC senescence and follicle development.

Our data indicate that the decrease in 14, 15‐EET levels in EM follicles resulted from reduced H3K27Me3 histone methylation of the soluble epoxide hydrolase *Ephx2* gene, which encodes the main metabolic enzyme for EET. Additionally, lower 14, 15‐EET levels lead to reduced GC antioxidant capacity, resulting in ROS accumulation. This further inhibits EZH2 enzyme activity and reduces H3K27Me3 histone methylation modification of *Ephx2*. In summary, the feedback loop of ROS‐EZH2/H3K27Me3‐EPHX2‐EET forms a vicious cycle that can promote GC senescence and participate in EM‐associated infertility. Our data suggest that 14, 15‐EET can alleviate GC senescence and improve fertility by inhibiting abnormal activation of the PI3K‐AKT‐mTOR signaling pathway in EM GCs.

## 2 Results

### 2.1 14, 15‐EET Levels were Decreased in the FF and Ovary GCs of EM Patients

According to the results shown in Table S1 (Supporting Information), the body mass index and serum triglycerides levels were decreased in the EM‐associated infertility patients, while the IVF outcomes of the EM group were unfavorable. To explore the oxidized lipid profile in the FF of infertile women, we conducted targeted LC‐MS/MS on samples from 45 tubal infertile women and 56 EM‐associated infertile women. We detected the levels of 141 indicated oxidized lipids in FF. T scores of the predictive principal components and orthogonal principal components could visually separate the Con‐FFs and EM‐FFs as two distinct clusters (**Figure** **1**A). We found that 15 oxidized lipids were significantly downregulated in FF samples from EM patients compared with those in control FF samples (fold change > 2, corrected *P*‐value < 0.05) (Figure 1B; Figure S1A, Supporting Information). No oxidized lipid was significantly upregulated in the EM‐FF group. Among these 15 downregulated lipid metabolites (Figure S1A–C, Supporting Information), the EET family caught our attention because of the consistent decrease of its four isomers (5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET) in EM patient FF samples (Figure 1C; Figure S1C, Supporting Information). Moreover, 14, 15‐EET was the most significantly decreased EET in the EM‐FF (Figure 1C, Con‐FF vs EM‐FF, average 80.07 nm vs 27.28 nm, respectively, a nearly three‐fold difference). We further explored the profiles of these four EETs in human PF and GC. LC‐MS/MS was used to analyze four Con‐PF and six EM‐PF samples, which showed that 5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET were all decreased in EM (Figure 1D). Similar downward trends were also observed in EM‐GCs, but significant differences were only found for 14, 15‐EET (Figure 1E).

**Figure 1:**
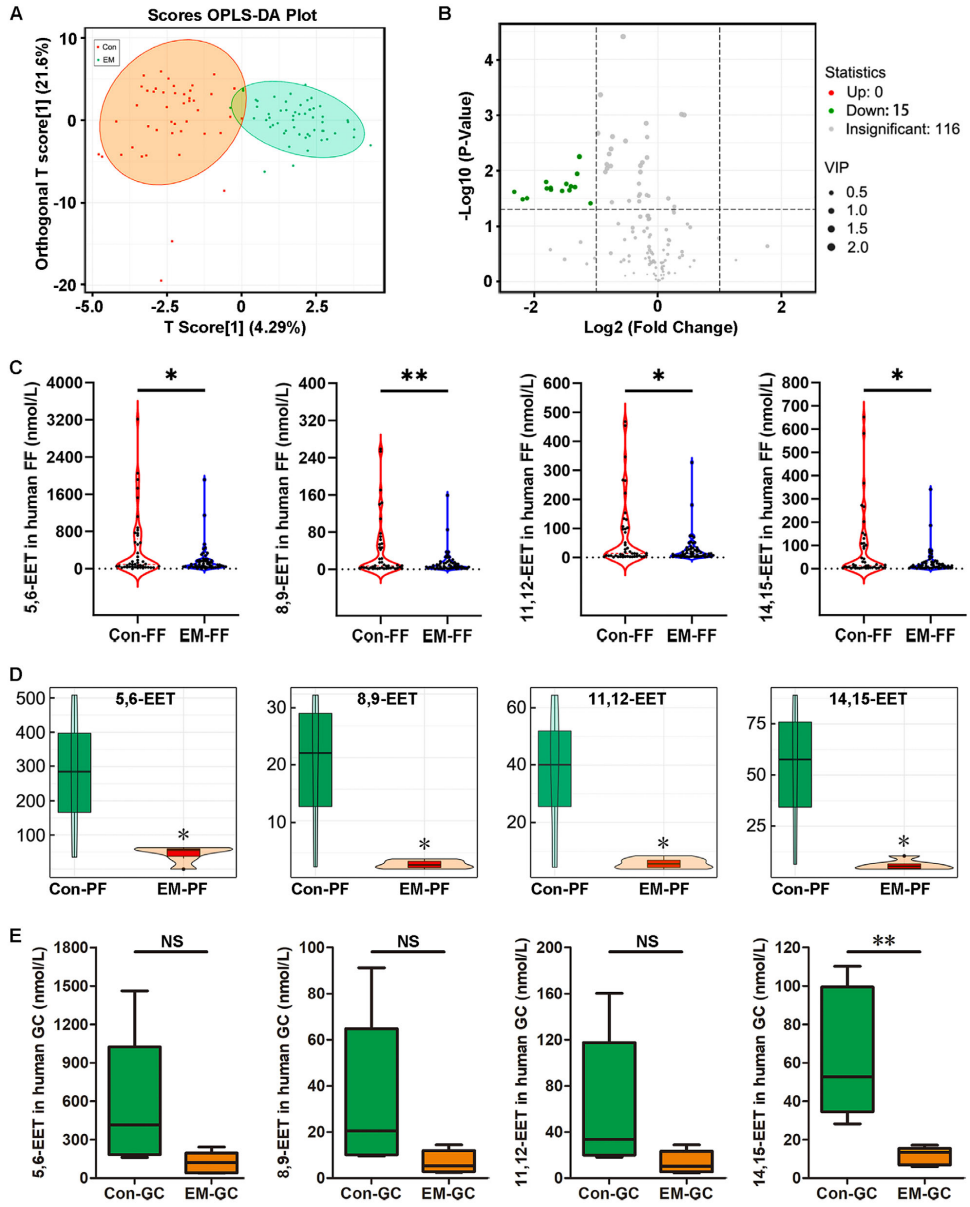
Epoxyeicosatrienoic acid (EET) concentrations were decreased in follicular fluid (FF), peritoneal fluid (PF), and ovary granulosa cells (GCs) of endometriosis (EM)‐associated infertility patients. A) Liquid chromatography tandem mass spectrometry (LC‐MS/MS) analysis was performed on 101 FF samples, as well as orthogonal partial least squares discriminant analysis (OPLS‐DA). The X‐axis represents the predictive principal components, showing the differences between groups. The Y‐axis represents the orthogonal principal components, showing the differences within groups. The percentage indicates the explanatory power of each component in the dataset. Each point in the graph represents a sample, with samples from the same group represented by the same color. The orange points represent 45 FF samples from the control group (Con), while the cyan points represent 56 FF samples from the EM group. B) A volcano plot of the differential metabolites between the 45 Con‐FF and 56 EM‐FF samples. Each point in the volcano plot represents a metabolite, with the X‐axis indicating the Log_2_ (Fold Change) of a metabolite between the two sample types and the Y‐axis indicating the ‐Log_10_ (*P*‐value). Green points represent differentially downregulated metabolites, red points represent differentially upregulated metabolites, and gray points represent metabolites that were detected but not significantly different.C) A violin plot depicting the levels of four EETs (5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET) between the 45 Con‐FF and 56 EM‐FF samples. The middle box represents the interquartile range, with the thin black lines extending from the box representing the 95% confidence interval. The black horizontal line in the middle represents the median and the outer shapes represent EET distribution density. Each point in the graph represents one sample. Unpaired *t*‐test, ^*^ *P* < 0.05, ^**^ *P* < 0.01. D) LC‐MS/MS analysis was performed on 10 PF samples. Box plots of 5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET in the four Con‐PF and six EM‐PF samples. Unpaired *t*‐test, ^*^ *P* < 0.05. E) Targeted LC‐MS/MS analysis was performed on 10 ovary GC samples. Box plots of 5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET in the five Con‐GC and five EM‐GC samples. Unpaired *t*‐test, ^**^ *P* < 0.01.

The “arachidonic acid metabolism pathway” was also downregulated in the EM group (Figure S1B, Supporting Information). Although arachidonic acid (AA), 5, 6‐dihydroxyeicosatrienoic acid (DHET), 8, 9‐DHET, 11, 12‐DHET, and 14, 15‐DHET were not changed between the EM and Con groups, 5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET were significantly reduced in EM‐FF samples (Figure S1C, Supporting Information). The correlation network diagram and radar map show the connections between the different metabolites (Figure S1D,E, Supporting Information), with the other 11 differentially decreased oxidized lipids listed in Figure S2A (Supporting Information). Moreover, no differences in follicular fluid EET levels were found among the four different EM stages (Figure S2B,C, Supporting Information). These results indicate the important role of EETs in EM‐associated infertility, especially 14, 15‐EET.

### 2.2 EET Levels were Positively Correlated with IVF Outcomes, and 14, 15‐EET Administration Alleviated ROS‐Induced Ovary GC Senescence

To explore the function of EETs in EM‐associated infertility, we incorporated the levels of the four EETs together and overlaid them to obtain an EET score, which was associated with IVF outcomes. From the LC‐MS/MS analysis results, we found significant correlations between the EET score and IVF outcomes (**Figure** **2**A–E). Linear regression analysis showed positive correlations between the EET score and oocyte retrieval number (r = 0.782), mature oocyte number (r = 0.772), total embryo number (r = 0.750), two pronucleus (2PN) embryo number (r = 0.773), and good quality embryo number (r = 0.636). These results implied that decreased EET levels in FF can contribute to adverse IVF outcomes (Figure 2F).

**Figure 2:**
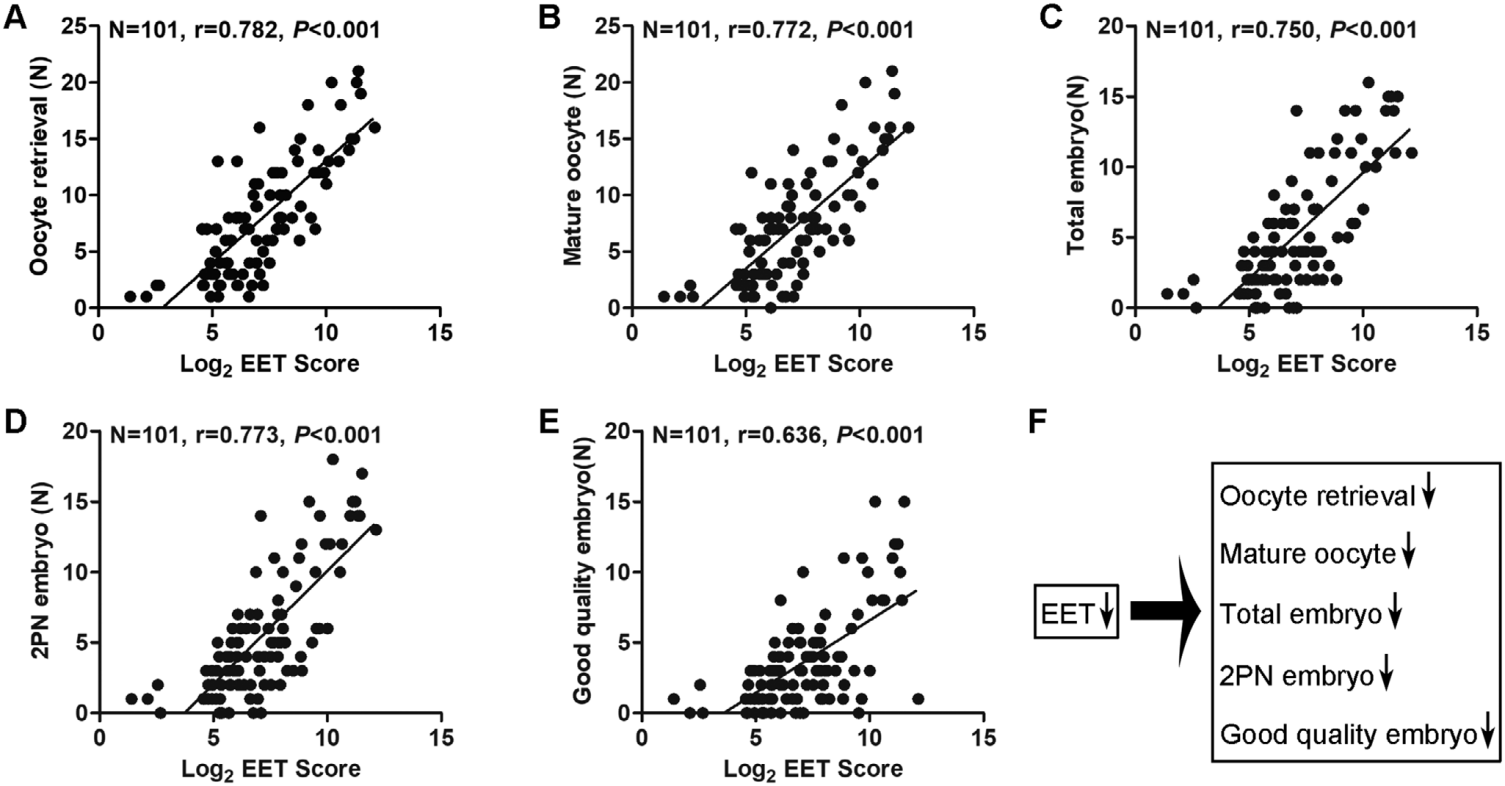
Decreased epoxyeicosatrienoic acid (EET) levels in follicular fluid (FF) samples correlated with reduced numbers of retrieved oocytes, mature oocytes, two pronucleus (2PN) embryos, total embryos, and good quality embryos. From the targeted liquid chromatography tandem mass spectrometry (LC‐MS/MS) quantitative analysis results in the 101 FF samples, we summed the values of the 5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET levels in FF to obtain the EET Score. A correlation analysis was then conducted with clinical data. A) Scatter diagram showing the linear regression and significant *Pearson* correlation of the oocyte retrieval number with the EET Score in 101 FF samples from the LC‐MS/MS analysis results (*n* = 101); r = 0.782, *P* < 0.001. B) Scatter diagram showing the linear regression and significant *Pearson* correlation of the mature oocyte number with the EET Score in FF samples (*n* = 101); r = 0.772, *P* < 0.001. C) Scatter diagram showing the linear regression and significant *Pearson* correlation of the total embryo number with the EET Score (*n* = 101); r = 0.750, *P* < 0.001. D) Scatter diagram showing the linear regression and significant *Pearson* correlation of the 2PN embryo number with the EET Score (n = 101); r = 0.773, *P* < 0.001. E) Scatter diagram showing the linear regression and significant *Pearson* correlation of the good quality embryo number with the EET Score (*n* = 101); r = 0.636, *P* < 0.001. F) Summary of the relationships between EET levels and in vitro fertilization (IVF) outcomes.

Many studies have reported that excessive oxidative stress and GC senescence are important factors contributing to the development of EM‐related infertility.^[^ ^2^, ^8^, ^9^ ^]^ Cumulus GCs from EM patients show increased ROS and abnormal mitochondrial function.^[^ ^2^ ^]^ To clarify the function of 14, 15‐EET in ovary GCs, we used H_2_O_2_ or hemin to induce oxidative stress in mGCs. The H_2_O_2_ or hemin treatment significantly suppressed the mGC antioxidant capacity, while 14, 15‐EET pre‐treatment 24 h before oxidative stress induction partially rescued this decreased antioxidant capacity (**Figure** **3**A; Figure S3A–C, Supporting Information). Furthermore, 100 nm 14, 15‐EET pre‐treatment for 24 h could significantly alleviate the mGC senescence induced by H_2_O_2_ or hemin (Figure S3A–C, Supporting Information). Because 200 nm 14, 15‐EET also effectively alleviated this senescence, we adhered to the principle of lowest effective concentration and chose 100 nm as the experimental concentration for the further experiments. ATP levels were reduced under oxidative stress conditions compared with those under normal conditions, while 14, 15‐EET pre‐treatment before oxidative stress induction significantly increased ATP levels compared with H_2_O_2_ or hemin treatment only (Figure 3B). JC‐1‐based IF assay results showed stronger green JC‐1 monomer signal in the H_2_O_2_ or hemin treatment group compared with that in the control group, while the green fluorescence intensity in the 14, 15‐EET pre‐treatment group was weaker than in the H_2_O_2_ or hemin treatment group (Figure 3C). These results indicated that 14, 15‐EET pre‐treatment could alleviate the mitochondrial dysfunction caused by excessive oxidative stress via enhancing the antioxidant capacity and increasing the ATP levels of mGCs.

**Figure 3:**
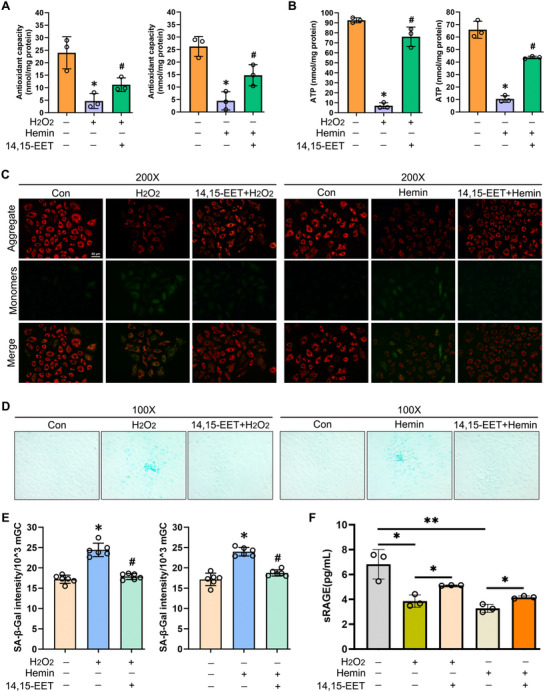
14, 15‐EET administration rescued the reactive oxygen species (ROS)‐induced antioxidant capacity reduction, ATP reduction, and mitochondrial transmembrane potential (MMP) decrease, and alleviated mouse granulosa cell (mGC) senescence. A) Antioxidant capacity assay of mGCs after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Paired *t*‐test, ^*^ *P* < 0.05 (H_2_O_2_ or hemin vs Con), #*P* < 0.05 (14, 15‐EET + H_2_O_2_ vs H_2_O_2_ alone, or 14, 15‐EET + hemin vs hemin alone). () Intracellular ATP assay of mGCs after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Paired *t*‐test, ^*^ *P* < 0.05 (H_2_O_2_ or hemin vs Con), #*P* < 0.05 (14, 15‐EET + H_2_O_2_ vs H_2_O_2_ alone, or 14, 15‐EET + hemin vs hemin alone). C) JC‐1‐based immunofluorescence assay of mGCs, with representative images of mGCs after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Red represents the JC‐1 aggregate signal and green represents the JC‐1 monomer signal; scale bar 50 µm, original magnification: 200×. D) Senescence‐associated β‐galactosidase (SA‐β‐gal) staining assay of mGCs after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Magnification, 100×. E) SA‐β‐gal quantitative assay of mGCs after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Paired *t*‐test, ^*^ *P* < 0.05 (H_2_O_2_ or hemin vs Con), #*P* < 0.05 (14, 15‐EET + H_2_O_2_ vs H_2_O_2_ alone, or 14, 15‐EET + hemin vs hemin alone). F) soluble Receptor for Advanced Glycosylation End products (sRAGE) enzyme‐linked immunosorbent assay (ELISA) in mGC culture supernatants after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Paired *t*‐test, ^*^ *P* < 0.05, ^**^ *P* < 0.01.

Furthermore, SA β‐gal assays revealed increased SA β‐gal activity in the H_2_O_2_ or hemin treatment group compared with that in the control group, while 14, 15‐EET pre‐treatment before oxidative stress induction significantly decreased SA β‐gal activity relative to H_2_O_2_ or hemin treatment only (Figure 3D,E). The IF results revealed that expression levels of the aging marker protein γ‐H2A.X were upregulated in the H_2_O_2_ or hemin treatment group compared with those in the control group, while 14, 15‐EET pre‐treatment before oxidative stress induction decreased γ‐H2A.X staining relative to H_2_O_2_ or hemin treatment only (Figure S4A, Supporting Information). Flow cytometry‐based apoptosis analyses showed that cell apoptosis levels were also markedly increased in the H_2_O_2_ or hemin treatment group compared with those in the control group (Figure S4B,C, Supporting Information), while the mGC apoptosis levels were decreased following 14, 15‐EET pre‐treatment before oxidative stress induction. Moreover, the sRAGE levels typically decrease during cellular senescence.^[^ ^2^ ^]^ Our ELISA results showed that H_2_O_2_ or hemin treatment suppressed sRAGE expression, while 14, 15‐EET pre‐treatment before oxidative stress induction partially rescued the decreased sRAGE (Figure 3F). These results suggested that 14, 15‐EET could alleviate ROS‐induced senescence in ovary GCs.

### 2.3 Decreased Ezh2 Activity in EM GCs Upregulated EPHX2 Expression Levels by Decreasing H3K27Me3 Modification of the Ephx2 Gene Promoter

As shown in Figure S5A (Supporting Information), AA is generally converted to EETs by cytochrome P450 monooxygenases. These EETs are then metabolized by soluble epoxide hydrolase (EPHX2) into the less active DHETs.^[^ ^16^ ^]^ From our previous abundant transcriptomic sequencing results of human GCs,^[^ ^2^ ^]^ we speculated that CYP3A5 may be the cytochrome P450 monooxygenase involved in converting AA into EETs in ovarian GCs. Further qRT‐PCR results found that CYP3A5 mRNA expression levels were similar between EM‐GCs and Con‐GCs (Figure S5B, Supporting Information). However, the mRNA expression levels of the rate‐limiting enzyme EPHX2, which metabolizes EETs into DHETs, were significantly increased in EM‐GCs (**Figure** **4**A,B; Figure S5B, Supporting Information). These data suggested that no abnormalities in the production of EETs, hence the reduced EET levels in EM‐FF may resulted from increased EPHX2 expression patterns in EM‐GCs.

**Figure 4:**
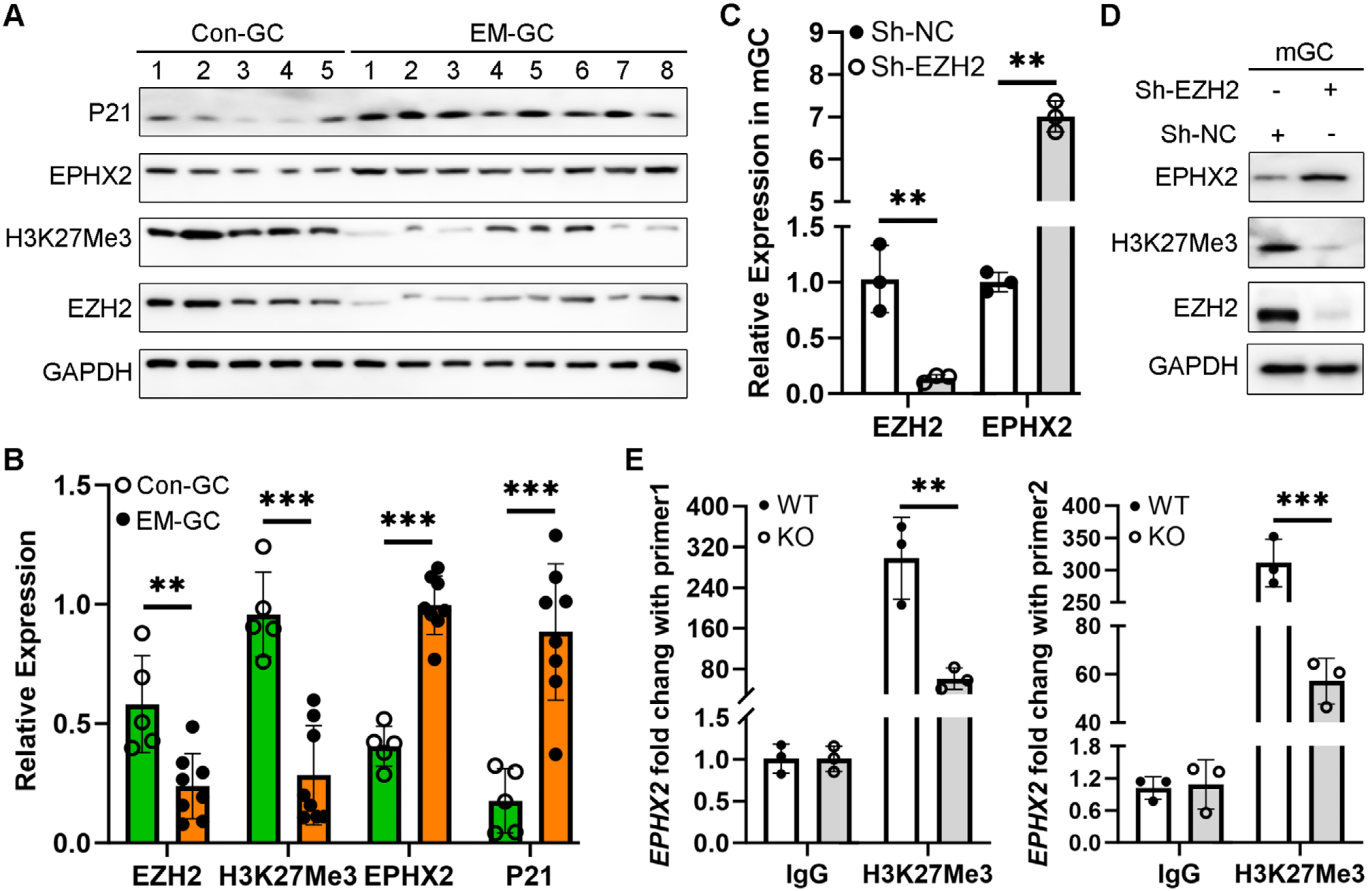
Decreased EZH2/H3K27Me3 histone methylation led to increased EPHX2 expression levels in endometriosis ovary granulosa cells (EM‐GCs). A) Western blot analysis of the indicated proteins from five Con‐GC and eight EM‐GC samples. B) Protein quantification analysis of the indicated proteins from five Con‐GC and eight EM‐GC samples. Unpaired *t*‐test, ^**^ *P* < 0.01, ^***^ *P* < 0.001. C) qRT‐PCR results of *Ezh2* and *Ephx2* mRNA expression levels in primary mouse GCs (mGCs) transduced with lentiviral vectors expressing a short hairpin RNA (shRNA) targeting EZH2 (Sh‐EZH2) or negative control (Sh‐NC) for 24 h. Paired t‐test, ^**^ *P* < 0.01. D) Western blot analysis of EZH2, H3K27Me3, and EPHX2 protein levels in mGCs after treatment with Sh‐EZH2 or Sh‐NC for 48 h. E) Mice with GC‐specific knockout of *Ezh2* (KO mice) were generated by crossing *Cyp19a1‐Cre* mice with *Ezh2* ^flox/flox^ mice, as described previously.^[^ ^9^ ^]^ ChIP‐PCR data showing the fold change of the immunoprecipitated *Ephx2* mRNA in freshly collected mGCs extracted from wild‐type (WT) and KO mice at HCG‐4 h (*n* = 20 for WT, *n* = 21 for KO). ChIP‐qPCR results showing *Ephx2* mRNA enrichment after IP with an anti‐H3K27Me3 antibody or control IgG using two different primers (primer 1 and primer 2). ChIP‐PCR data are shown as the mean ± standard deviation (SD) of three independent experiments. Paired t‐test, ^**^ *P* < 0.01, ^***^ *P* < 0.001.

In our previous studies, we found that excessive oxidative stress can suppress H3K27Me3‐based histone methylation modifications by inducing cytoplasmic accumulation of EZH2 in EM‐GCs.^[^ ^9^, ^17^ ^]^ As shown in Figure 4A,B, the levels of histone methyltransferase EZH2 and H3K27Me3 were significantly decreased in EM‐GCs, while the aging marker protein P21 had significantly increased expression levels in EM‐GCs. These data were consistent with our previous reports.^[^ ^2^, ^8^, ^9^ ^]^ To elucidate the reasons for the elevated EPHX2 expression levels in EM‐GCs, we considered the crucial role of histone methylation in EM‐GCs. The qRT‐PCR analysis of mGCs indicated reduced Ezh2 mRNA expression levels and increased Ephx2 mRNA expression levels in the Sh‐EZH2 group (Figure 4C). Importantly, Ezh2 knockdown via Sh‐EZH2 in vitro also increased the EPHX2 protein expression levels (Figure 4D; Figure S5C, Supporting Information). The mGCs from the GC‐specific knockout of Ezh2 mice (KO mice) showed decreased EZH2 and increased EPHX2 protein expression levels (Figure S5D,E, Supporting Information). ChIP‐sequencing was performed in mGCs from wild‐type (WT) or KO mice previously,^[^ ^9^ ^]^ with further ChIP‐PCR results confirming reduced binding of an anti‐H3K27Me3 antibody to the EPHX2 promoter (Figure 4E), as well as increased Ephx2 mRNA expression levels in the KO group (Figure 4C). Two ChIP‐PCR primer sets for two different loci validated the binding relationship between H3K27Me3 and EPHX2 (Figure 4E). These results indicated that decreased Ezh2 activity in EM‐GCs led to reduced H3K27Me3‐based histone methylation of the Ephx2 promoter region. This resulted in increased EPHX2 protein expression levels, which further promoted 14, 15‐EET metabolism and ultimately decreased the 14, 15‐EET levels in EM follicles.

### 2.4 EPHX2 Knockdown Increased EETs, which Partly Rescued ROS‐ Induced Ovary GC Senescence

To clarify the function of EPHX2 in EM‐GCs and EM‐associated infertility, we further overexpressed EZH2 after inducing oxidative stress. This resulted in decreased expression levels of EPHX2 and aging marker proteins (P21 and γ‐H2A.X) (**Figure** **5**A,B). Interestingly, under oxidative stress conditions, EPHX2 knockdown upregulated EZH2 expression levels, but suppressed P21 and γ‐H2A.X expression levels (Figure 5C,D). TPPU was then used to inhibit EPHX2 enzymatic activity. Our western blot analysis results also showed increased EZH2/H3K27Me3 levels but decreased aging protein expression levels under oxidative stress conditions (Figure 5E). However, under non‐oxidative stress conditions, EPHX2 knockdown did not affect the levels of EZH2/H3K27Me3 or the aging marker proteins (Figure 5F; Figure S5F, Supporting Information), which was consistent with previous research.^[^ ^18^ ^]^ Moreover, overexpression of EPHX2 under non‐oxidative conditions failed to generate clear senescence (Figure S5G, Supporting Information), with 14, 15‐EET supplementation under non‐oxidative conditions also showing negligible anti‐senescent effects (Figure S5H, Supporting Information). These results indicated that there is a reciprocal regulatory interaction between EZH2/H3K27Me3 and EPHX2 only under oxidative stress conditions.

**Figure 5:**
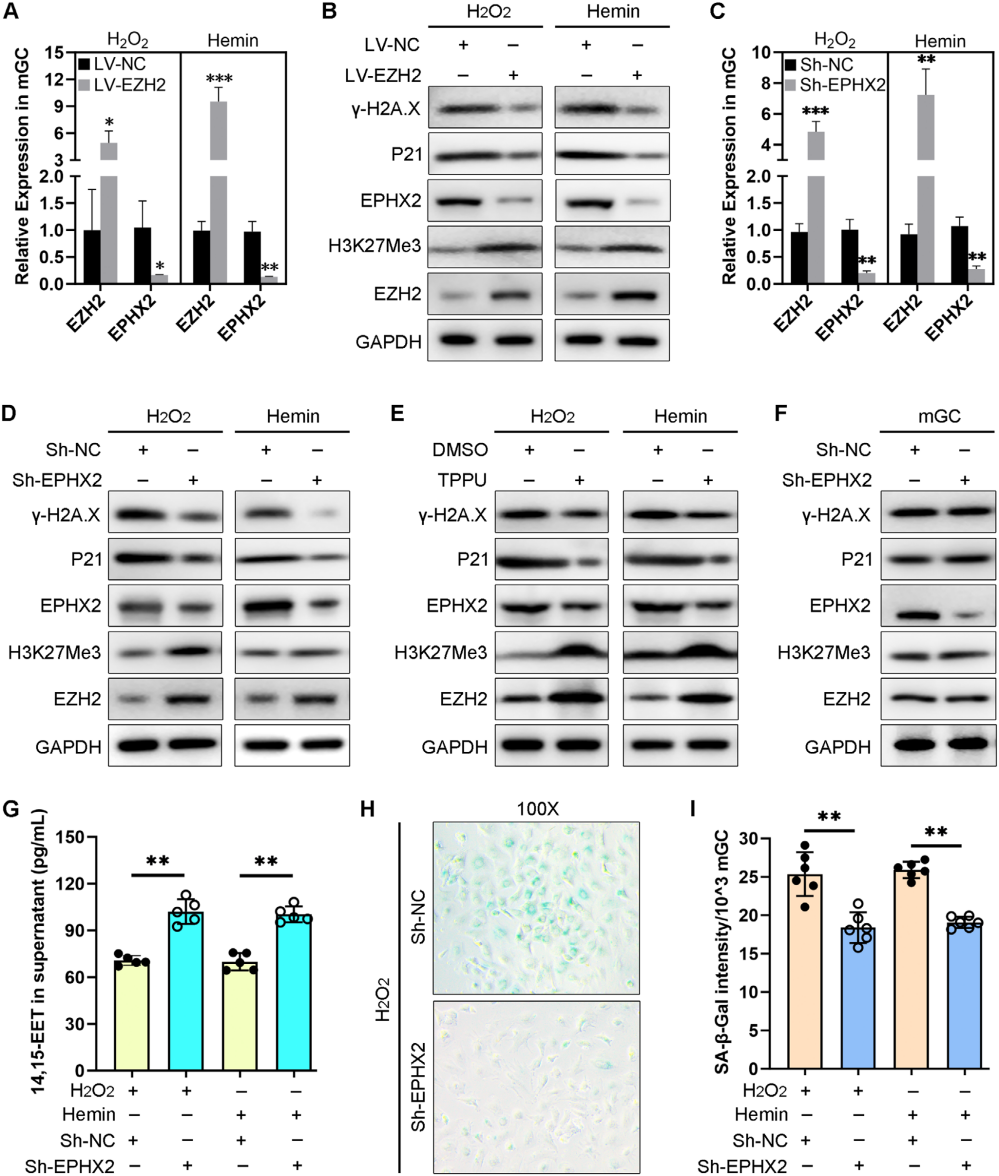
Inhibiting EPHX2 via lentiviral knockdown or TPPU treatment partially attenuated reactive oxygen species (ROS)‐induced cell senescence in vitro. Our previous work demonstrated that ROS can suppress histone methylation by inducing the nuclear to cytoplasmic distribution of EZH2 and inhibiting H3K27Me3 modifications in granulosa cells (GCs).^[^ ^2^, ^9^ ^]^ Treatment with 100 µm H_2_O_2_ or 10 µm hemin was used to induce an excessive oxidative stress microenvironment, which was maintained until the end of each experiment. A) qRT‐PCR results of *Ezh2* and *Ephx2* mRNA expression levels in mouse GCs (mGCs) after H_2_O_2_ or hemin pre‐treatment for 12 h followed by LV‐EZH2 or LV‐NC treatment for 24 h. Paired t‐test, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001. B) Western blot analysis of the indicated proteins from mGCs after H_2_O_2_ or hemin pre‐treatment for 12 h followed by LV‐EZH2 or LV‐NC treatment for 48 h. C) qRT‐PCR results of *Ezh2* and *Ephx2* mRNA expression levels in mGCs after H_2_O_2_ or hemin pre‐treatment for 12 h followed by Sh‐EPHX2 or Sh‐NC treatment for 24 h. Paired t‐test, ^**^ *P* < 0.01, ^***^ *P* < 0.001. D) Western blot analysis of the indicated proteins from mGCs after H_2_O_2_ or hemin pre‐treatment for 12 h followed by Sh‐EPHX2 or Sh‐NC treatment for 48 h. E) Western blot analysis of the indicated proteins from mGCs after TPPU or DMSO pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 48 h. F) Western blot analysis of the indicated proteins in mGCs after transduction with Sh‐EPHX2 or Sh‐NC for 48 h. No excessive oxidative stress was induced in this experiment. G) 14, 15‐EET enzyme‐linked immunosorbent assay (ELISA) results in mGC culture supernatants after H_2_O_2_ or hemin pre‐treatment for 12 h followed by Sh‐EPHX2 or Sh‐NC treatment for 48 h. Paired *t*‐test, ^**^ *P* < 0.01. H) Representative SA‐β‐gal staining assay image for mGCs after H_2_O_2_ pre‐treatment for 12 h followed by Sh‐EPHX2 or Sh‐NC treatment for 24 h. Magnification, 100×. (I) SA‐β‐gal quantitative assay of mGCs after H_2_O_2_ or hemin pre‐treatment for 12 h followed by Sh‐EPHX2 or Sh‐NC treatment for 24 h. Paired *t*‐test, ^**^ *P* < 0.01.

Although no studies have reported the functions of 14, 15‐EET in GCs, EM, follicular development, and infertility, 14, 15‐EET is believed to inhibit cellular senescence through its direct antioxidant effects.^[^ ^15^, ^19^, ^20^ ^]^ Our ELISA results showed significantly increased 14, 15‐EET concentrations in mGC culture supernatants after Sh‐EPHX2 treatment for 48 h (Figure 5G). SA‐β‐gal assay results confirmed the anti‐senescence function of Sh‐EPHX2 in mGCs under oxidative stress conditions (Figure 5H,I). As a rate‐limiting enzyme in EET metabolism, we speculated that the anti‐senescence effect of EPHX2 knockdown under oxidative stress conditions may result from the increased 14, 15‐EET levels.

### 2.5 EPHX2 Overexpression Aggravated Ovary GC Senescence, while its Inhibitor TPPU Alleviated ROS‐Induced Cell Senescence In Vitro

Western blot analysis results showed that EZH2 overexpression under oxidative stress conditions suppressed EPHX2, P21, and γ‐H2A.X expression, while overexpressing EPHX2 following LV‐EZH2 treatment reversed the reduction of the P21 and γ‐H2A.X protein expression levels (**Figure** **6**A). Under oxidative stress conditions, EPHX2 overexpression following LV‐EZH2 treatment suppressed the mGC antioxidant capacity compared with LV‐EZH2 treatment alone (Figure 6B). Under oxidative stress conditions, the SA‐β‐gal staining intensity was clearly increased in the EPHX2 overexpression group compared with that in the LV‐EZH2 treatment group (Figure 6C). 14, 15‐EET levels were decreased in the EPHX2 overexpression group compared with those in LV‐EZH2 treatment alone (Figure 6D), while SA‐β‐gal quantitative assays also revealed increased SA‐β‐gal activity in the EPHX2 overexpression group compared with that in the LV‐EZH2 treatment only group (Figure 6E).

**Figure 6:**
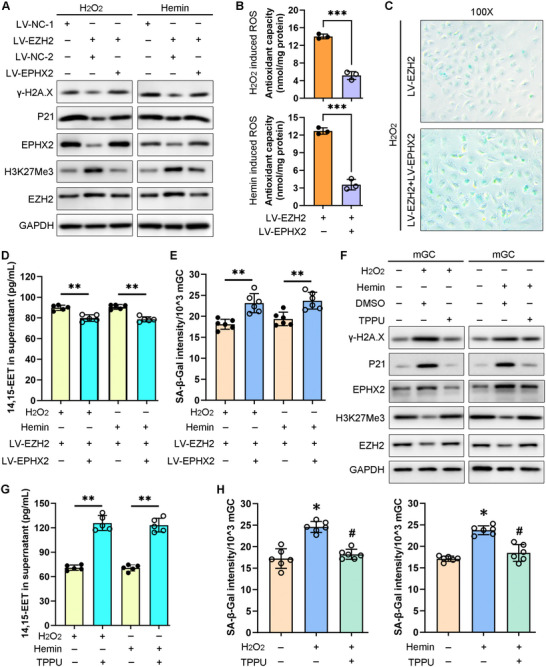
EPHX2 overexpression aggravated mouse granulosa cell (mGC) senescence via suppressing 14, 15‐EET levels, while the EPHX2 enzyme inhibitor TPPU rescued reactive oxygen species (ROS)‐induced cell senescence in vitro. A) Western blot analysis of the indicated proteins in mGCs after transduction with LV‐NC‐1 or LV‐EZH2 for 24 h followed by LV‐NC‐2 or LV‐EPHX2 treatment for 48 h. LV‐EZH2 is the lentiviral vector overexpressing EZH2; LV‐NC‐1 is the corresponding negative control. LV‐EPHX2 is the lentiviral vector overexpressing EPHX2; LV‐NC‐2 is the corresponding negative control. B) Antioxidant capacity assay of mGCs after LV‐EZH2 pre‐treatment for 24 h followed by LV‐EPHX2 treatment for 24 h. Paired *t*‐test, ^***^ *P* < 0.001. C) SA‐β‐gal staining assay of mGCs after LV‐EZH2 pre‐treatment for 24 h followed by LV‐EPHX2 treatment for 24 h. Magnification, 100×. D) Excessive oxidative stress was induced via 100 µm H_2_O_2_ or 10 µm hemin treatment in mGCs, which was maintained until the end of each experiment. 14, 15‐EET enzyme‐linked immunosorbent assay (ELISA) in mGC culture supernatants after LV‐EZH2 pre‐treatment for 24 h followed by LV‐EPHX2 treatment for 48 h. Paired *t*‐test, ^**^ *P* < 0.01. E) SA‐β‐gal quantitative assay of mGCs after LV‐EZH2 pre‐treatment for 24 h followed by LV‐EPHX2 treatment for 24 h under oxidative stress. Paired *t*‐test, ^**^ *P* < 0.01. F) Western blot analysis of the indicated proteins from mGCs after TPPU or DMSO pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 48 h. G) 14, 15‐EET ELISA in mGC culture supernatants after TPPU or DMSO pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 48 h. Paired *t*‐test, ^**^ *P* < 0.01. H) SA‐β‐gal quantitative assay of mGCs after TPPU pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 24 h. Paired *t*‐test, ^*^ *P* < 0.05 (H_2_O_2_ or hemin vs Con), #*P* < 0.05 (TPPU + H_2_O_2_ vs H_2_O_2_ alone, or TPPU + hemin vs hemin alone).

TPPU is useful for investigating EPHX2 biology because the TPPU concentration in blood increases dose dependently within the treatment period to an almost steady state after eight days.^[^ ^21^, ^22^, ^23^ ^]^ Our results demonstrated that TPPU pre‐treatment before oxidative stress induction reversed the ROS‐induced cellular senescence and upregulated EZH2/H3K27Me3 levels (Figure 6F). Under oxidative stress conditions, ELISA data confirmed an increased 14, 15‐EET concentration in mGC culture supernatants following TPPU treatment (Figure 6G), which implied that TPPU exerts its anti‐senescence function by upregulating 14, 15‐EET levels. SA‐β‐gal quantitative assays further showed that TPPU pre‐treatment alleviated ROS‐induced cell senescence in mGCs (Figure 6H). These results collectively indicated that inhibiting EPHX2 activity could alleviate ROS‐induced mGC senescence via upregulating 14, 15‐EET in vitro.

### 2.6 EPHX2 Inhibitor TPPU Slowed the EM Mouse Fertility Decline by Alleviating GC Senescence In Vivo

We next explored if TPPU treatment could affect cell senescence in vivo. The EM mouse model was established using six‐week‐old ICR mice as previously described.^[^ ^2^ ^]^ Figure S6A (Supporting Information) shows the detailed protocol and **Figure** **7**A shows the typical EM cysts after implantation for 4 weeks. The lesion sizes were similar between the EM mice and TEM mice (Figure S6B, Supporting Information). To explore if intragastric administration of 3 mg kg^−1^ TPPU resulted in clear drug toxicity, we also analyzed the body weight and ovary wet weight after TPPU treatment for 14 days. No significant difference in mouse body weight or ovary wet weight was found between the EM and TEM female mice (Figure S6C,D, Supporting Information). We also observed the estrous cycle of three EM and three TEM mice for 14 days via the direct smear method. Our results showed similar estrous cycle patterns between the EM and TEM mice (Figure S6E, Supporting Information).

**Figure 7:**
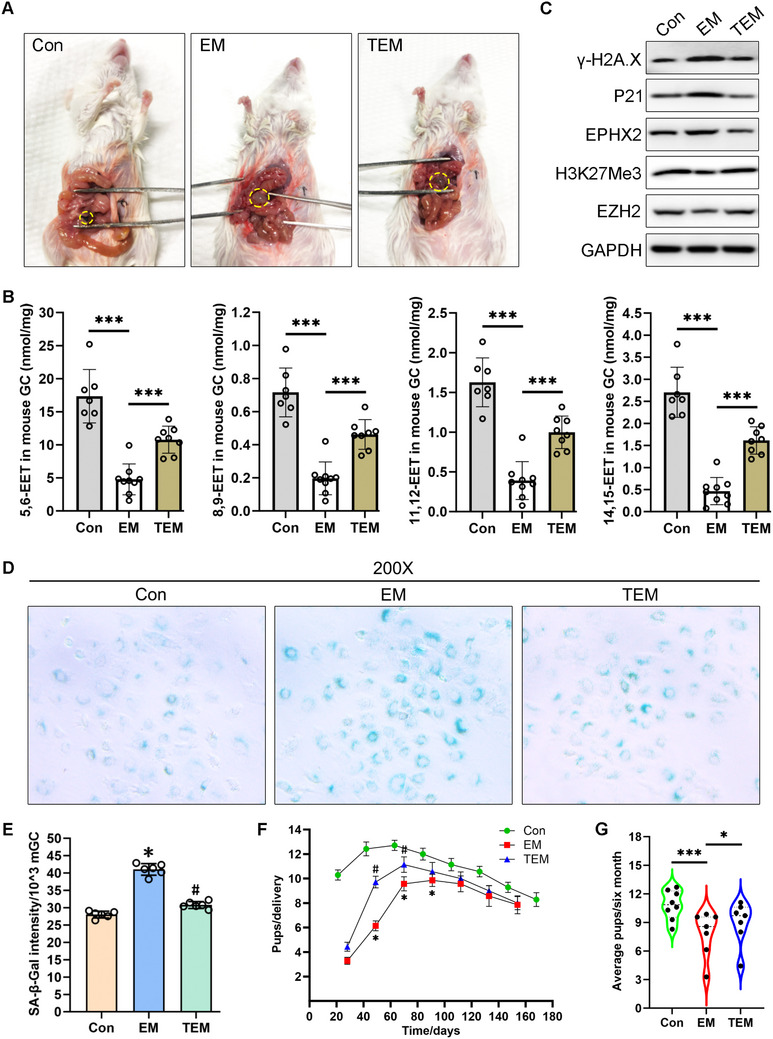
TPPU gavage rescued ovarian granulosa cell (GC) senescence in an endometriosis (EM) mouse model by upregulating EET levels. A) Representative visible lesions within the peritoneal cavity of EM mice and TEM mice (EM mouse that treated with TPPU gavage). No significant change was found in the ectopic cyst volume between the TEM and EM groups. For TEM mice, 3 mg kg^−1^ TPPU intragastric administration began on the 14th day after endometrium transplantation surgery and was continued until sample collection. B) Targeted liquid chromatography tandem mass spectrometry (LC‐MS/MS) analysis was performed on freshly extracted mouse GCs (mGCs) (*n* = 7 for Con group, *n* = 9 for EM group, *n* = 8 for TEM group). Unpaired t‐test, ^***^ *P* < 0.001. C) Western blot analysis of the indicated proteins in freshly extracted mGCs (*n* = 3 for Con group, *n* = 3 for EM group, *n* = 3 for TEM group). D) SA‐β‐gal staining assay of freshly extracted mGCs (*n* = 3 for Con group, *n* = 3 for EM group, *n* = 3 for TEM group). Magnification, 200×. E) SA‐β‐gal quantitative assay of freshly extracted mGCs (*n* = 6 for Con group, *n* = 6 for EM group, *n* = 6 for TEM group). Unpaired *t*‐test, ^*^ *P* < 0.05 (EM vs Con), #*P* < 0.05 (TEM vs EM). F) The development of mouse model fertility within six months of mating (*n* = 7 for Con group, *n* = 7 for EM group, *n* = 7 for TEM group). The horizontal axis shows the time (days) from mating and the vertical axis indicates the average pup number of each delivery (pups/delivery). Unpaired *t*‐test, ^*^ *P* < 0.05 (EM vs Con), #*P* < 0.05 (TEM vs EM). G) Violin plot of the average number of pups per delivery within six months (*n* = 7 for Con group, *n* = 7 for EM group, *n* = 7 for TEM group). One dot represents one delivery, with 8 deliveries occurring in the Con group and seven deliveries each occurring in the EM and TEM groups. Unpaired *t*‐test, ^*^ *P* < 0.05, ^***^ *P* < 0.001.

LC‐MS/MS results showed that 5, 6‐EET, 8, 9‐EET, 11, 12‐EET, and 14, 15‐EET levels were all decreased in EM‐mGCs compared with those in the control group, while their levels were increased in mGCs collected from the TEM group compared with those in the EM‐mGCs (Figure 7B). Relative to the control group, mGCs from the EM group showed decreased EZH2 and H3K27Me3 levels but increased EPHX2, P21, and γ‐H2A.X expression levels (Figure 7C). The SA‐β‐gal staining intensity was clearly increased in EM‐mGCs compared with that in Con‐mGCs (Figure 7D). TPPU administration for two weeks significantly upregulated the EZH2 and H3K27Me3 levels, while it reversed the increased EPHX2, P21, and γ‐H2A.X expression levels in the EM group (Figure 7C, TEM vs EM). The TEM group mGCs showed decreased SA‐β‐gal activity compared with the EM group mGCs (Figure 7D,E). These data suggested a vital role for TPPU in alleviating mGC senescence in vivo, with this function potentially being achieved by upregulating EET levels.

Four weeks after the endometrium transplantation surgery (day 28), the mice (10 weeks old) were mated with fertile males to induce pregnancy. The development of mouse model fertility within six months is described in Figure 7F,G. The horizontal axis shows the time (days) from mating, while the vertical axis displays the average numbers of pups for each delivery (pups/delivery). Vaginal plugs were checked to confirm the mating day, with this day defined as day 0 (also the beginning of the horizontal axis). Each node on the fertility curve represents the average number of pups for all seven female mice in each group at the corresponding delivery (Figure 7F). The average number of pups produced by all seven female mice in each group at every delivery was calculated (Figure 7G). The Con group mice had eight deliveries within six months, while the EM group or TEM group mice only had seven deliveries (Figure 7F,G, each node on the fertility curve or each point on the violin plot refers to a delivery). The Con group mice took an average of 21 days to produce their first pups, while the EM or TEM group mice took 29 to 33 days to produce their first pups (see the location of the first node in Figure 7F). However, the interval time between the two adjacent nodes in the three groups was 21 days, indicating that no significant production time delay occurred after the first delivery. Collectively, these results indicated that the first litters were compromised in the EM mice, while TPPU administration rescued this fertility decline in the EM mice within the first two months. Although the fertility curves for the Con, EM, and TEM mice showed similar trends, the average number of pups per delivery decreased in the EM group compared with that in the control group, while TPPU administration slowed down this EM group fertility decline in vivo (Figure 7G).

### 2.7 EPHX2 Inhibitor TPPU Administration Improved COC Expansion in EM Mice and Suppressed ROS Accumulation in EM Oocytes

Our previous study found that selective Ezh2 KO in mGCs resulted in multiple ovulation defects.^[^ ^9^ ^]^ Because TPPU administration increased EZH2 and H3K27Me3 levels under oxidative stress conditions, we further explored the impacts of EPHX2 inhibition on COC expansion and oocyte development. COC expansion was impaired in the EM group compared with that in the control group (**Figure** **8**A, the right side is a bar chart showing the COC expansion rates of four mice), while TPPU administration significantly improved the COC expansion rate in the TEM group compared with that in the EM group (Figure 8A). ROS levels were detected via IF assays, with our results showing stronger green signal in EM group oocytes compared with that in control group oocytes. The green fluorescence intensity in the TEM group was weaker than in the EM group (Figure 8B). These data indicated that TPPU administration in vivo could alleviate oxidative damage to oocytes and improve the COC expansion rate.

**Figure 8:**
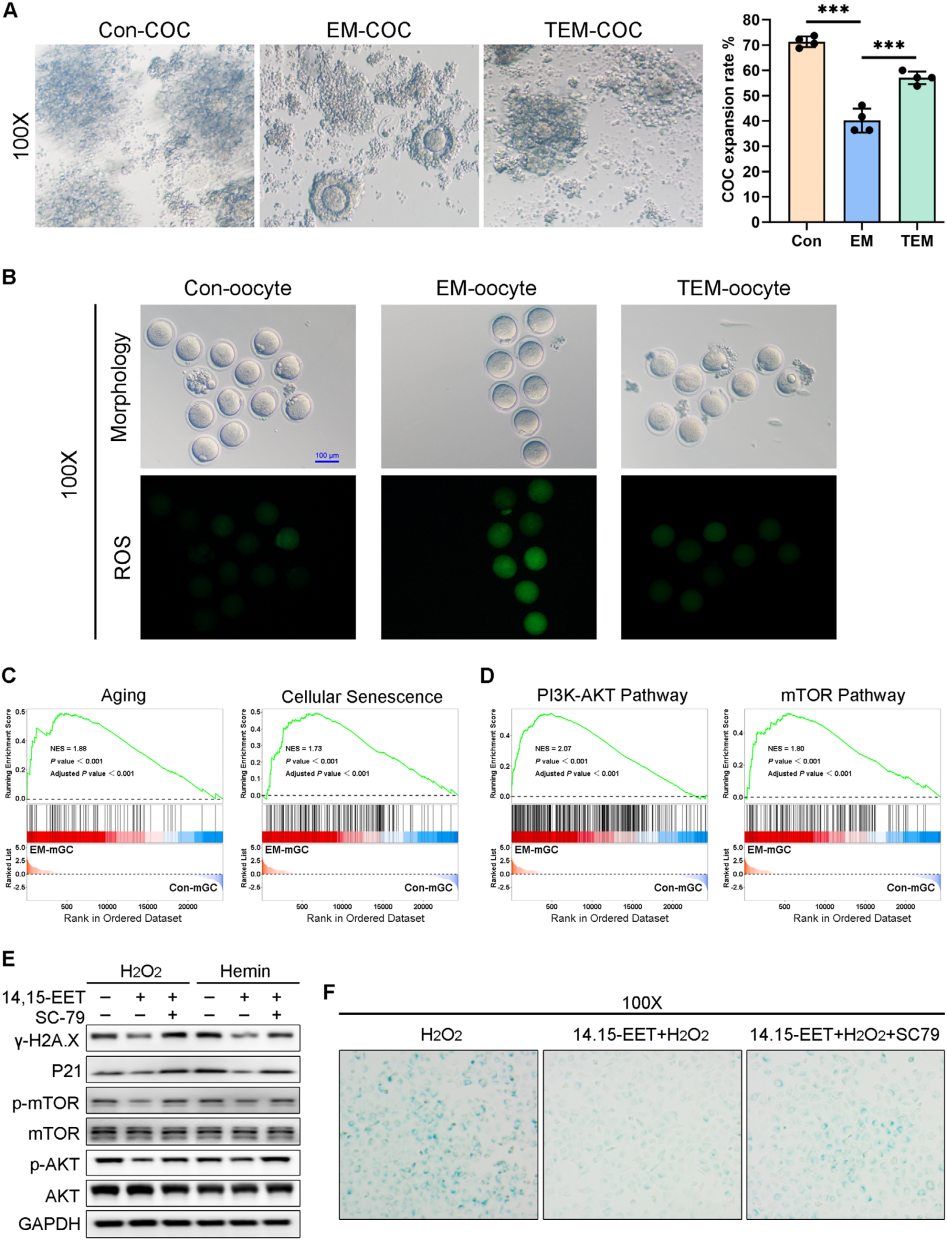
TPPU gavage improved the cumulus‐oocyte complex (COC) expansion rate of endometriosis (EM) model mice and alleviated the reactive oxygen species (ROS) levels of their oocytes. A) In vitro COC expansion assay results. The defective COC expansion in EM mice was partially rescued by TPPU treatment. Images shown in the left panel were acquired 12 h after COC culture in vitro. Magnification, 100×. The right panel shows the statistical analysis of the average COC expansion rates from four Con mice, four EM mice, and four TEM mice. Unpaired *t*‐test, ^***^ *P* < 0.001. B) ROS fluorescence staining (green) in MII oocytes from the Con, EM, and TEM group. Each group included oocytes from three different mice for analysis. Scale bar 100 µm, Magnification, 100×. C) RNA‐Sequencing results of mouse granulosa cells (mGCs) (*n* = 5 for Con group, *n* = 5 for EM group), with Gene Set Enrichment Analysis (GSEA) revealing an enrichment of functional genes from the “Aging” and “Cellular senescence” gene sets in the EM group compared with the Con group (with NES = 1.88, 1.73, respectively). NES, normalized enrichment score; false discovery rate (FDR) of all sets were less than 25%, and all *P*‐values were less than 0.01. D) GSEA revealed overactivation of functional genes from the “PI3K‐Akt signaling pathway” and “mTOR signaling pathway” gene sets in the EM group compared with the Con group (with NES = 2.07, 1.80, respectively). E) Western blot analysis of the indicated proteins after ROS induction, 14, 15‐EET pre‐treatment, and 14, 15‐EET pre‐treatment followed by AKT reactivation by 20 µm SC79. (F) SA‐β‐gal staining assay of mGCs after 14, 15‐EET pre‐treatment for 24 h followed by 20 µm SC79‐mediated AKT reactivation for another 24 h. Magnification, 100×.

### 2.8 14, 15‐EET Alleviated GC Senescence by Suppressing Over‐Activation of the PI3K/AKT/mTOR Signaling Pathway in EM

To explore the GC pathological changes in EM, mGCs collected from five EM mice and five Con mice were used for RNA‐seq analysis. 

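RNA from freshly isolated mGCs of 5 mice of the Con group, which had sham surgery, and 5 mice of the EM group, which carried allografted endometrium, was sequenced after ovulation induction. Granulosa cells are the somatic cells that surround the oocyte in the ovarian follicle. The libraries were made from poly(A) RNA and kept the strand, and reads of 150 bp were taken from both ends of each fragment. The authors deposited the number of reads that featureCounts assigned to each of 57010 Ensembl genes, without normalization and with each mouse in its own column. The aligner, the genome build and the treatment of reads that match several genes are not named with the counts. Between 14462398 and 15999234 reads per mouse were counted on genes in the Con group (median 15565156), and between 14229123 and 15072324 in the EM group (median 14410439). In these 10 libraries, 35663 genes had at least 1 read. Library composition was adjusted with edgeR's TMM factors, and the 17229 genes that its expression filter kept were compared with the quasi-likelihood test. The spread between mice was wide, with a biological coefficient of variation of 0.249. Pairs of mice within a group differed by more than the sampling noise, with a chi-square per degree of freedom from 10.4 to 47.2 in the Con group and from 10.2 to 135 in the EM group. Mitochondrial transcripts took 21.8% of the counts of EM-mGC-3 and between 6.76% and 11.1% in the other 9 libraries. No gene had an adjusted p under 0.05 in the EM group against the Con group (0 of 17229 genes, smallest adjusted p = 0.207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1626 genes had an unadjusted p under 0.05. Without Con-mGC-3 the count of genes was 46, of which 44 were higher and 2 lower in the EM group, and without EM-mGC-1 it was 1. The alternative that moved the count most, DESeq2 at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, gave 630 genes and was chosen after seeing the data. For 292 genes (1.69% of those tested) every mouse of one group lay above every mouse of the other, where chance gives 0.794%.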

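The genes were ranked by their log2 fold change in the EM group against the Con group and tested by preranked GSEA with fgsea. The gene sets behind Figure 8C were not used here, and the sets tested were 874 Reactome sets of mouse genes and lists written by hand. Of the 874 Reactome sets, 131 had an adjusted p under 0.05, 118 of them with a positive normalized enrichment score (NES) and 13 with a negative one. Under fry, a rotation test over the libraries that keeps the correlation between genes, 2 sets passed, and both were lower in the EM group. The Reactome set for cellular senescence had 103 tested genes and an NES of 1.43 (adjusted p = 0.0961 from fgsea with Benjamini-Hochberg adjustment). Its median log2 fold change was 0.03, with 58 genes higher and 45 lower in the EM group, and the members ran from Il6 at 1.24 to Map3k5 at -0.46. The Il6 value was 0.54 at the lowest with a library left out. Il6 was at 17.9 CPM in EM-mGC-3 and at most 5.26 CPM in the other EM libraries. None of these 103 genes passed an adjusted p of 0.05 from edgeR (0 genes, against 7 at an unadjusted p under 0.05). The mean log2 CPM of the set did not separate the 5 mice of the EM group from the 5 of the Con group (two-sided exact permutation test, p = 0.0714). Ranking by the signed square root of the F statistic moved the NES most, to 1.09, and with each library left out in turn it stayed between 1.16 and 1.47. The narrower Reactome set for the senescence-associated secretory phenotype had an NES of 1.57 over 42 genes, of which 28 were higher in the EM group (adjusted p = 0.0902 from fgsea). Its adjusted p was 0.0362 without Con-mGC-2 and 0.0233 without EM-mGC-4, and ranged from 0.0233 to 0.465 over the alternatives. The Reactome set for senescence induced by oxidative stress had an NES of 1.44 over 52 genes, 33 of them higher (adjusted p = 0.215 from fgsea).

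A list of 26 genes that rise in senescent cells, of which 24 were tested, gave an NES of 2.49 (adjusted p = 2.1e-08 from fgsea). Its median log2 fold change was 0.65, with 16 genes higher and 8 lower, from Il1b at 2.29 to Igfbp5 at -0.26. In a two-sided exact permutation test of the list's mean over the 10 mice, p was 0.0476, and the adjusted p was 8.4e-05 under camera with a preset correlation of 0.01 and 0.244 under fry. The NES stayed between 2.27 and 2.51 with each library left out in turn. Of the 26 genes, 13 also stand on the list of secreted factors. The most abundant members were Igfbp5, at 457 ± 51.2 CPM (SD, n = 5) in the Con group and 382 ± 210.0 CPM in the EM group, and Cdkn1b, at 144 ± 26.9 and 199 ± 92.0 CPM. A list of 115 secreted factors of senescent cells, of which 100 were tested, gave an NES of 2.66 (adjusted p = 1.5e-09 from fgsea), with 62 genes higher and 38 lower and a median log2 fold change of 0.09. Its most abundant member was Inha, at 5711 ± 1149 CPM in the Con group and 5150 ± 1929 CPM in the EM group. The adjusted p of the secreted factors was 0.00247 under camera and 0.364 under fry, so the camera calls of these lists did not hold under fry. Adjusted over the list alone, 5 genes of the senescence list and 8 of the secreted factors passed 0.05, and 0 of either did when adjusted over all genes tested with edgeR. With DESeq2 over all genes the adjusted p was 0.0210 for Il1b and 0.0444 for Spp1, the highest member of each list. That of Cdkn1a was 0.156. For each list, an NES as large came from 6 of 100 divisions of the 10 libraries without regard to the condition, the real one included. In a relation examined after the results were seen, Il1b and Cdkn1a went with markers of neutrophils, a type of white blood cell. Pearson's r of the deviations from the group means was 0.932 and 0.754. The lists may thus reflect other cells beside granulosa cells.

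Cdkn1a (ENSMUSG00000023067) encodes P21 and is listed on chromosome 17 from 29309950 to 29319701, in coordinates whose build the count table does not name. Its level was 19.2 ± 6.38 CPM (SD, n = 5) in the Con group and 36.1 ± 13.5 CPM (SD, n = 5) in the EM group, from counts of 167 to 761 per library. The log2 fold change was 0.92 with a standard error of 0.29 (unadjusted p = 0.00833, adjusted p = 0.437 from edgeR's quasi-likelihood test), and it stayed between 0.75 and 1.08 with each library left out. A two-sided exact permutation test of the CPM values gave p = 0.0317, where 5 mice against 5 allow 0.00794 at the least. H2ax, the gene of H2A.X, was at 39.2 ± 9.74 CPM in the Con group and 39.0 ± 10.7 CPM in the EM group, an EM vs Con log2 fold change of H2ax of -0.01 (standard error 0.20, adjusted p = 0.990 from edgeR). Its direction turned without Con-mGC-1 (0.16), EM-mGC-1 (0.05), EM-mGC-4 (0.11) or EM-mGC-5 (0.0082). Of the 9 genes that the paper names, 0 passed when adjusted over the list alone (smallest adjusted p = 0.0614 from edgeR) and 0 when adjusted over all genes tested.

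**Figure D1:**
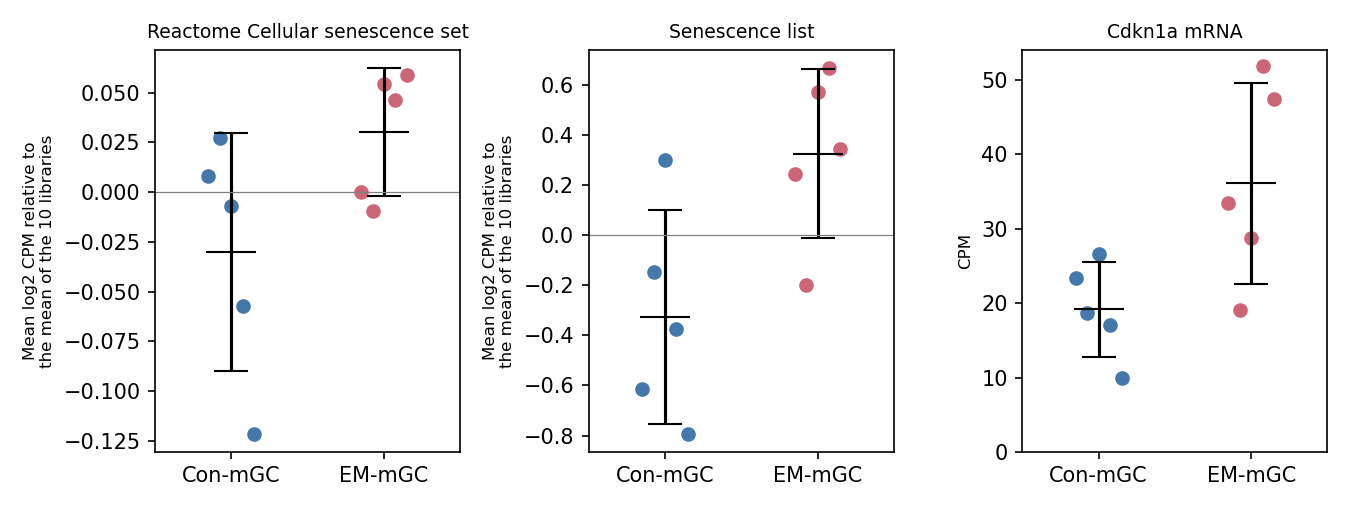
Mean log2 CPM of the Reactome cellular senescence set and of the senescence list, each relative to the mean of the 10 libraries, and CPM of Cdkn1a. Points are libraries of the Con group and the EM group, and bars show the mean ± SD (n = 5); Cdkn1a runs at 19.2 CPM on average in the Con group and 36.1 CPM in the EM group.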

Gene Set Enrichment Analysis (GSEA) revealed that the functional genes from the “Aging” and “Cellular senescence” gene sets in the EM group were enriched compared with the genes in the Con group (Figure 8C). These results were consistent with those of our previous studies.^[^ ^2^, ^8^ ^]^ GSEA also revealed over‐activation of the PI3K‐Akt and mTOR signaling pathways in EM‐mGCs compared with the findings in Con‐mGCs (Figure 8D). 

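The Reactome set for PI3K/AKT activation had 74 tested genes, of which 29 were higher and 45 lower in the EM group, with a median log2 fold change of -0.05 and Kl highest at 1.29. Its NES was -0.89 (adjusted p = 0.975 from fgsea), and the sign was positive without Con-mGC-2 (0.94) or without Con-mGC-3 (0.89). The largely shared Reactome set for PIP3 and AKT signaling had an NES of -0.91 (adjusted p = 0.945 from fgsea), which was 0.95 without Con-mGC-2 and 0.89 without Con-mGC-3. The Reactome set for mTOR signaling had 26 tested genes, 14 higher and 12 lower, from Eif4ebp1 at 0.37 to Prkab2 at -0.35, and an NES of 0.73 (adjusted p = 1 from fgsea). Two-sided exact permutation tests of the mean log2 CPM over the 10 mice gave p = 0.619 for the PI3K/AKT set and p = 0.365 for the mTOR set.

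A list of 271 genes of the PI3K-Akt pathway was also written by hand, and 242 of them were tested. The list as a whole had an NES of -0.95 (adjusted p = 0.713 from fgsea), with 115 genes higher and 127 lower in the EM group. That sign was positive without Con-mGC-2 (1.04), Con-mGC-3 (1.13), EM-mGC-2 (0.93) or EM-mGC-3 (0.94), and also when the genes were ranked by DESeq2's log2 fold change (0.93). With the signed F ranking the NES was -1.56 (adjusted p = 0.000996 from fgsea), and the adjusted p ranged from 0.000996 to 0.834 over the alternatives. The list has 3 parts. The signaling core of 131 genes, 128 tested, had 66 genes higher and 62 lower and an NES of 0.72 (adjusted p = 0.981 from fgsea), with Sgk1 highest at a log2 fold change of 0.92 and Ngfr lowest at -0.96. The extracellular matrix and receptor genes, 58 tested of 64, had 42 lower members and a median log2 fold change of -0.24, from Spp1 at 3.45 to Col4a4 at -1.02, and an NES of -1.38 (adjusted p = 0.0972 from fgsea). The adjusted p of this part was 8.8e-07 under camera and 0.244 under fry, and under fgsea it fell under 0.05 without Con-mGC-1 (NES -1.57), Con-mGC-5 (-1.58), EM-mGC-1 (-1.64) or EM-mGC-4 (-1.49). The ligands and cytokines, 56 tested of 76, had 33 higher and 23 lower members and an NES of 1.14 (adjusted p = 0.365 from fgsea). A list of 106 genes around mTOR, all of them tested, had 59 higher and 47 lower members and an NES of 0.94 (adjusted p = 0.688 from fgsea). Of these lists, 37 mTOR genes and 45 core genes stand on another list too. Adjusted over the list alone, 13 matrix and receptor genes passed 0.05, against 0 in the core, the ligands and the mTOR list. Adjusted over all genes tested with edgeR, 0 of all these genes passed, where 1626 had an unadjusted p under 0.05. With DESeq2 over all genes the adjusted p was 0.000185 for Col4a4 and 0.0444 for Spp1. It was 0.209 for Col4a3, 0.190 for Fn1 and 0.412 for Itga3, which also stand among the matrix and receptor genes. The most abundant members were Hsp90ab1 in the core (2000 ± 200.4 CPM in the Con group, 2146 ± 93.2 CPM in the EM group), Thbs1 in the matrix (997 ± 194 and 875 ± 164 CPM), Prlr among the ligands and their receptors (414 ± 116 and 474 ± 63.3 CPM) and Rps6 around mTOR (541 ± 84.7 and 612 ± 84.9 CPM).

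Akt1 (chromosome 12, 112620255 to 112641318) was at 221 ± 26.3 CPM (SD, n = 5) in the Con group and 226 ± 21.7 CPM (SD, n = 5) in the EM group, a log2 fold change of 0.04 (standard error 0.11, adjusted p = 0.927 from edgeR's quasi-likelihood test). Mtor (chromosome 4, 148533068 to 148642140), which is uncertain because the annotation lists Angptl7 within its span, was at 101 ± 11.7 and 87.9 ± 14.1 CPM, a log2 fold change of -0.20 (standard error 0.13, adjusted p = 0.620 from edgeR). Pik3r1, which encodes PI3K p85, was at 242 ± 23.2 and 234 ± 55.3 CPM. The EM vs Con log2 fold change of Pik3r1 was -0.05, and turned positive without Con-mGC-5 (0.00037), EM-mGC-2 (0.03) or EM-mGC-3 (0.01). Akt2 had a log2 fold change of 0.05, which was -0.0099 without EM-mGC-3. Two-sided exact permutation tests of these 4 genes gave p from 0.151 for Mtor to 0.778 for Akt1. The libraries measure transcripts and not phosphorylation. From the enrichment it reports for these mice, the paper reasons that the PI3K-Akt and mTOR pathways are over-activated in EM-mGCs. By western blot it also reports more PI3K p85 and phosphorylated AKT and mTOR in mGCs of EM mice. For GCs of EM patients it reports over-activation of the pathway by western blot too. It goes on to test causality by reactivating AKT after 14,15-EET.

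**Figure D2:**
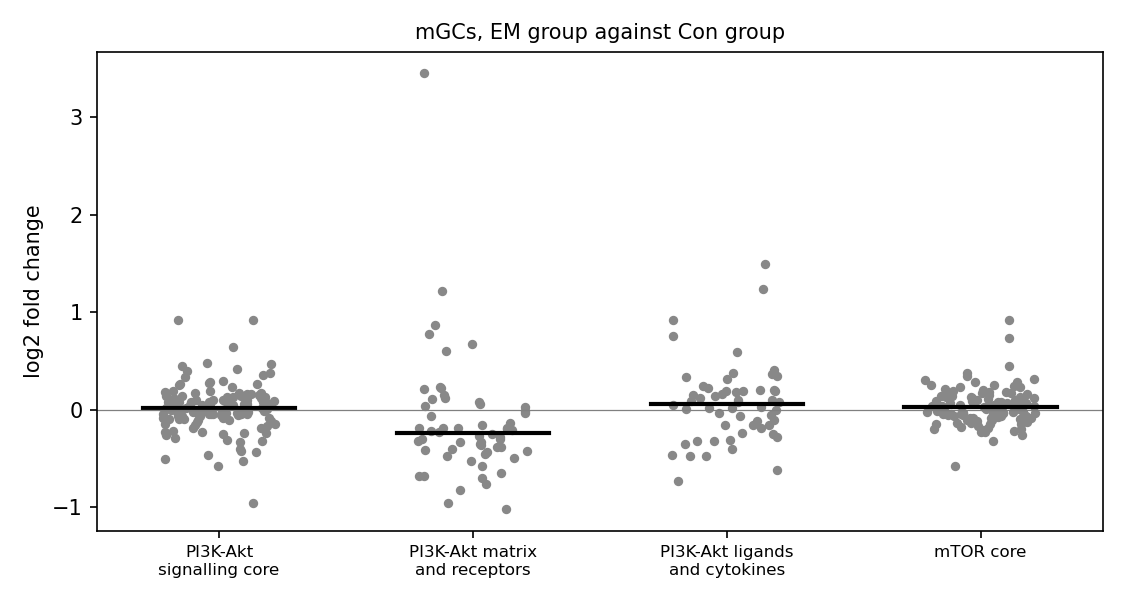
Log2 fold change in the EM group against the Con group of each tested gene of the PI3K-Akt signaling core, the matrix and receptor genes, the ligands and cytokines, and the mTOR list. Each point is 1 gene and the black line is the median of the list, which was 0.01 for the core and -0.24 for the matrix and receptor genes.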

To further establish causality between 14, 15‐EET and PI3K/AKT/mTOR pathway suppression, we reactivated AKT using SC79 after 14, 15‐EET treatment under oxidative stress conditions. Our results in Figure 8E,F show that 14, 15‐EET could alleviate the ROS‐induced GC senescence, but reactivation of AKT increased P21 and γ‐H2A.X protein expression levels and led to the recurrence of aging manifestations.

To further illuminate the mechanism of 14, 15‐EET in EM‐associated infertility, we collected mGCs from EM mice, and 14, 15‐EET was used for co‐culture. RNA‐seq analysis was then performed on the mGCs collected from the 14, 15‐EET treatment group or normal culture group. 

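The mGCs came from 6 mice of the EM model and were cultured for 24 h before 100 nM 14,15-EET or PBS was added for another 24 h. 14,15-EET is an epoxide that cells make from arachidonic acid and that soluble epoxide hydrolase, the product of Ephx2, breaks down. The methods describe 3 paired biological replicates without saying that equal numbers mark the pairs, and libraries of the same number were taken as partners. The authors deposited raw read counts per gene for the 3 libraries of each group, counted as for the freshly isolated cells. Between 21384686 and 27728777 reads were counted per library in the PBS group (median 25848084), and between 23823566 and 29482826 in the EET group (median 26256623). Mitochondrial transcripts took from 1.18% to 1.64% of the counts in the PBS group and from 1.41% to 1.57% in the EET group. The cultured libraries lay close together, with a biological coefficient of variation of 0.0620 and Pearson correlations of log2 CPM from 0.992 to 0.994 within the PBS group. Libraries of 1 group still differed by more than the sampling noise, with a chi-square per degree of freedom from 7.81 to 13.8 in the PBS group and from 2.78 to 5.66 in the EET group. The main comparison left the pairing out, and a second fit took the replicate number as a block. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1.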

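Across the 6 cultured libraries, 26984 genes had at least 1 read, and 15050 genes passed edgeR's expression filter and were tested. Of these, 184 genes had an adjusted p under 0.05 in the EET group against the PBS group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1868 had an unadjusted p under 0.05. With the replicate number as a block, a fit that holds only if equal numbers mark the pairs, 341 genes passed, and 183 of the 184 were among them. For 2656 genes, or 17.6% of those tested, every library of one group lay above every library of the other, and chance gives 10%. The number of called EET vs PBS genes depended on single libraries. It was 48 without EET-3, 61 without EET-2 and 122 without EET-1, and it was 350 without PBS-1 and 436 without PBS-2. Testing every gene with at least 1 read raised it to 662 genes. The alternative that moved it most by ratio was an absolute log2 fold change of at least 1 beside the adjusted p, with 9 genes. At an unadjusted p under 0.05 with the same fold change, 72 genes passed, 38 higher and 34 lower. The latter count rose to 131 without PBS-1, 147 without PBS-2, 109 without PBS-3, 121 without EET-1 and 118 without EET-2, and was 90 without EET-3.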

Approximately 27873 genes were successfully annotated, with 201 genes found to be differentially expressed. 

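Of the 184 genes with an adjusted p under 0.05, 75 were upregulated and 109 downregulated in the EET group. The fit with the replicate block gave 168 upregulated and 173 downregulated genes. Among the genes with a mean of at least 1 log2 CPM, groups that did not overlap and a symbol that is not a predicted one, 71 rose and 106 fell, and the 5 largest changes in each direction are given. Stra6 (ENSMUSG00000032327, chromosome 9, 57971071 to 58061279) encodes a retinol transporter and rose from 8.83 ± 0.973 CPM (SD, n = 3) in the PBS group to 19.3 ± 0.838 CPM (SD, n = 3) in the EET group. Its log2 fold change was 1.14 (standard error 0.09, adjusted p = 0.000159 from edgeR's quasi-likelihood test). Plekhg4 (chromosome 8, 106099906 to 106109494) rose from 23.0 ± 1.14 to 40.9 ± 1.19 CPM, with a log2 fold change of 0.83 (standard error 0.06, adjusted p = 0.000125 from edgeR). Ror1 (chromosome 4, 99952988 to 100301962) rose from 6.18 ± 0.283 to 11.3 ± 0.347 CPM, with a log2 fold change of 0.88 (adjusted p = 0.00147 from edgeR). The prostaglandin F receptor gene Ptgfr (chromosome 3, 151502139 to 151543267) rose from 6.06 ± 1.79 to 11.7 ± 0.462 CPM, with a log2 fold change of 0.94 (adjusted p = 0.0156 from edgeR). H2-Q10 (chromosome 17, 35780986 to 35785460) rose from 45.5 ± 2.86 to 76.9 ± 4.43 CPM, with a log2 fold change of 0.76, and is uncertain because the counting can have split its reads among other class I histocompatibility genes. Elavl2 (ENSMUSG00000008489, chromosome 4, 91139000 to 91289022), which encodes an RNA-binding protein, fell from 7.56 ± 1.02 CPM (SD, n = 3) to 3.27 ± 0.321 CPM (SD, n = 3), a log2 fold change of -1.21 (standard error 0.14, adjusted p = 0.00199 from edgeR). The other genes that fell were counted in fewer reads. Cdo1 (chromosome 18, 46846260 to 46861462) fell from 2.88 ± 0.497 to 1.17 ± 0.189 CPM, a log2 fold change of -1.32, and Dpp6 (chromosome 5, 27022201 to 27932503) from 3.09 ± 0.511 to 1.29 ± 0.431 CPM, a log2 fold change of -1.26. Stmn2 (chromosome 3, 8574420 to 8626666) fell from 5.48 ± 1.49 to 2.45 ± 0.179 CPM, a log2 fold change of -1.17, and Snhg11 (chromosome 2, 158217558 to 158228071) from 3.84 ± 0.0609 to 1.89 ± 0.252 CPM, a log2 fold change of -1.02. In all 10 genes the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, Stra6, Ror1, Plekhg4, H2-Q10 and Elavl2 kept an adjusted p under 0.05 from edgeR. The edgeR adjusted p of Cdo1 was 0.0769 without EET-2, that of Snhg11 was 0.0769 without EET-2 and 0.0764 without EET-3, and that of Dpp6 reached 0.171 without EET-3. That of Stmn2 reached 0.107 and that of Ptgfr 0.0925, both without EET-3. Over all alternatives the lowest adjusted p of these 5 genes came from DESeq2 and was 0.00135 for Cdo1, 0.00277 for Snhg11, 0.00286 for Dpp6, 0.000132 for Stmn2 and 2.2e-05 for Ptgfr. None of the 10 genes changed direction in any of these fits.

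**Figure D3:**
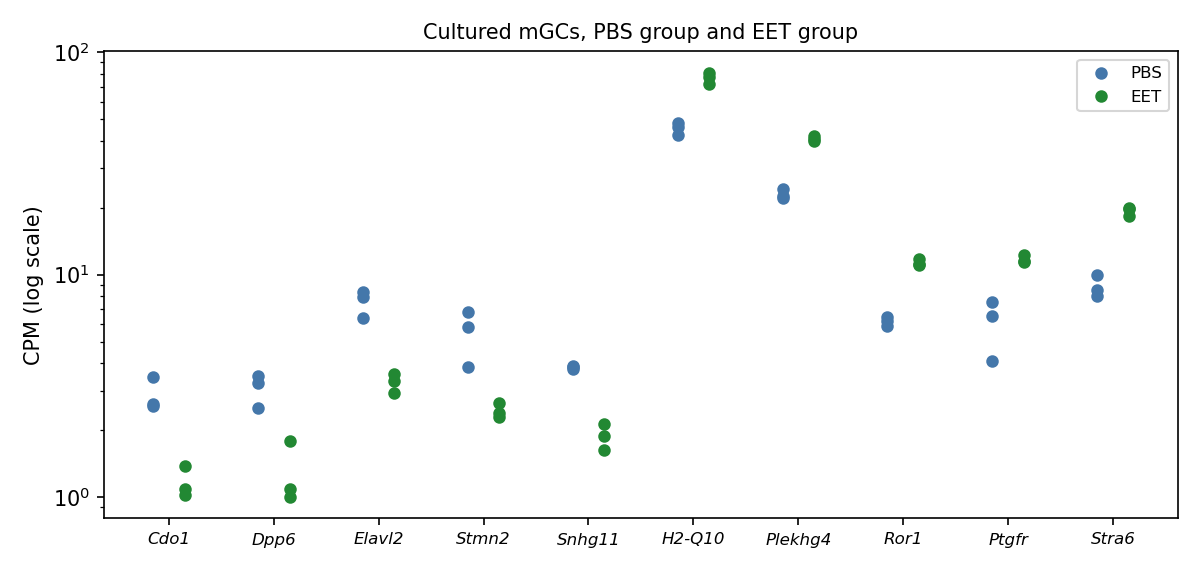
CPM on a log scale of the 5 genes that rose most and the 5 that fell most in cultured mGCs. Points are the 3 libraries of the PBS group and the 3 of the EET group; in each gene every library of one group lies above every library of the other.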

A heat map was generated that shows the differentially expressed genes, which included 113 upregulated and 88 downregulated genes in the EET group (**Figure** **9**A). 

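The downregulated genes were compared with gene sets by Fisher's exact test, one-sided, against a background of the 15050 tested genes. The KEGG sets behind Figure 9B were not used here, and the hand-written PI3K-Akt list, of which 224 genes were tested in these cells, stood in for the pathway. Of the 109 downregulated genes, 6 stand on that list, where 1.62 would be drawn by chance (one-sided Fisher's exact test, p = 0.00577, adjusted p = 0.0289 over the 15 sets compared). They are Bdnf, Col4a3, Col4a4, Fgfr2, Fn1 and Itga3. Among the 34 genes at an unadjusted p under 0.05 with a log2 fold change of -1 or lower, 1 stands on the list, Angpt2, which is uncertain because it overlaps Mcph1 (one-sided Fisher's exact test, p = 0.400, adjusted p = 1). The matrix and receptor part held 4 of the 6, where chance gives 0.362 (one-sided Fisher's exact test, p = 0.000464, adjusted p = 0.00348), and none of the 34 genes (0 genes, p = 1, exact). The signaling core held only Fgfr2 (p = 0.590, one-sided Fisher's exact test), as did the Reactome set for PI3K/AKT activation (p = 0.408 by the same exact test, and p = 1 for the 34 genes). The ligands and cytokines held Bdnf (p = 0.315), and the mTOR list held Wnt5a (p = 0.538), both by the same exact test. The Reactome set for extracellular matrix organization held 7 of the 109 genes against 1.25 by chance (one-sided Fisher's exact test, p = 0.000261, adjusted p = 0.00348).

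Fn1 (ENSMUSG00000026193, chromosome 1, 71624679 to 71692359) encodes fibronectin and fell from 288 ± 49.0 CPM (SD, n = 3) in the PBS group to 173 ± 14.1 CPM (SD, n = 3) in the EET group, a log2 fold change of -0.73 (standard error 0.10, adjusted p = 0.00388 from edgeR's quasi-likelihood test). Col4a3 and Col4a4 lie head to head on chromosome 1, from 82564642 to 82699780 and from 82426144 to 82564570, and had log2 fold changes of -0.77 and -0.66, from 25.1 ± 3.26 to 14.8 ± 1.54 CPM and from 27.0 ± 2.47 to 17.1 ± 2.69 CPM. Bdnf fell from 46.5 ± 5.93 to 27.8 ± 0.0935 CPM (log2 fold change -0.75) and Itga3 from 124 ± 7.10 to 104 ± 0.977 CPM (log2 fold change -0.26). Fgfr2 fell from 35.1 ± 3.62 to 26.7 ± 1.90 CPM (log2 fold change -0.39) and is uncertain because the annotated span overlaps many other genes. These genes were singled out after their values were seen. Without EET-3 the edgeR adjusted p of Itga3 was 0.185, that of Fgfr2 0.254 and that of Col4a4 0.0545. Itga3 also passed 0.05 no longer without EET-1 (0.105) or EET-2 (0.172), and Fgfr2 without PBS-3 (0.156) or EET-2 (0.198). The most abundant collagen of the list, Col4a1, which is uncertain because it overlaps Col4a2, was at 5654 ± 389.9 CPM in the PBS group and 5904 ± 248 CPM in the EET group.

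By preranked GSEA, 1 of 837 Reactome sets passed an adjusted p of 0.05 in the EET group against the PBS group, the set for developmental biology (NES -1.64 over 309 genes, adjusted p = 0.00327 from fgsea). No set passed without PBS-1, EET-1 or EET-2 (0 sets in each), and 2 sets passed without EET-3. The Reactome set for PI3K/AKT activation, with 37 of 72 genes higher and 35 lower, had an NES of -0.81 (adjusted p = 1 from fgsea), which was positive without PBS-1 (0.80), PBS-2 (0.73) or EET-3 (0.77). The PIP3 and AKT set had an NES of -0.84 (adjusted p = 1 from fgsea), which was 0.74 without PBS-1, 0.75 without PBS-2 and 0.78 without EET-3. Over the PI3K-Akt list 115 genes were higher and 109 lower, with an NES of -1.07 (adjusted p = 0.665 from fgsea) that was 0.91 without PBS-2. Its core had an NES of 0.86, its matrix and receptor genes of -1.33 and its ligands and cytokines of -1.21, with adjusted p of 0.985, 0.452 and 0.665 from fgsea. The Reactome mTOR set had 18 higher and 8 lower genes (NES 0.87, adjusted p = 1 from fgsea), and the mTOR list had 53 higher and 53 lower (NES -0.71, adjusted p = 0.985 from fgsea). Adjusted over the list alone, 12 matrix and receptor genes, 1 ligand gene, 4 mTOR genes and 0 core genes passed 0.05. Pik3r1 was at 288 ± 34.0 CPM (SD, n = 3) in the PBS group and 342 ± 17.8 CPM (SD, n = 3) in the EET group, a log2 fold change of 0.25 (standard error 0.08, adjusted p = 0.180 from edgeR). Mtor had a log2 fold change of 0.09 and Akt1 of -0.07. Akt2 had -0.0014, with 0.01 without PBS-1, 0.0034 without PBS-3 and 0.0039 without EET-3. Of the 9 genes the paper names, 0 passed when adjusted over the list alone (smallest adjusted p = 0.0639 from edgeR), and 0 when adjusted over all genes. From the pathways it reports for these cells together with its protein measurements, the paper proposes that 14,15-EET acts in EM-GCs by holding back an over-activated PI3K/AKT/mTOR pathway.

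**Figure D4:**
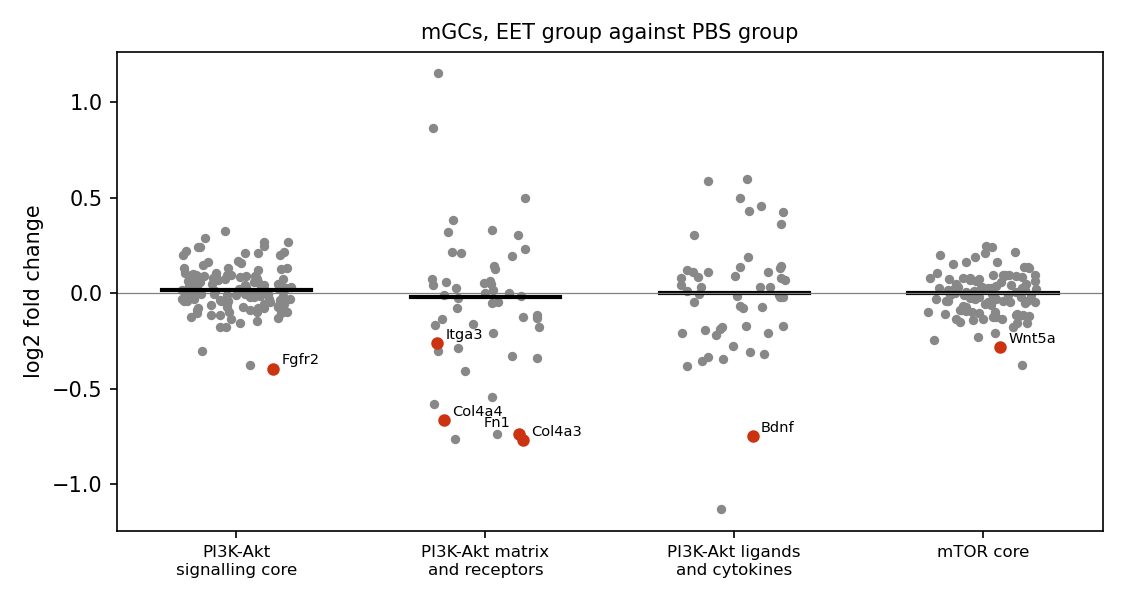
Log2 fold change in the EET group against the PBS group of each tested gene of the same 4 lists. Each point is 1 gene, the black line is the median of the list, and red points with a name are genes that fell with an adjusted p under 0.05 (edgeR): Fgfr2 in the core, Itga3, Col4a4, Fn1 and Col4a3 among the matrix and receptor genes, Bdnf among the ligands and Wnt5a in the mTOR list.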

The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis results indicated significantly lower enrichment of the “PI3K‐AKT signaling pathway” in mGCs after 14, 15‐EET treatment (Figure 9B). H_2_O_2_ or hemin treatment significantly activated expression of PI3K p85, p‐AKT, and p‐mTOR in mGCs, while 14, 15‐EET pre‐treatment before oxidative stress induction partially reversed the over‐activation of the PI3K/AKT/mTOR signaling pathway (Figure 9C). Western blot analysis of seven Con‐GCs and eight EM‐GCs also showed that the PI3K/AKT/mTOR signaling pathway was over‐activated in EM samples (Figure 9D,E). These results collectively indicated the vital role of the PI3K/AKT/mTOR signaling pathway in EM‐associated infertility, implying that 14, 15‐EET may function by suppressing the over‐activation of this pathway in EM‐GCs.

**Figure 9:**
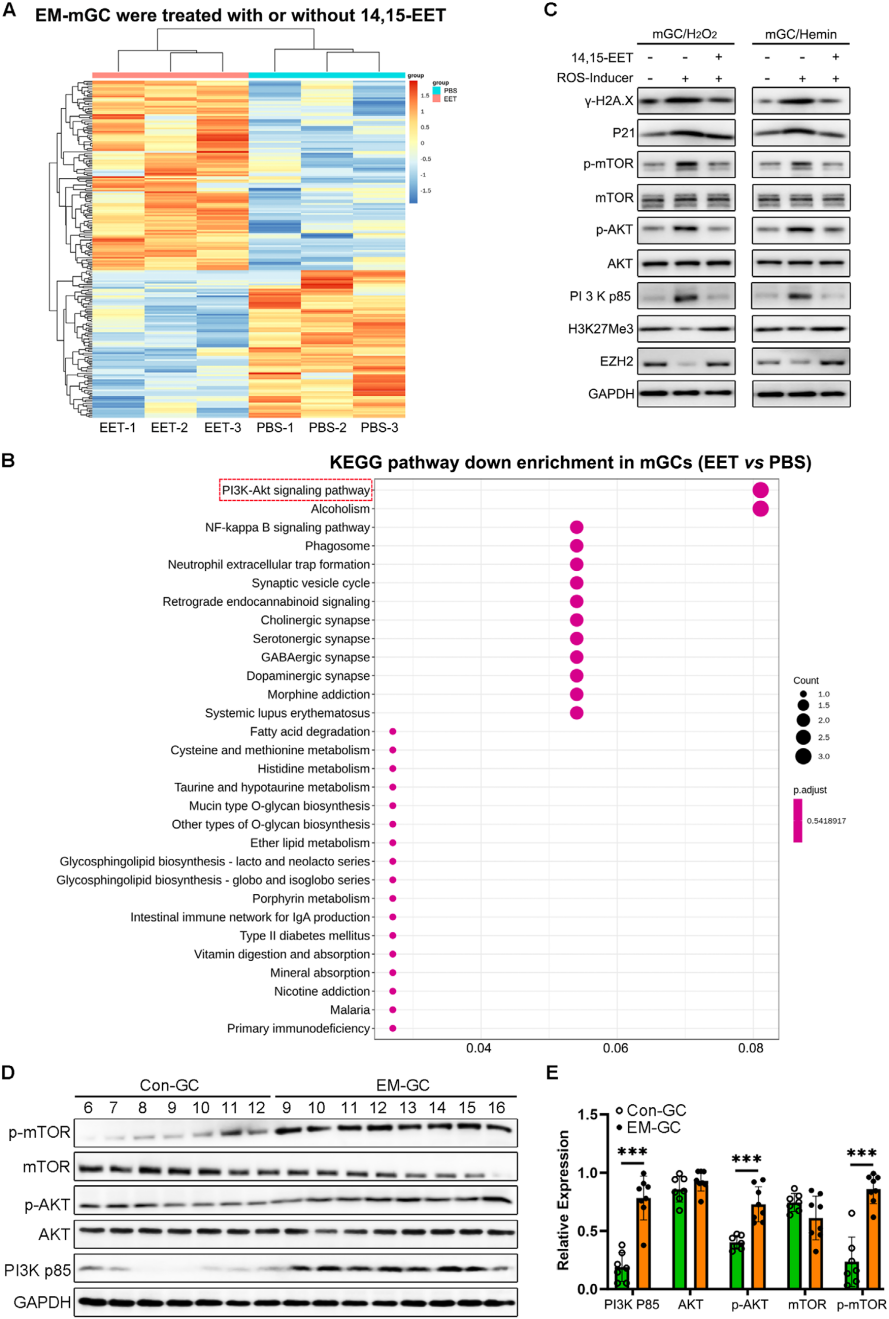
14, 15‐EET rescued reactive oxygen species (ROS)‐induced mouse granulosa cell (mGC) senescence in vitro via suppressing PI3K‐AKT‐mTOR signaling pathway overactivation. A) mGCs were collected from six endometriosis (EM) model mice and cultured in DMEM/F‐12 with 5% FBS for 24 h. Then, 100 nm 14, 15‐EET was added to the EET group for another 24 h, with an equivalent volume of PBS added to the control group (PBS). To explore the function of 14, 15‐EET in EM ovarian GCs, six groups of mGCs were collected for RNA‐sequencing analysis (*n* = 3 for PBS group, *n* = 3 for EET group). A heat map showing the differentially expressed genes, including 113 upregulated and 88 downregulated genes, in the EET group. B) The KEGG analysis results indicated significantly decreased enrichment of the “PI3K‐AKT signaling pathway” in mGCs after 14, 15‐EET treatment. C) Western blot analysis of the indicated proteins from mGCs after 14, 15‐EET pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 48 h. mGCs were extracted from immature ICR mice and oxidative stress was induced via 100 µm H_2_O_2_ or 10 µm hemin treatment. D) Western blot analysis of the indicated proteins from seven Con‐GC and eight EM‐GC samples. E) Protein quantification analysis of the indicated proteins from seven Con‐GC and eight EM‐GC samples. Unpaired *t*‐test, ^***^ *P* < 0.001.

### 2.9 Dual Pan‐Class I PI3K and mTOR Inhibitor BEZ‐235 Alleviated GC Senescence and Improved the COC Expansion Rate of EM Mice

The dual pan‐class I PI3K and mTOR inhibitor BEZ‐235 was used in vivo and in vitro to examine the function of the PI3K/AKT/mTOR signaling pathway in ROS‐induced cell senescence. The lesion sizes were similar between the EM mice and BEM mice (Figure S6F, Supporting Information). To explore whether intragastric administration of 20 mg kg^−1^ BEZ‐235 resulted in clear drug toxicity, we also analyzed the body weight and ovary wet weight after BEZ‐235 administration for 14 days. No significant difference in mouse body weight or ovary wet weight was found between the EM and BEM female mice (Figure S6G,H, Supporting Information). We also observed the estrous cycle of three EM and three BEM mice for 14 days via the direct smear method. Our results showed similar estrous cycle patterns between the EM and BEM mice (Figure S6I, Supporting Information).

Western blot analysis showed that the PI3K p85, p‐AKT, and p‐mTOR protein expression levels were increased in mGCs from the EM group compared with those in mGCs from the control group (**Figure** **10**A). The mGCs from the TEM group showed suppressed PI3K p85, p‐AKT, and p‐mTOR protein expression patterns relative to those from the EM group (Figure 10A). TPPU pre‐treatment before oxidative stress induction reversed this ROS‐induced over‐activation of the PI3K/AKT/mTOR signaling pathway in mGCs (Figure 10B). Compared with the EM mice, BEZ‐235 administration in vivo for two weeks not only suppressed the over‐activation of PI3K p85, p‐AKT, and p‐mTOR, but also reversed the aging marker protein expression patterns (Figure 10C). The SA‐β‐gal staining intensity in mGCs was clearly decreased in the BEZ‐235 administration group (BEM group) compared with the EM group (Figure 10D). SA‐β‐gal quantitative assays also revealed decreased SA‐β‐gal activity in the BEM group compared with the EM group (Figure 10E). COC expansion was impaired in the EM group relative to the control group (Figure 10F), while BEZ‐235 gavage administration significantly improved the COC expansion rate in the BEM group compared with the EM group (Figure 10F). Additionally, H_2_O_2_ or hemin treatment significantly activated PI3K p85, p‐AKT, p‐mTOR, P21, and γ‐H2A.X protein expression in mGCs, while BEZ‐235 pre‐treatment before oxidative stress induction partially reversed this over‐activation of the PI3K/AKT/mTOR signaling pathway and ROS‐induced cell senescence (Figure 10G). These data suggested a vital role for BEZ‐235 in alleviating mGC senescence in vivo and in vitro. This function may be achieved by suppressing PI3K/AKT/mTOR signaling pathway over‐activation under oxidative stress conditions.

**Figure 10:**
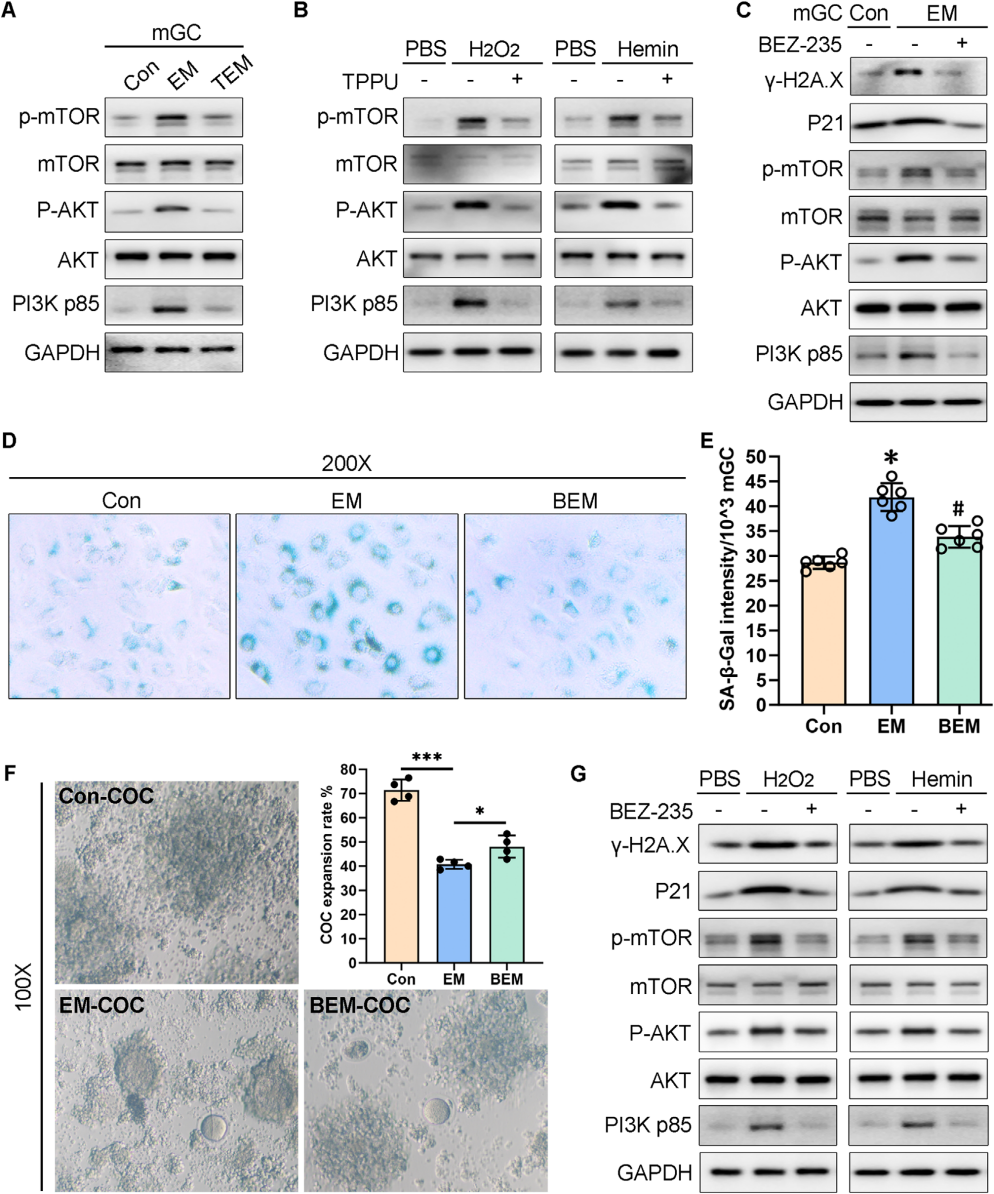
The PI3K‐AKT‐mTOR inhibitor BEZ‐235 rescued the defective cumulus‐oocyte complex (COC) expansion in endometriosis (EM) and alleviated mouse granulosa cell (mGC) senescence in vitro and in vivo. A) Western blot analysis of the indicated proteins in freshly extracted mGCs (*n* = 3 for Con group, *n* = 3 for EM group, *n* = 3 for TEM group, the same samples as described in Figure 7C). B) Western blot analysis of the indicated proteins in mGCs after 20 µm TPPU pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 48 h. mGCs were extracted from immature ICR mice. C) Western blot analysis of the indicated proteins in freshly extracted mGCs (n = 3 for Con group, *n* = 3 for EM group, *n* = 3 for BEM group; the BEM group received intragastric administration of 20 mg kg^−1^ BEZ‐235 daily for two weeks). D) SA‐β‐gal staining assay of freshly extracted mGCs (*n* = 3 for Con group, *n* = 3 for EM group, *n* = 3 for BEM group; the BEM group received intragastric administration of 20 mg kg^−1^ BEZ‐235 daily for two weeks). Magnification, 200×. (E) SA‐β‐gal quantitative assay of freshly extracted mGCs (*n* = 6 for Con group, *n* = 6 for EM group, *n* = 6 for BEM group). Unpaired *t*‐test, ^*^ *P* < 0.05 (EM vs Con), #*P* < 0.05 (BEM vs EM). F) In vitro COC expansion assay results. The defective EM‐COC expansion was partially rescued by BEZ‐235 treatment. The images shown in the left panel were acquired 12 h after COC culture in vitro. Magnification, 100×. The right panel shows the statistical analysis of the average COC expansion rates from four Con mice, four EM mice, and four BEM mice. Unpaired *t*‐test, ^***^ *P* < 0.001. G) Western blot analysis of the indicated proteins in mGCs after 200 nm BEZ‐235 pre‐treatment for 24 h followed by H_2_O_2_ or hemin treatment for 48 h. mGCs were extracted from immature ICR mice.

## 3 Discussion and Conclusion

Ovarian GC damage caused by excessive oxidative stress is an important contributor to EM‐associated infertility. Excessive oxidative stress can cause various types of damage to GCs, such as cellular senescence, ovulation disorders, and lipid metabolism disturbances.^[^ ^2^, ^8^, ^9^ ^]^ We observed abnormal oxidized lipid levels in the FF and ovarian GCs of women with EM‐associated infertility, with 14, 15‐EET displaying the most significant decrease. Moreover, the EET decrease was closely associated with poor IVF outcomes. Lower EET levels can lead to a reduced ovarian GC antioxidant capacity, decreased ATP production, lower MMP, and increased cell senescence. However, the addition of 14, 15‐EET or inhibiting EPHX2 could partially reverse these abnormalities. Our results indicate that the decreased 14, 15‐EET levels in EM follicles are caused by increased expression of soluble epoxide hydrolase EPHX2 in ovarian GCs. The increased EPHX2 expression levels in EM‐GCs may be from lower EZH2/H3K27Me3‐dependent histone methylation caused by excessive oxidative stress. Interestingly, we identified a positive feedback loop involving ROS‐EZH2/H3K27Me3‐EPHX2‐EET. ROS accumulation reduces H3K27Me3 histone methylation of *Ephx2*, leading to increased EPHX2 expression levels and enzymatic activity. The resulting decreased EETs levels further exacerbate the ROS accumulation, which forms a vicious cycle that aggravates ovarian GC senescence in women with EM and ultimately leads to poor IVF outcomes and infertility. Under non‐oxidative stress conditions, EPHX2 knockout does not elevate EZH2/H3K27Me3 (Figure 5F; Figure S5F, Supporting Information), with EPHX2 overexpression also failing to generate obvious senescence (Figure S5G, Supporting Information). Thus 14, 15‐EET‐mediated EZH2 upregulation requires ROS attenuation rather than direct epigenetic modulation. Crucially, this vicious cycle is disease context‐dependent.

Oxidative stress damage plays a crucial role in EM‐associated infertility, but the specific molecules and mechanisms involved have not been fully understood. Our study for the first time elucidated the oxidative lipid patterns in EM‐associated infertility and identified the anti‐senescence function of 14, 15‐EET. Furthermore, we proposed a potential explanation for the decreased 14, 15‐EET levels and a mechanism by which this change can lead to EM‐associated infertility. Our data using an EM mouse model suggested that oral administration of TPPU could inhibit EPHX2 enzymatic activity, upregulate EET levels, alleviate ovarian GC senescence, reduce ROS levels in oocytes, improve COC expansion, and improve EM mouse fertility. However, as described in Figure 7B, it remains premature to confirm that 14, 15‐EET is the primary EET responsible for GC senescence and EM‐associated infertility. In Alzheimer's disease,^[^ ^24^ ^]^ specific hepatic *Ephx2* knockdown selectively elevated plasma 14, 15‐EET levels without significantly altering the concentrations of the other three EETs (5, 6‐EET, 8, 9‐EET, and 11, 12‐EET). However, our results revealed that TPPU treatment in EM mice could induce upregulation of all four EETs in ovarian GCs (Figure 7B, TEM vs EM). This discrepancy in EET regulation patterns between the hepatic and ovarian systems may be from tissue‐specific epoxide hydrolase functions. While intracerebral injection of 14, 15‐EET has been studied in ischemic stroke mice,^[^ ^25^ ^]^ administering 14, 15‐EET directly into ovarian follicles is highly impractical. This is primarily because of two factors: first, the ovary contains multiple follicles at varying developmental stages and sizes; second, the small ovarian volume makes in vivo intra‐ovarian microinjection technically unfeasible. Future advancements are anticipated to overcome this technical limitation, enabling targeted delivery of 14, 15‐EET to ameliorate GC senescence and improve ART outcomes. However, 14, 15‐EET was the most significantly decreased EET among these four EET isomers in EM‐FF, with a nearly three‐fold difference (Figure 1C). 14, 15‐EET is also the most versatile EET in biological functions. Therefore, we believe that the anti‐aging effects and application prospects of 14, 15‐EET warrant specific attention.

To our knowledge, this is the first discussion of EPHX2 in the context of female infertility. Indirubin‐3′‐oxime mitigates heat‐induced male infertility in Drosophila melanogaster through EPHX2 inhibition,^[^ ^26^ ^]^ and the EPHX2 rs1042064 polymorphism demonstrates a significant association with reduced oligozoospermia and asthenospermia risks in Han Chinese populations.^[^ ^27^ ^]^ Our mechanistic studies and animal experimental results provide a theoretical basis for the potential future clinical use of this EPHX2 enzyme inhibitor for improving fertility in EM patients, but the prospects for clinical application still require significant progress before realization. Despite the existence of numerous soluble epoxide hydrolase inhibitors, including synthetic compounds such as TPPU, AUDA, EC5026, and G1,^[^ ^28^ ^]^ along with natural products like oleanane‐type triterpenoids,^[^ ^29^ ^]^ no inhibitor targeting human soluble epoxide hydrolase has received regulatory approval after clinical trials.^[^ ^30^ ^]^ These EPHX2 inhibitors elevate EET levels, alleviating inflammation, oxidative stress, endoplasmic reticulum stress, and fibrosis, thereby inhibiting the progression of neuropsychiatric disorders, inflammatory diseases, renal diseases, and chronic pain.^[^ ^31^, ^32^, ^33^ ^]^ However, systematic investigations into their reproductive toxicity remain inadequate. A critical challenge persists in developing inhibitors that selectively target EPHX2 in ovarian granulosa cells without affecting this enzyme in other organs.

Although EPHX2 upregulation is widely recognized as the primary driver of EET depletion, the role of upstream synthases, such as CYP3A5, remain to be fully elucidated. In various organs and cell types, arachidonic acid (AA) is metabolized into EETs by distinct cytochrome P450 (CYP) monooxygenases. To date, no published studies have specifically identified which CYP enzyme catalyzes the conversion of AA to EETs in human ovarian granulosa cells. Furthermore, recent evidence suggests that cytochrome P450 enzymes maintain normal expression and function in patients with endometriosis (EM).^[^ ^34^ ^]^ Based on our prior transcriptomic data,^[^ ^2^ ^]^ only a limited number of CYP monooxygenases were detected, among which CYP3A5 may serve as the principal enzyme responsible for EET biosynthesis in human GCs. Despite the absence of aberrant changes in upstream components such as AA (Figure S1, Supporting Information) or the CYP enzymes involved in EET synthesis (Figure S5B, Supporting Information), contributions from alternative epoxygenases, such as CYP2J2, cannot be fully ruled out and may influence EET production. Nevertheless, our data robustly demonstrate that elevated EPHX2 expression is the predominant mechanism for EET depletion in EM, as EPHX2 inhibition via TPPU or genetic knockdown universally restored 14, 15‐EET levels (Figures 5, 6, and 7B) and reversed cellular senescence. Future studies should explore whether compensatory CYP isoforms or post‐translational modifications contribute to EET dynamics. Our research in EM‐associated infertility and ovarian GCs also indicated that oxidative stress‐suppressed histone methylation may be involved in the observed upregulated EPHX2 expression patterns and decreased EET levels. In mice with ovarian GC‐specific *Ezh2* KO, we validated the regulatory relationship between histone methylation modifications and EPHX2. This also indicated that knocking out histone methyltransferase EZH2 not only can cause ovulation disorders, but also can interfere with follicle development.^[^ ^9^ ^]^ Our investigations of EPHX2 and 14, 15‐EET have deepened our understanding of oxidative stress‐induced infertility and provide new insights for developing antioxidant and anti‐senescence treatment methods in infertile women with EM.

Mechanistic studies have revealed that EPHX2 inhibition and 14, 15‐EET addition can reverse ovarian GC senescence and improve fertility by inhibiting PI3K/AKT/mTOR signaling pathway over‐activation in EM patients. Previous work has indicated that PI3K‐AKT‐mTOR signaling pathway activation is an important cause of cellular senescence.^[^ ^35^, ^36^, ^37^, ^38^, ^39^ ^]^ In many age‐related diseases, metformin, plant‐derived secondary metabolites (such as tea polyphenols and curcumin), and autophagy activators can alleviate cellular senescence and improve disease prognosis by inhibiting the PI3K‐AKT‐mTOR signaling pathway.^[^ ^40^, ^41^, ^42^ ^]^ In addition, high PI3K‐AKT‐mTOR signaling can result in excessive activation of primordial follicles, leading to premature ovarian failure.^[^ ^43^ ^]^ In contrast, inhibiting the PI3K‐AKT‐mTOR signaling pathway keeps the primordial follicles maintained in a dormant state in the ovarian follicle pool, while also inhibiting GC apoptosis and reducing the atresia of developing follicles.^[^ ^44^ ^]^ Our current study is the first to demonstrate that excessive activation of the PI3K‐AKT‐mTOR signaling pathway in GCs is involved in the pathogenesis of EM‐associated infertility, and suppressing excessive PI3K‐AKT‐mTOR signaling can alleviate GC senescence and improve COC expansion.

Activated PI3K‐AKT‐mTOR signaling can promote cell survival, inhibit cell apoptosis, and lead to the development and progression of various cancers.^[^ ^45^ ^]^ Other studies have reported that the PI3K‐AKT‐mTOR signaling pathway is overactivated in ectopic cysts from EM patients and plays an important role in cyst formation.^[^ ^46^, ^47^ ^]^ The broad‐spectrum PI3K inhibitor LY294002, broad‐spectrum AKT inhibitor MK2206, mTOR1 inhibitor rapamycin, and PI3K‐mTORC1/mTORC2 dual inhibitor BEZ‐235 can promote ectopic endometrial stromal cell apoptosis, reduce ectopic lesion neovascularization, alleviate pain, and inhibit EM development.^[^ ^48^, ^49^ ^]^ However, in our study, oral administration of BEZ‐235 in EM mice did not lead to a significant reduction in ectopic cyst volume, which may be stem from tissue‐specific bioavailability barriers, administration time, drug concentration and distinct pathogenic mechanisms between ovarian granulosa cell and endometriotic cells. Significant differences in the responses of ectopic lesions and ovarian granulosa cells to BEZ‐235 are biologically plausible, given their distinct cellular compositions, tissue environments, and molecular mechanisms. Although BEZ‐235 alleviates granulosa cell senescence by inhibiting the PI3K/AKT/mTOR pathway (Figure 10C), this pathway's role in ectopic lesions may differ from its function within the ovarian microenvironment. PI3K inhibitors (e.g., LY294002, BEZ‐235) directly target endometrial stromal cells to induce apoptosis and reduce lesions—a goal potentially compromised by inadequate drug concentration in ectopic sites following oral administration. In addition, most lesion‐reduction studies employ prophylactic regimens (pre‐ or immediate post‐transplantation), while BEZ‐235 treatment initiated at postoperative day 14 in our study (Figure S6A, Supporting Information), when ectopic cysts develop fully by transplantation. Furthermore, the non‐toxic BEZ‐235 dose (20 mg kg^−1^) likely fails to disrupt angiogenesis or ectopic endometrial survival sufficiently. Moreover, ectopic lesion persistence involves synergistic pathways (e.g., HIF‐1α, VEGF, miR‐210‐3p),^[^ ^50^, ^51^, ^52^ ^]^ suggesting that isolated PI3K/AKT/mTOR inhibition may inadequately suppress its growth.

In recent years, scholars have focused on the potential of antioxidant and anti‐aging treatments to improve IVF outcomes in EM patients. Common antioxidants, such as vitamin E, coenzyme Q10, and melatonin, have been used in clinical practice, but their effectiveness is generally limited.^[^ ^53^ ^]^ Our results here provide a theoretical basis for both in vivo and in vitro antioxidant and anti‐aging treatments, suggesting that pre‐ovulation oral administration of EPHX2 enzyme inhibitors or the addition of 14, 15‐EET during the IVF process could be promising adjunct therapeutic approaches in the future. In addition, oxidative stress damage does not only occur in women with EM‐associated infertility, but also in women with polycystic ovary syndrome, premature ovarian failure, and advanced maternal age.^[^ ^54^, ^55^ ^]^ Additional research is needed to understand if EPHX2 and EETs also play roles in these diseases.

## 4 Experimental Section

### Study Approval

The ethics committee of Sir Run Run Shaw Hospital, Zhejiang University approved and monitored these studies. The approval number for human tissues collection is 20240215–225, and the approval number for animal studies is SRRSH202402285. Informed consent was obtained from all participants prior to their involvement in the study. The detailed approval information is described in the Supporting Information.

### Controlled Ovarian Stimulation, Human FF and GC Collection, and Cell Culture

We enrolled 137 patients with both laparoscopic and histological diagnosis of EM (ovarian EM, deep infiltrating EM, or both) and 101 controls with tubal infertility at the Sir Run Shaw Hospital of Zhejiang University School of Medicine. The detailed inclusion and exclusion criteria are described in the Supporting Information.

Human FF was collected at the time of oocyte retrieval only from leading follicles with a diameter > 18 mm. Human GCs were collected by gently cutting the cumulus layer of each leading oocyte, washing it twice in phosphate‐buffered saline (PBS), and centrifuging it at 800×g for 5 min at 4 °C. Detailed procedures are presented in the Supporting Information. The demographics, clinical characteristics, and ART outcomes of all recruited patients are listed in Table S1 (Supporting Information).

The detailed procedures used for mice ovulation induction, cumulus‐oocyte complex (COC) collection, and mouse GC (mGC) harvest and culture are described in the Supporting Information.

### Targeted Liquid Chromatography Tandem Mass Spectrometry (LC‐MS/MS)

Human FF, human PF, human GCs, and mGCs were collected for LC‐MS/MS (Wuhan Matwell Biotechnology Co., Ltd., Wuhan, China). The detailed 141 oxidized lipids from the Lipid Oxidation Database V4.0 are listed in Table S2 (Supporting Information). The detailed LC‐MS/MS procedures are presented in the Supporting Information.

### Antioxidant Capacity Assay

The cell total antioxidant capacity was detected using the Total Antioxidant Capacity Assay Kit with a Rapid ABTS method from Beyotime Biotechnology (S0121, Beyotime Biotechnology, Shanghai, China). In brief, the cells were collected in 200 µL cold PBS and sonicated to fully break and release the antioxidants. The samples were then centrifuged at 12000×g for 5 min at 4 °C and the supernatants were collected for subsequent analysis.

### Detection of Cellular ATP Levels

The ATP levels in mGC lysates were measured using a luminometer (Synergy H4, BioTek Instruments, Inc., Vermont, USA) according to the manufacturer's instructions (S0027, Beyotime Biotechnology). The total protein of each mGC sample was quantitated to normalize the ATP levels. The detailed ATP and protein quantification procedures are presented in the Supporting Information.

### Immunofluorescence (IF) Analysis of Mitochondrial Membrane Potential (MMP) andγ‐H2A.X

The mGC MMP was detected using the JC‐1 Assay Kit (C2006, Beyotime Biotechnology) combined with fluorescence microscopy according to the manufacturer's instructions. IF assays were performed in mGCs using a standard staining procedure, as described in the Supporting Information. The primary antibodies used for IF assays are listed in Table S4 (Supporting Information).

### SA‐β‐gal Staining Assay

SA‐β‐gal staining assays were performed according to the manufacturer's instructions (C0602, Beyotime Biotechnology). The mGCs were fixed and stained in X‐gal solution overnight at 37 °C. All cells were imaged and photographed using a microscope (IX70, Olympus, Japan).

### Cellular Senescence Quantitative Assay

An equal quantity of cells was used to measure SA‐β‐gal activity. Senescence quantitative assays were performed in mGCs using the 96‐well Cellular Senescence Assay Kit (CBA‐231, Cell Biolabs, Inc., San Diego, CA, USA) according to the manufacturer's instructions. The mGCs were lysed and the protein concentrations were measured using the Pierce BCA Protein Assay Kit (23 225, Thermo Fisher Scientific, Waltham, MA, USA) via a standard protocol.

### Enzyme‐Linked Immunosorbent Assay (ELISA)

ELISAs were used to evaluate the concentrations of 14, 15‐EET and the soluble advanced glycation end products receptor (sRAGE) isoform in mGC culture supernatants. The Mouse 14, 15‐EET Kit was purchased from Mlbio Biotech (YJ112055, Shanghai, China). The Mouse sRAGE ELISA Kit (EK2103‐96) was purchased from Multi Sciences Biotech (Hangzhou, China).

### RNA Isolation and Quantitative Reverse Transcriptase PCR (qRT‐PCR)

RNA isolation and qRT‐PCR were performed using the RNA‐Quick Purification Kit 189 (RN001, Shanghai Yishan Biotechnology Co., Ltd., Shanghai, China) following the manufacturer's instructions. The primer sequences are listed in Table S3 (Supporting Information).

### Western Blot Analysis

Western blot analysis was performed following standard protocols. Image J software (National Institutes of Health, Bethesda, MD, USA) was used to analyze the signal intensity of the protein bands. The primary antibodies used for western blot analysis are listed in Table S4 (Supporting Information). A goat anti‐rabbit horseradish peroxidase‐conjugated antibody (111‐035‐003, Jackson ImmunoResearch, West Grove, PA, USA) and goat anti‐mouse antibody (115‐035‐003, Jackson ImmunoResearch) were used as secondary antibodies.

To induce oxidative stress in mGCs, 100 µm H_2_O_2_ or 10 µm hemin was used.^[^ ^8^, ^17^ ^]^ Additionally, 100 nm 14, 15‐EET (HY‐113489, MedChemExpress, NJ, USA) was used in further work according to the preliminary experiments, as described in Figure S3 (Supporting Information). The in vitro working concentrations for TPPU (HY‐101294, MedChemExpress) and BEZ‐235 (HY‐50673, MedChemExpress) were 20 µm and 200 nm, respectively. Furthermore, 20 µm SC79 (SF2730, Beyotime Biotechnology) co‐culture for 24 h was used to reactivate p‐AKT in mGCs.^[^ ^56^, ^57^ ^]^ The concentrations used for gavage administration of TPPU and BEZ‐235 were 3  and 20 mg kg^−1^, respectively, based on the mouse body weight.

### Lentivirus Infection

The mGC isolation, purification, and culture procedures were performed according to the previously described protocol.^[^ ^9^ ^]^ The lentiviral vectors expressing short hairpin RNAs (shRNAs) targeting EZH2 (Sh‐EZH2) or EPHX2 (Sh‐EPHX2), and the lentiviral vector overexpressing EZH2 (LV‐EZH2) or EPHX2 (LV‐EPHX2), as well as their corresponding negative control lentiviruses (Sh‐NC or LV‐NC), were purchased from Shandong Weizhen Biotechnology Co., Ltd. (Jinan, China). Cells were seeded in 6‐well plates and infected with lentivirus at a multiplicity of infection of 10 for 48 h. The medium was changed after 24 h of culture. PCR or western blot analysis was used to confirm the infection efficiency.

### Chromatin Immunoprecipitation (ChIP) and Real‐Time qPCR

ChIP assays were performed using the Simple ChIP Enzymatic Chromatin IP Kit (#9003, Cell Signaling Technology (CST), Danvers, MA, USA) following the manufacturer's instructions. ChIP‐grade anti‐H3K27Me3 antibody (#9733, CST) and negative control Normal Rabbit IgG (#2729, CST) were used for IP (1 µg antibody per IP sample). The ChIP‐PCR primer sequences are listed in Table S3 (Supporting Information). The detailed procedures are described in the Supporting Information.

### Establishment of the EM Mouse Model and Drug Administration In Vivo

EM model mice were established by mouse‐mouse intraperitoneal implantation, as previously described.^[^ ^17^, ^58^, ^59^, ^60^ ^]^ The detailed information for establishing this EM mouse model and TPPU and BEZ‐235 administration procedures are included in the Supporting Information. A concise description of the animal experimental procedures is presented in Figure S6 (Supporting Information).

### Fertility Assessment

Ten‐week‐old EM mice (*n* = 7 for each group) in estrus were housed with eight‐week‐old fertile male mice (2:1). The following day after mating, vaginal plugs were checked to confirm successful mating and all female mice were used for recording births. The pup sizes were determined at 21 days after birth. The fertility test was conducted over 6 months, as previously described.^[^ ^17^ ^]^

### In Vitro COC Expansion Assay

COCs were collected from the ovaries of PMSG‐treated (44 to 46 h) mice. COCs were plated in 40 µL defined COC medium^[^ ^61^ ^]^ under the cover of mineral oil for 12 h. The detailed procedures are described in the Supporting Information.

### ROS Assay

The DCFH‐DA fluorescent probe was used for ROS detection (S0033S, Beyotime Biotechnology). In brief, mouse oocytes were suspended in 10 µm DCFH‐DA for 20 min at 37 °C in M2 medium. The oocytes were washed three times with PBS to remove any DCFH‐DA that did not enter. After probe loading, the ROS levels were detected using fluorescence microscopy.

### RNA Sequencing (RNA‐seq) and Bioinformatics Analyses

RNA‐seq analysis was conducted in two distinct experimental phases. First, to elucidate GC abnormalities in EM mice, EM mouse models were constructed and performed RNA‐seq analysis on freshly isolated mGCs obtained from the sham surgery group (Con‐mGC, *n* = 5) or EM group (EM‐mGC, *n* = 5) after ovulation induction. A total of 10 mice were used in this experiment, with five sham surgery mice and five EM model mice.

Second, freshly isolated mGCs from six EM model mice were randomly divided into two parts for in vitro culture: one part was cultured in DMEM/F12 with 5% fetal bovine serum (FBS) for 24 h, while the other part was additionally treated with 100 nm 14, 15‐EET for 24 h. A total of six EM mice were used in this experiment, with three paired biological replicates of mGCs collected for RNA‐seq analysis. The detailed procedures are described in the Supporting Information.

### Statistical Analysis

All experiments were repeated at least three biological times. SPSS version 19.0 (SPSS, Chicago, IL, USA) and GraphPad Prism 10 (Graph Pad Software, San Diego, CA, USA) were used for statistical analysis. Statistical comparisons between two groups were performed using the unpaired Student's t‐test or Mann‐Whitney U test after examining data normality. Comparisons of continuous variables among groups were conducted by one‐way ANOVA followed by least significant difference tests. Pearson correlation analysis was used to estimate the correlations between different clinical in vitro fertilization (IVF) outcomes and the EET levels in FF.

### Materials and Methods

Details of the experimental protocols, including those for the cell treatments, PCR, western blot analysis, immunohistochemistry, ChIP, IF, ELISA, LC‐MS/MS, conditional KO mouse, and EM mouse model development, are provided in the Supporting Information. The protein quantification results are summarized in Figure S7 (Supporting Information).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

X.L. and W.G. contributed equally and share first authorship. X.L. and W.G. performed the experiments. X.L., M.L., Y.Z., F.Z., N.L., X.J., C.L., and D.H. collected the clinical samples. X.L. and Y.D. analyzed the data, made the figures, and drafted the manuscript. Y.D., X.T. and S.Z. critically reviewed the manuscript. X.L. and S.Z. designed and conceived the project. Y.D. and S.Z. supervised the study and were responsible for critical revision of the manuscript for important intellectual content.

## Supporting information

Supporting Information

## Data Availability

The sequencing data have been deposited into the GEO database (GSE304488) and will become publicly accessible following the publication. The original contributions presented in the study are included in the article or supplemental materials. Further inquiries can be directed to the corresponding author.

## References

[1] T. Tanbo , P. Fedorcsak , Acta. Obstet. Gyn. Scan. 2017, 96, 659.10.1111/aogs.1308227998009

[2] X. Lin , Y. D. Dai , X. M. Tong , W. Z. Xu , Q. M. Huang , X. Y. Jin , C. Li , F. Zhou , H. J. Zhou , X. N. Lin , et al., Redox Biol. 2020, 30, 101431.31972508 10.1016/j.redox.2020.101431PMC6974790

[3] U. Leone Roberti Maggiore , V. Chiappa , M. Ceccaroni , G. Roviglione , L. Savelli , S. Ferrero , F. Raspagliesi , L. Spano Bascio , Best Pract. Res. Clin. Obstet. Gynaecol. 2024, 92, 102454.38183767 10.1016/j.bpobgyn.2023.102454

[4] D. de Ziegler , B. Borghese , C. Chapron , Lancet 2010, 376, 730.20801404 10.1016/S0140-6736(10)60490-4

[5] S. Hayashi , T. Nakamura , Y. Motooka , F. Ito , L. Jiang , S. Akatsuka , A. Iwase , H. Kajiyama , F. Kikkawa , S. Toyokuni , Redox Biol. 2020, 37, 101726.32961443 10.1016/j.redox.2020.101726PMC7509075

[6] V. Baena , M. Terasaki , Sci. Rep. 2019, 9, 1262.30718581 10.1038/s41598-018-37766-2PMC6362238

[7] M. G Da Broi , P. A. Navarro , Cell Tissue Res. 2016, 364, 1.26685866 10.1007/s00441-015-2339-9

[8] Y. Dai , X. Lin , N. Liu , L. Shi , F. Zhuo , Q. Huang , W. Gu , F. Zhao , Y. Zhang , Y. Zhang , Y. Pan , S. Zhang , J. Pathol. 2023, 260, 248.36992523 10.1002/path.6079

[9] X. Lin , X. Tong , Y. Zhang , W. Gu , Q. Huang , Y. Zhang , F. Zhuo , F. Zhao , X. Jin , C. Li , D. Huang , S. Zhang , Y. Dai , Endocrinology 2022, 164, bqac210.36524678 10.1210/endocr/bqac210PMC9825353

[10] M. Moqri , C. Herzog , J. R. Poganik , J. Justice , D. W. Belsky , A. Higgins‐Chen , A. Moskalev , G. Fuellen , A. A. Cohen , I. Bautmans , M. Widschwendter , J. Ding , A. Fleming , J. Mannick , J.‐D. J. Han , A. Zhavoronkov , N. Barzilai , M. Kaeberlein , S. Cummings , B. K. Kennedy , L. Ferrucci , S. Horvath , E. Verdin , A. B. Maier , M. P. Snyder , V. Sebastiano , V. N. Gladyshev , Cell 2023, 186, 3758.37657418 10.1016/j.cell.2023.08.003PMC11088934

[11] C. Lopez‐Otin , M. A. Blasco , L. Partridge , M. Serrano , G. Kroemer , Cell 2023, 186, 243.36599349 10.1016/j.cell.2022.11.001

[12] B. Wang , Y. Wang , J. Zhang , C. Hu , J. Jiang , Y. Li , Z. Peng , Arch. Toxicol. 2023, 97, 1439.37127681 10.1007/s00204-023-03476-6

[13] K. Tomita , Y. Takashi , Y. Ouchi , Y. Kuwahara , K. Igarashi , T. Nagasawa , H. Nabika , A. Kurimasa , M. Fukumoto , Y. Nishitani , T. Sato , Cancer Sci. 2019, 110, 2856.31314163 10.1111/cas.14132PMC6726706

[14] A. N. von Krusenstiern , R. N. Robson , N. Qian , B. Qiu , F. Hu , E. Reznik , N. Smith , F. Zandkarimi , V. M. Estes , M. Dupont , T. Hirschhorn , M. S. Shchepinov , W. Min , K. A. Woerpel , B. R. Stockwell , Nat. Chem. Biol. 2023, 19, 719.36747055 10.1038/s41589-022-01249-3PMC10238648

[15] H. Zhao , J. Tang , H. Chen , W. Gu , H. Geng , L. Wang , Y. Wang , Int. J. Mol. Sci. 2021, 14, 22.10.3390/ijms22189660PMC847128734575823

[16] D. Jonnalagadda , D. Wan , J. Chun , B. D. Hammock , Y. Kihara , Int. J. Mol. Sci. 2021, 22, 4650.33925035 10.3390/ijms22094650PMC8125305

[17] X. Lin , Y. Dai , X. Tong , W. Xu , Q. Huang , X. Jin , C. Li , F. Zhou , H. Zhou , X. Lin , D. Huang , S. Zhang , Redox Biol. 2020, 30, 101431.31972508 10.1016/j.redox.2020.101431PMC6974790

[18] J. Checa , J. M. Aran , J. Inflamm. Res. 2020, 13, 1057.33293849 10.2147/JIR.S275595PMC7719303

[19] C. Y. Zhang , W. J. Zhong , Y. B. Liu , J. X. Duan , N. Jiang , H. H. Yang , S. C. Ma , L. Jin , J. R. Hong , Y. Zhou , et al., Redox Biol. 2023, 63.10.1016/j.redox.2023.102765PMC1024901237269686

[20] J. J. Shan , K. Hashimoto , Int. J. Mol. Sci. 2022, 23, 4951.35563342

[21] Q. Ren , M. Ma , T. Ishima , C. Morisseau , J. Yang , K. M. Wagner , J.‐C. Zhang , C. Yang , W. Yao , C. Dong , M. Han , B. D. Hammock , K. Hashimoto , P Natl Acad Sci USA 2016, 113, E1944.10.1073/pnas.1601532113PMC482260426976569

[22] A. I. Ostermann , J. Herbers , I. Willenberg , R. J. Chen , S. H. Hwang , R. Greite , C. Morisseau , F. Gueler , B. D. Hammock , N. H. Schebb , Prostag. Oth. Lipid. M. 2015, 121, 131.10.1016/j.prostaglandins.2015.06.005PMC468827926117215

[23] A. Ulu , S. Appt , C. Morisseau , S. Hwang , P. Jones , T. Rose , H. Dong , J. Lango , J. Yang , H. Tsai , C. Miyabe , C. Fortenbach , M. Adams , B. Hammock , Br. J. Pharmacol. 2012, 165, 1401.21880036 10.1111/j.1476-5381.2011.01641.xPMC3372725

[24] Y. Wu , J.‐H. Dong , Y.‐F. Dai , M.‐Z. Zhu , M.‐Y. Wang , Y. Zhang , Y.‐D. Pan , X.‐R. Yuan , Z.‐X. Guo , C.‐X. Wang , Y.‐Q. Li , X.‐H. Zhu , Neuron 2023, 111, 2810.10.1016/j.neuron.2023.06.00237402372

[25] H. Geng , J. Tang , Z. Li , Y. Zhang , C. Ye , Y. Zhang , X. Li , Y. Li , Y. Wang , Y. Wang , et al., Stroke 2025, 56, 1883.40235438 10.1161/STROKEAHA.124.049143

[26] N. V. Phong , H. S. Kim , Y. Zhao , E. Yeom , S. Y. Yang , J. Enzyme Inhib. Med. Chem. 2025, 40, 2447719.39840826 10.1080/14756366.2024.2447719PMC11755746

[27] Y. Qin , X. Han , Y. Peng , R. Shen , X. Guo , L. Cao , L. Song , J. Sha , Y. Xia , X. Wang , Gene 2012, 510, 171.22986331 10.1016/j.gene.2012.09.016

[28] Y. Chen , L. Chen , H. Xu , R. Cao , C. Morisseau , M. Zhang , Y. Shi , B. D. Hammock , J. Wang , J. Zhuang , Z. Liu , G. Chen , J. Med. Chem. 2023, 66, 2979.36689364 10.1021/acs.jmedchem.2c01996PMC9974930

[29] W. Y. Zhao , X. Y. Zhang , M. R. Zhou , X. G. Tian , X. Lv , H. L. Zhang , S. Deng , B. J. Zhang , C. P. Sun , X. C. Ma , Int. J. Biol. Macromol. 2021, 183, 811.33957203 10.1016/j.ijbiomac.2021.04.187

[30] M. Bzowka , K. Mitusinska , K. Hopko , A. Gora , Drug Discovery Today 2021, 26, 1914.34082135 10.1016/j.drudis.2021.05.017

[31] J. Shan , K. Hashimoto , Int. J. Mol. Sci. 2022, 23, 4951.35563342

[32] J. Turnbull , V. Chapman , Curr. Opin. Pharmacol. 2024, 78, 102477.39197248 10.1016/j.coph.2024.102477

[33] J. Gautheron , I. Jeru , Int. J. Mol. Sci. 2020, 22, 13.33374956 10.3390/ijms22010013PMC7792612

[34] E. Giacomini , L. Pagliardini , S. Minetto , M. Pinna , F. Kleeman , F. Bonesi , S. Makieva , V. Pavone , M. Reschini , E. Papaleo , M. Candiani , E. Somigliana , P. Viganò , J. Steroid Biochem. Mol. Biol. 2024, 237, 13106439.10.1016/j.jsbmb.2023.10643938048918

[35] R. Kumar , A. Sharma , A. Kumari , A. Gulati , Y. Padwad , R. Sharma , Biogerontology 2019, 20, 171.30456590 10.1007/s10522-018-9785-1

[36] C. Y. Guan , D. Zhang , X. C. Sun , X. Ma , H. F. Xia , Stem Cells Int. 2024, 2024, 3100942.39108701 10.1155/2024/3100942PMC11303045

[37] J. H. Park , J. J. Kim , Y. S. Bae , Biochem. Biophys. Res. Commun. 2013, 433, 420.23523798 10.1016/j.bbrc.2013.02.108

[38] G. Liu , X. Li , F. Yang , J. Qi , L. Shang , H. Zhang , S. Li , F. Xu , L. Li , H. Yu , et al., Aging Dis. 2023, 14, 1425.37163424 10.14336/AD.2023.0121PMC10389819

[39] G. Ai , M. Meng , J. Guo , C. Li , J. Zhu , L. Liu , B. Liu , W. Yang , X. Shao , Z. Cheng , L. Wang , Stem. Cell. Res. Ther. 2023, 14, 75.37038203 10.1186/s13287-023-03297-5PMC10088140

[40] Q. Chen , H. Zhang , Y. Yang , S. Zhang , J. Wang , D. Zhang , H. Yu , Int. J. Mol. Sci. 2022, 23, 6960.35805987

[41] S. Fakhri , A. Iranpanah , M. M. Gravandi , S. Z. Moradi , M. Ranjbari , M. B. Majnooni , J. Echeverría , Y. Qi , M. Wang , P. Liao , M. H. Farzaei , J. Xiao , Phytomedicine 2021, 91, 153664.34391082 10.1016/j.phymed.2021.153664

[42] X. Fan , Y. He , G. Wu , H. Chen , X. Cheng , Y. Zhan , C. An , T. Chen , X. Wang , Biochim Biophys Acta Mol Cell Res. 2023, 1870, 119411.36521686 10.1016/j.bbamcr.2022.119411

[43] K. Papageorgiou , E. Mastora , A. Zikopoulos , M. E. Grigoriou , I. Georgiou , T. M. Michaelidis , Front. Endocrinol 2021, 12, 702446.10.3389/fendo.2021.702446PMC833472034367070

[44] A. J. Hsueh , K. Kawamura , Y. Cheng , B. C. Fauser , Endocr Rev. 2015, 36, 1.25202833 10.1210/er.2014-1020PMC4309737

[45] A. S. Alzahrani , Semin. Cancer Biol. 2019, 59, 125.31323288 10.1016/j.semcancer.2019.07.009

[46] S. W. Hung , R. Zhang , Z. Tan , J. P. W. Chung , T. Zhang , C. C. Wang , Med. Res. Rev. 2021, 41, 2489.33948974 10.1002/med.21802PMC8252000

[47] M. Zhang , T. Xu , D. Tong , S. Li , X. Yu , B. Liu , L. Jiang , K. Liu , Biomed. Pharmacother. 2023, 164, 114909.37210898 10.1016/j.biopha.2023.114909

[48] F. Barra , L. Ferro Desideri , S. Ferrero , Br. J. Pharmacol. 2018, 175, 3626.29984446 10.1111/bph.14391PMC6086976

[49] Y. Liu , X. Qin , X. Lu , J. Jiang , Can. J. Physiol. Pharmacol. 2019, 97, 963.31461309 10.1139/cjpp-2019-0156

[50] X. Lin , Y. Dai , W. Xu , L. Shi , X. Jin , C. Li , F. Zhou , Y. Pan , Y. Zhang , X. Lin , S. Zhang , Endocrinology 2018, 159, 1630.29438550 10.1210/en.2017-03227

[51] Y. D. Dai , X. Lin , W. Z. Xu , X. N. Lin , Q. M. Huang , L. B. Shi , Y. B. Pan , Y. L. Zhang , Y. S. Zhu , C. Li , et al., Cell Death Dis. 2019, 10.10.1038/s41419-019-1395-6PMC637449030760709

[52] J. Zheng , Y. Dai , X. Lin , Q. Huang , L. Shi , X. Jin , N. Liu , F. Zhou , S. Zhang , Mol. Med. Rep. 2021, 24, 637.34278456 10.3892/mmr.2021.12276PMC8281285

[53] M. G. Showell , R. Mackenzie‐Proctor , V. Jordan , R. J. Hart , Cochrane Database Syst Rev. 2020, 8, CD007807.32851663 10.1002/14651858.CD007807.pub4PMC8094745

[54] L. Wang , J. Tang , L. Wang , F. Tan , H. Song , J. Zhou , F. Li , J. Cell. Physiol. 2021, 236, 7966.34121193 10.1002/jcp.30468

[55] A. Agarwal , A. Aponte‐Mellado , B. J. Premkumar , A. Shaman , S. Gupta , Reprod. Biol. Endocrinol. 2012, 10, 49.22748101 10.1186/1477-7827-10-49PMC3527168

[56] E. Y. So , T. Ouchi , BMC Cancer 2014, 14, 548.25070371 10.1186/1471-2407-14-548PMC4129107

[57] H. Jo , S. Mondal , D. Tan , E. Nagata , S. Takizawa , A. K. Sharma , Q. Hou , K. Shanmugasundaram , A. Prasad , J. K. Tung , A. O. Tejeda , H. Man , A. C. Rigby , H. R. Luo , Proc. Natl. Acad. Sci. USA 2012, 109, 10581.22689977 10.1073/pnas.1202810109PMC3387065

[58] C. E. Moon , M. C. Bertero , T. E. Curry , S. N. London , K. N. Muse , K. L. Sharpe , M. W. Vernon , Am. J. Obstet. Gynecol. 1993, 169, 676.8372879 10.1016/0002-9378(93)90642-v

[59] Y. Dai , X. Lin , W. Xu , X. Lin , Q. Huang , L. Shi , Y. Pan , Y. Zhang , Y. Zhu , C. Li , L. Liu , S. Zhang , Cell Death Dis. 2019, 10, 144.30760709 10.1038/s41419-019-1395-6PMC6374490

[60] K. E. Pelch , K. L. Sharpe‐Timms , S. C. Nagel , J. Visualized Exp. 2012, 59, 3396.10.3791/3396PMC333987022257948

[61] H. Y. Fan , A. O'Connor , M. Shitanaka , M. Shimada , Z. Liu , J. S. Richards , Mol. Endocrinol. 2010, 24, 1529.20610534 10.1210/me.2010-0141PMC2940463

# Supplementary material for: EETs Reduction Contributes to Granulosa Cell Senescence and Endometriosis‐Associated Infertility via the PI3K/AKT/mTOR Signaling Pathway
**Source:** Adv Sci (Weinh). 2025 Aug 19;12(42):e05656. doi: 10.1002/advs.202505656
**Supplement:** Supplementary file 1 — Supporting Information

***Supplementary Information***

1. ***Study approval***

This study was initiated on 1 December 2022 and terminated on 30 January 2025. The ethics committee of Sir Run Run Shaw Hospital, Zhejiang University approved and monitored this study. Written informed consent was obtained from all patients before sample collection. The mice were bred in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The approval number for human tissues collection is 20240215-225, and the approval number for animal studies is SRRSH202402285.

1. ***Inclusion and exclusion criteria of infertility patients***

Infertility was defined as the failure to establish a clinical pregnancy after 12 months of regular, unprotected sexual intercourse, or from an impairment of a person’s capacity to reproduce either as an individual or with his/her partner [[1](#_ENREF_1)]. All patients had just one previous completed surgical excision of endometriotic lesions or salpingectomy, and this was their first request for assisted reproductive therapy. No patients received hormones within the 12-month period before the study commenced.

Endometriosis is defined as the presence of endometrium-like epithelium and/or stroma outside the endometrium and myometrium, usually with an associated inflammatory process [[2](#_ENREF_2)]. We included patients with ovarian endometriosis or deep infiltrating endometriosis or both in our research. Patients with endometriosis were graded as I–IV following the revised American Fertility Society classification system, and all patients received only one operation by video laparoscopy 1 year before the assisted reproduction treatment. All patients with endometriosis included in our study were confirmed by peritoneoscope surgery, followed by histological proof.

According to our previous published data, no differences were found in EZH2 and H3K27Me3 expression between stage I-II and III-IV of endometriosis [[3](#_ENREF_3)]. For EM patients, they sought assisted reproductive therapy in our center mainly because they were still infertile 1 year after the surgery, and they feel a recurrence of symptoms such as periodic lower abdominal pain, pelvic pain, dyspareunia, or an elevated serum CA125 level after the surgery. All control patients sought assisted reproductive therapy in our center mainly because they were infertile 1 year after unilateral or bilateral salpingectomy surgery.

Inclusion criteria were as follows: (1) a history of infertility >1 year; (2) age 20–38 years; (3) basal serum follicle-stimulating hormone levels < 8 IU/L and basal serum luteinizing hormone (LH) levels < 10 IU/L before controlled ovarian hyper-stimulation; and (4) basic antral follicle count (AFC) > 6. Exclusion criteria included the following: (1) polycystic ovary syndrome or pure high androgen levels, premature ovarian failure, uterus diseases (e.g., uterine fibroids, Ashman, adenomyosis, or endometrial polyp), diabetes, hypertension, thyroid diseases, and other serious liver, kidney, heart, or blood diseases; (2) any other untreated or insufficiently corrected endocrinopathies or immunopathy; and (3) smoking, alcoholism, or drug addiction.

1. ***Assisted reproductive treatments in patients***

Ovulation induction was initiated by gonadotropin on the second day of menstruation or pretreated with standard prolonged action gonadotropin-releasing hormone agonist (leuprolide acetate) or after ovulation according to the individual circumstances of each patient [[4-6](#_ENREF_4)]. This study includes various ovulation induction approaches, such as agonist schemes, antagonist schemes, PPOS, and micro-stimulation schemes. Fresh or frozen embryo transfer was chosen after evaluating embryo quality and endometrial receptivity. Owing to individual differences, the dose of gonadotropin may differ in each patient. However, no difference was found in the average dose of gonadotropin between control and endometriosis groups [[7](#_ENREF_7), [8](#_ENREF_8)]. If standard prolonged action gonadotropin-releasing hormone agonist protocol was used, downregulation was achieved when serum LH < 3 IU/L, serum estradiol < 50 ng/L, and endometrial thickness < 5 mm. Patients then received gonadotropin with an empirical protocol based on age, body mass index, AFC, follicular diameter, and hormone status.

Controlled ovarian stimulation was accomplished until at least two follicles reached a diameter of 18 mm and then follicular maturation was triggered via an injection of hCG (5000–10,000 IU according to body mass index, estrogen levels and follicular diameter). Transvaginal ultrasound-guided oocyte retrieval was performed 34–36 h later, followed by IVF or ICSI. ICSI was performed only when the partner had confirmed severe male infertility with a sperm count < 5 × 10^6^ per mL and sperm motility < 10% or normal morphology < 1%.

1. ***Definition of clinical parameters***

Oocytes were considered normal fertilization when two pronuclei were observed at 16–18 h following IVF or ICSI. Embryos of good morphological quality were identified on day 3 as those having at least six regular blastomeres and less than 20% anucleate fragments. Embryo quality and grading was assessed by the percentage of fragment [[9](#_ENREF_9)]. Grade A, B, C, and D embryos were defined as having fragment percentages less than 10%, between 10%–20%, between 20%–50%, and greater than 50%, respectively. Grade A and B embryos were considered good quality embryos. The number of transferred blastaea was less than two and the number of transferred D3 embryos was less than three. A positive pregnancy was considered when serum hCG levels were ≥ 20 IU/L after embryo transfer for 12 days. Clinical pregnancy or intrauterine pregnancy was confirmed when the fetal bud appeared in intrauterine with a positive heartbeat 35 days after embryo transfer. Biochemical pregnancy was indicated as positive serum hCG at 14 days, but negative ultrasound at 35 days after embryo transfer. The detailed clinical characteristics of participants were listed in *Supplementary Table 1*.

1. ***Human sample collection and preservation***

Only clear FF without blood was collected for experiments. Each FF sample was centrifuged for 20 min at 3000 × g (at 4ºC) immediately, and supernatants were then stored at -80ºC until further analysis. Ovary cumulus granulosa cells (GCs) stripped from leading oocytes were washed twice in ice-cold PBS and centrifuged at 800 × g (at 4ºC) for 5 min. Lysis buffer was immediately added to GCs to extract RNA or protein, and cell samples were stored at **−**80ºC until further analysis.

It is important to obtain enough human GCs to extract RNA and quantify target protein expression, but excessive stripping of GCs from the oocyte is not allowed and unacceptable. To preserve the original characteristics of primary human GCs and minimize differences caused by sample selection, we did not mix primary GCs samples from different patients and normalized cell numbers before qRT-PCR, western blot, RNA-sequencing, and other experiments. For qRT-PCR, 1 × 10^6^ GCs per sample is needed; and for western blot, 5 × 10^6^ GCs per sample is needed.

1. ***Mouse sample collection and treatment***

Female ICR mice were super-ovulated using an intraperitoneal injection of 4-5IU pregnant mare serum gonadotropin (PMSG) according to mouse weight, then the ovaries were collected after 44 to 46 hours. Generally, the ovaries were placed in L-15 medium and the cumulus-oocyte complexes (COCs) were collected from well-developed graafian follicles via 26.5-gauge needles. Mouse GCs (mGCs) were harvested from PMSG-primed immature female mice (21 days old) or endometriosis mouse model as previously described [[10](#_ENREF_10)]. These mGCs were cultured in DMEM/F-12 (Jinuo Biomedical Technology Company, Hangzhou, China) supplemented with 5% fetal bovine serum (FBS) and incubated at 37°C in 5% CO_2_. Mature oocytes were obtained directly from the fallopian tube after intraperitoneal injection of human chorionic gonadotropin (HCG) for 14 to 16 hours.

1. ***Liquid chromatography tandem mass spectrometry (LC-MS/MS)***
   1. *Chemicals and reagents*

All eicosanoids and deuterated internal standards were purchased from Cayman Chemical. HPLC-grade acetonitrile (ACN) and methanol (MeOH) were purchased from Merck (Darmstadt, Germany). MilliQ water (Millipore, Bradford, USA) was used in all experiments. Acetic acid was purchased from Sigma-Aldrich. CNW Poly-Sery MAX SPE cartridges were from ANPEL Co. (Shanghai, PRC). The stock solutions of standards were prepared at the concentration of 5 μg/mL in MeOH. All stock solutions were stored at -80°C. The stock solutions were diluted with MeOH to working solutions before analysis.

- 1. *Sample preparation and extraction*

The sample stored at -80 °C refrigerator was thawed on ice. A 200 μL methanol/acetonitrile (1:1,v/v) solution containing internal standard were added into the 100 μL sample and vortexed for 5 min. The protein was precipitated at low temperature (-20 °C) for 30 min. The sample was centrifuged at 12000 rpm for 10 min (4 °C). The all supernatant was collected and transferred. Repeat the extraction once and combine the supernatants. The eicosanoids in supernatants were extracted using Poly-Sery MAX SPE columns (ANPEL). Prior to analysis, the eluent was dried under vacuum and redissolved in 100 μL of methanol/water (1:1,v/v) for UPLC/MS/MS analysis.

- 1. *HPLC Conditions*

The sample extracts were analyzed using an LC-ESI-MS/MS system (UPLC, ExionLC AD， <https://sciex.com.cn> /; MS, QTRAP® 6500+ System, <https://sciex.com> /). The analytical conditions were as follows, HPLC: column, Waters ACQUITY UPLC HSS T3 C18 (100 mm×2.1 mm i.d.,1.8 µm); solvent system, water with 0.04% acetic acid (A), acetonitrile with 0.04% acetic acid (B); The gradient was 0-2.0 min from 0.1% to 30% B; 2.0-4.0 min to 50% B; 4.0-5.5 min to 99% B, which was maintained for 1.5 min; and 6.0-7.0 min reduced to 0.1% B and maintained for 3.0 min. flow rate, 0.4 mL/min; temperature, 40 °C; injection volume: 10 μL.

- 1. *ESI-MS/MS Conditions*

Linear ion trap (LIT) and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (QTRAP), QTRAP® 6500+ LC-MS/MS System, equipped with an ESI Turbo Ion-Spray interface, operating in negative ion mode and controlled by Analyst 1.6.3 software (Sciex). The ESI source operation parameters were as follows: ion source, ESI-; source temperature 550 ℃; ion spray voltage (IS) -4500 V; curtain gas (CUR) was set at 35 psi, respectively.

- 1. *Article method reference and citation template*

Eicosanoids were analyzed using scheduled multiple reaction monitoring (MRM). Data acquisitions were performed using Analyst 1.6.3 software (Sciex). Multiquant 3.0.3 software (Sciex) was used to quantify all metabolites. Mass spectrometer parameters including the declustering potentials (DP) and collision energies (CE) for individual MRM transitions were done with further DP and CE optimization. A specific set of MRM transitions were monitored for each period according to the metabolites eluted within this period. Detection of eicosanoids Eicosanoids contents were detected by MetWare (<http://www.metware.cn/>) based on the AB Sciex QTRAP 6500 LC-MS/MS platform.

1. ***Detection of cellular ATP levels and protein quantification***

Because the number of cells also affects the ATP levels, and the cell count is rough, we standardized the ATP content through protein quantification, and the final results were represented by the ATP content per milligram of protein (nmol/mg protein). Briefly, Cells are lysed according to the manufacturer’s instructions (S0027, Beyotime Biotechnology), and 20uL cell lysis buffer were extracted for protein quantification. We use the Pierce™ BCA Protein Assay Kit (23225, Thermo Fisher Scientific, Waltham, MA, USA) to measure protein concentration via a standard protocol.

1. ***Immunofluorescence assay (IF)***

To examine the changes of γ-H2A.X in mGCs, immunofluorescence assay was performed using a standard staining procedure. In brief, primary cultured mGCs were cultured on coverslips and fixed with 4% paraformaldehyde. After permeabilization with PBS-T (0.1% Triton X-100 in PBS solution), mGCs were blocked with 5% bovine serum albumin (BSA) for 30 min and then incubated with primary antibodies against phalloidin (1:200, C2205S, Beyotime Biotechnology, China), or γ-H2A.X (1:200, 9718, CST, USA) at 4°C overnight. Fluorescent-conjugated secondary antibody solution (1:100; MULTI SCIENCES, Hangzhou, China) was used to visualize the signal. Cell nuclei were visualized by staining with 4′, 6-diamidino-2-phenylindole (DAPI, H-1200, Vector Laboratories, USA) solution.

1. ***Chromatin immunoprecipitation and real-time qPCR***

We performed chromatin immunoprecipitation (ChIP) assays using the Simple ChIP® Enzymatic Chromatin IP Kit (#9003; CST, Danvers, USA) following the manufacturer’s instructions. Normal rabbit IgG (#2729; CST) and ChIP-grade anti-H3K27Me3 (#9733; CST) were used for IP (1 μg antibody per IP sample). ChIP-enriched DNA were subjected to deep sequencing (ChIP-Seq) before [[3](#_ENREF_3)], and ChIP-PCR was performed to verify the ChIP-Seq results as described before [[11](#_ENREF_11)]. The two ChIP-PCR-related primer sequences are listed in *Supplementary Table 3*. 2% input was used in these experiments as positive control, and after optimize our ChIP-PCR system, Comparative Delta-delta Ct method was used in our research [[12](#_ENREF_12)], so Fold Change in Occupancy was used to show the differential occupancy fold change between WT and KO group.

1. ***Establishment of the endometriosis mouse model***

We established an endometriosis mouse model to clarify the function of 14, 15-EET *in vivo*. Six-week-old female ICR mice (20–24 g) were purchased from Shanghai Animal Centre at the Chinese Academy of Science, and housed in our animal center before initiating experiments. Mice with regular 4- to 5-day estrous cycles were used for further experiments. Allogeneic transplantation surgery for establishment of the endometriosis mouse model was commonly used and optimized in our laboratory [[13-16](#_ENREF_13)]. Briefly, donor ICR mice were pre-treated with 200 µg/kg 17β-estradiol (Sigma-Aldrich, St. Louis, MO, USA) daily by intraperitoneal injection for 7 days as presented in **Supplementary Fig. 6**. The purpose of daily injection of estrogen to the donor mouse is to promote the growth of mouse endometrium [[17](#_ENREF_17)]. The donor uterus was excised from the uterine horn and cervix uteri, two strips were cut longitudinally with micro-scissors, and the endometrial mucosa was exposed [[18](#_ENREF_18)]. Endometrial tissue with an approximate size of 0.5 cm × 0.3 cm was sutured on both ends using 6/0 polypropylene, and then stitched to the bowel serosa of the intestinal mesentery [[14-16](#_ENREF_14)]. In parallel, control ICR mice were sham-operated without implantation of endometrial tissue. To minimize the effect of the environment and surgical techniques, the operation time was limited to 15 min by Xiang Lin and Weijia Gu. Four weeks after transplantation, four mice were randomly selected from Con and EM groups to evaluate the endometriosis incidence of surgery. Implants grew into macroscopic ellipsoidal cysts that contained both endometrial glands and stroma in the EM group [[14](#_ENREF_14), [15](#_ENREF_15)].

Because of the need of later experiments, all receptor mice retained their ovaries and 200 µg/kg 17β-estradiol was administered every other day for 14 days to support the implantation of ectopic cysts [[17](#_ENREF_17), [19](#_ENREF_19)]. To reduce the influence of estrogen on ovulation, a 2-week washout period was administered before induction of ovulation because the effect of estrogen is believed to be maintained for less than 14 days [[17](#_ENREF_17)]. After the washout period, all receptor ICR mice underwent standard ovulation induction at day 30 by PMSG or HCG [[20](#_ENREF_20), [21](#_ENREF_21)].

1. ***Drug treatment and dosage selection***

To further establish causality between 14, 15-EET and PI3K/AKT/mTOR suppression, we reactivate p-AKT by AKT activator SC79 after 14, 15-EET treatment under oxidative stress conditions. The working concentration of SC79 is 20 µM for 24 hours [[22](#_ENREF_22), [23](#_ENREF_23)].

Administration of TPPU with oral led to systemic distribution as well as high drug levels and thus makes chronic EPHX2 enzyme inhibition studies possible [[24](#_ENREF_24)]. Therefore, TPPU is suitable for investigating soluble epoxide hydrolase biology and the role of epoxide-containing lipids *in vivo* [[25-29](#_ENREF_25)]. TPPU displays high plasma concentrations when dosed orally at 0.3 mg/kg and drug-like properties. The maximum concentration increases with dose from 0.3 to 3 mg/kg for TPPU [[30](#_ENREF_30)], and TPPU’s blood concentration increases dose dependently within the treatment period to reach an almost steady state after 8 days [[24](#_ENREF_24)]. Additionally, TPPU (3 mg/kg) is the mostly used method *in vivo* that balance both biological safety and drug efficacy [[25](#_ENREF_25), [26](#_ENREF_26), [31](#_ENREF_31)]. Therefore, we choose 3 mg/kg TPPU for the further research.

BEZ-235 is an orally active, dual pan-class I PI3K and mTOR inhibitor that acts on p110α/γ/δ/β and mTORC1/2. Pharmacokinetic studies have demonstrated maximal tissue concentration one hour after BEZ-235 oral gavage, transient PI3K inhibition and sustained blockade of mTORC1/mTORC2 signaling [[32](#_ENREF_32)]. When the concentration of BZE-235 exceeds the mTOR threshold, it may induce non-specific inhibition of other kinases (such as ART, PDK1) or non-kinase proteins, leading to cross-talk interference in signaling pathways. Furthermore, the off-target effects of BZE-235 could manifest as toxicities in non-targeted tissues, including metabolic disorders (like hyperglycemia and hyperinsulinemia) and hepatorenal impairment (resulting in body weight loss). Oral gavage with 5 or 25 mg/kg of BEZ-235 once a day for 14 days does not alter mouse body weight [[33](#_ENREF_33)]. Although there was no relevant research in endometriosis, our previous pre-experiment found that 20 mg/kg BEZ-235 did not cause side effects such as body weight loss, decrease in ovarian wet weight, or disorder of estrous cycle in mice (**Supplementary Fig. 6G-I**). The treatment dose of 20 mg/kg BEZ-235 is chosen mainly based on the mainstream literatures, which indicates that 20 mg/kg mouse body weight BEZ-235 effectively treats murine tumor models without serious adverse effects [[34-36](#_ENREF_34)]. Moreover, higher doses (30 and 45 mg/kg) causes a weight loss >10% after 10 days of treatment [[37](#_ENREF_37)]. As the PI3K/Akt pathway is involved in insulin-mediated glucose uptake, 45 mg/kg BEZ235 by daily gavage for 2 weeks also slightly cause hyperglycemia and hyperinsulinemia [[38](#_ENREF_38)]. Taking into account the efficacy, safety, metabolic disorders and other side effects comprehensively, the dose of 20 mg/kg is used for further studies.

As described in **Supplementary Figure 6A**, the day of endometrium transplantation surgery was defined as day 0. TPPU was dissolved in 1% PEG 400 and BEZ-235 was dissolved in 40% PEG 400. The receptor mice in the TEM group were given 3 mg/kg TPPU by oral gavage twice a day. The receptor mice in the BEM group were given 20 mg/kg BEZ-235 by oral gavage daily. Oral gavage TPPU or BEZ-235 was started at day 14 and ended at mGC harvest or mating (at day 28-30).

1. ***Estrous cycle patters detection***

The estrous cycle pattern of three mouse from EM group, TEM group, BEM group were detected via direct smear method at 6 p.m daily. In brief, cotton swab was moistened with PBS and insert into the vagina of mouse by 0.5-1.0cm, and rotate along the vaginal wall for 4 circles. Then spread the cotton swab evenly on the slide to form a thin layer. Let the slides air dry naturally and then fix them with 95% ethanol for 5 minutes. Immediately observe cell morphology to define the physiological cycle of mouse under a microscope. We randomly selected three mice from each group for this experiment, and the typical estrous cycle pattern of one mouse was presented in **Supplementary Figure 6E** and **Supplementary Figure 6I**.

1. ***COC isolation and in vitro COC expansion assay***

Briefly, mice were primed with PMSG for 44-46h. COCs were released by needle puncture and collected separately from well-developed graafian follicles via 26.5-gauge needles. For in vitro COC expansion experiments, non-expanded COCs were plated in 40 µL defined COC medium, MEM (11095080, Thermo Fisher) supplemented with 25 mM HEPES (MA0036, Meilunbio), 0.25 mM sodium pyruvate (11360070, Thermo Fisher), 3 mM L-glutamine (25030081, Thermo Fisher), 1 mg/ml BSA (SRE0098, Sigma-Aldrich, St. Louis, MO, USA), 1× penicillin and streptomycin (P1400, Solarbio), and 1% FBS under the cover of mineral oil (Sigma). COCs were cultured under humidified conditions at 37 °C and 5% CO2. After 12 h, COCs expansion was visualized using a light microscope. The COCs expansion status was observed by microscopy and evaluated by measuring the diameter of the COCs using ImageJ software (Image JFiji, [https://imagej.net/Fiji) as](https://imagej.net/Fiji)%20as) previously described [[3](#_ENREF_3), [10](#_ENREF_10), [39](#_ENREF_39), [40](#_ENREF_40)].

1. ***RNA Sequencing and Bioinformatics Analysis***

High-throughput sequencing and bioinformatics analyses were conducted at Cosmos Wisdom (Hangzhou, China). The RNA-sequencing process mainly includes sample detection, library construction, quality control, and sequencing on a high-throughput sequencing platform. 

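DESeq2 models the counts of each gene with a negative binomial distribution and tests the difference between groups with a Wald test, and the counts deposited by the authors were put through it as well. The text names no threshold, filter or design for that step. At an adjusted p under 0.05 with DESeq2's own size factors, 110 genes differed between the EM group and the Con group, 67 higher and 43 lower in the EM group. DESeq2 gave 14536 genes no adjusted p. In the cultured mGCs, 322 genes differed between the EET group and the PBS group, 133 higher and 189 lower, and 180 of them were among the genes that edgeR called. With the replicate number in the DESeq2 design 193 genes differed in the cultured mGCs, of which 91 were higher and 102 lower in the EET group.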

The sequencing platform is Illumina Novaseq 6000, the read length was carried out at 150bp for both ends, and deseq2 was applied to process the data and achieve multiple corrections. The number of biological replicates has been described in the materials and methods section.

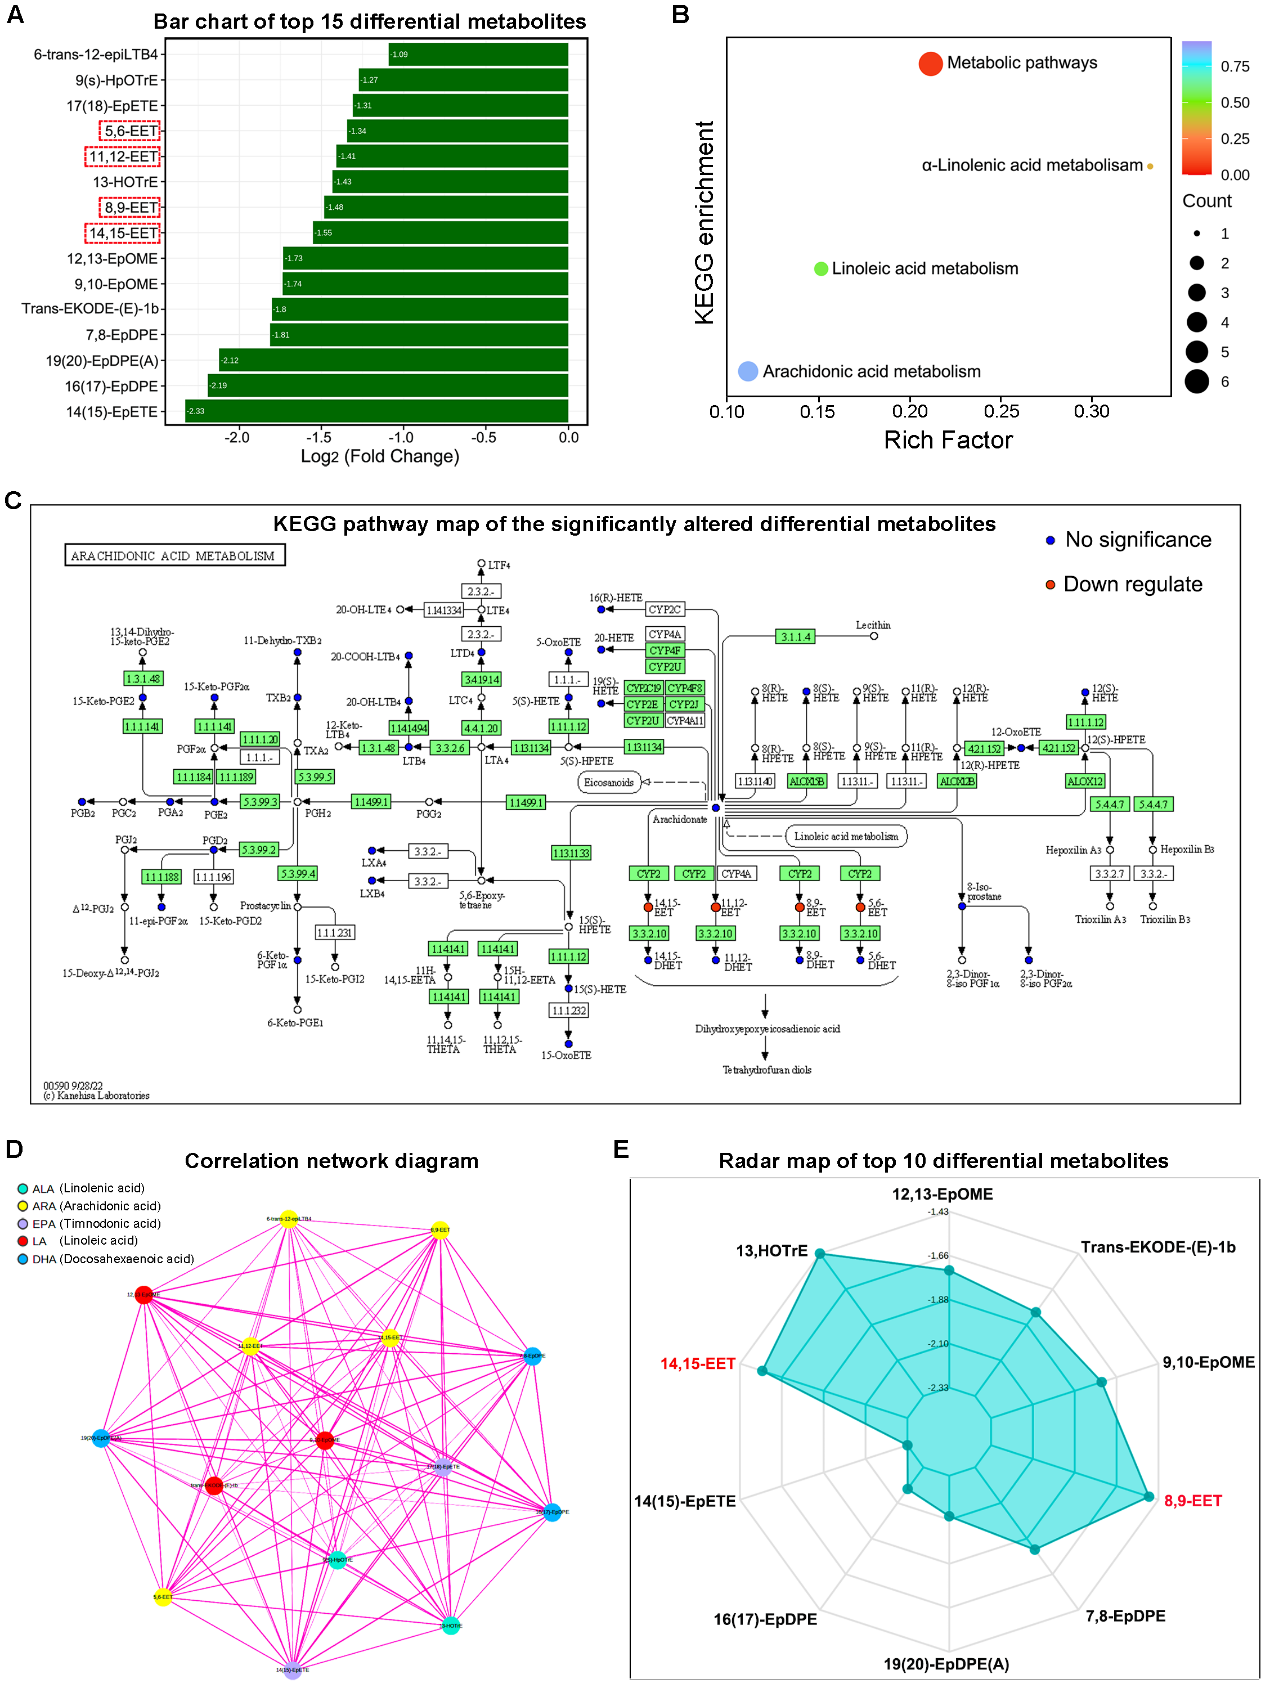

**Supplementary Fig. 1.**

From the liquid chromatography tandem mass spectrometry (LC-MS/MS) analysis results for 101 follicular fluid (FF) samples, we performed KEGG functional annotation and enrichment analysis on the differential metabolites in our dataset. (**A**) Bar chart showing the top 15 differential metabolites. The X-axis represents the log2 fold change (log_2_ Fold change) of the differential metabolites and the Y-axis represents the differential metabolites. Yellow color represents significantly upregulated metabolites (none were observed in our results), while green color represents significantly downregulated metabolites (four EETs were included). (**B**) Differential metabolite KEGG enrichment bubble plot. The X-axis represents the Rich Factor for each pathway. The size of the dots represents the number of differentially enriched metabolites. (**C**) The most significant metabolite KEGG pathway map was “Arachidonic acid metabolism.” Red indicates significantly downregulated metabolites in the EM-FF group (four EETs were found), blue represents metabolites detected but not significantly changed, and yellow indicates significantly upregulated metabolites in the EM-FF group. (**D**) Correlation network diagram of the 15 top differential metabolites. (**E**) Radar chart of the top 10 differential metabolites.

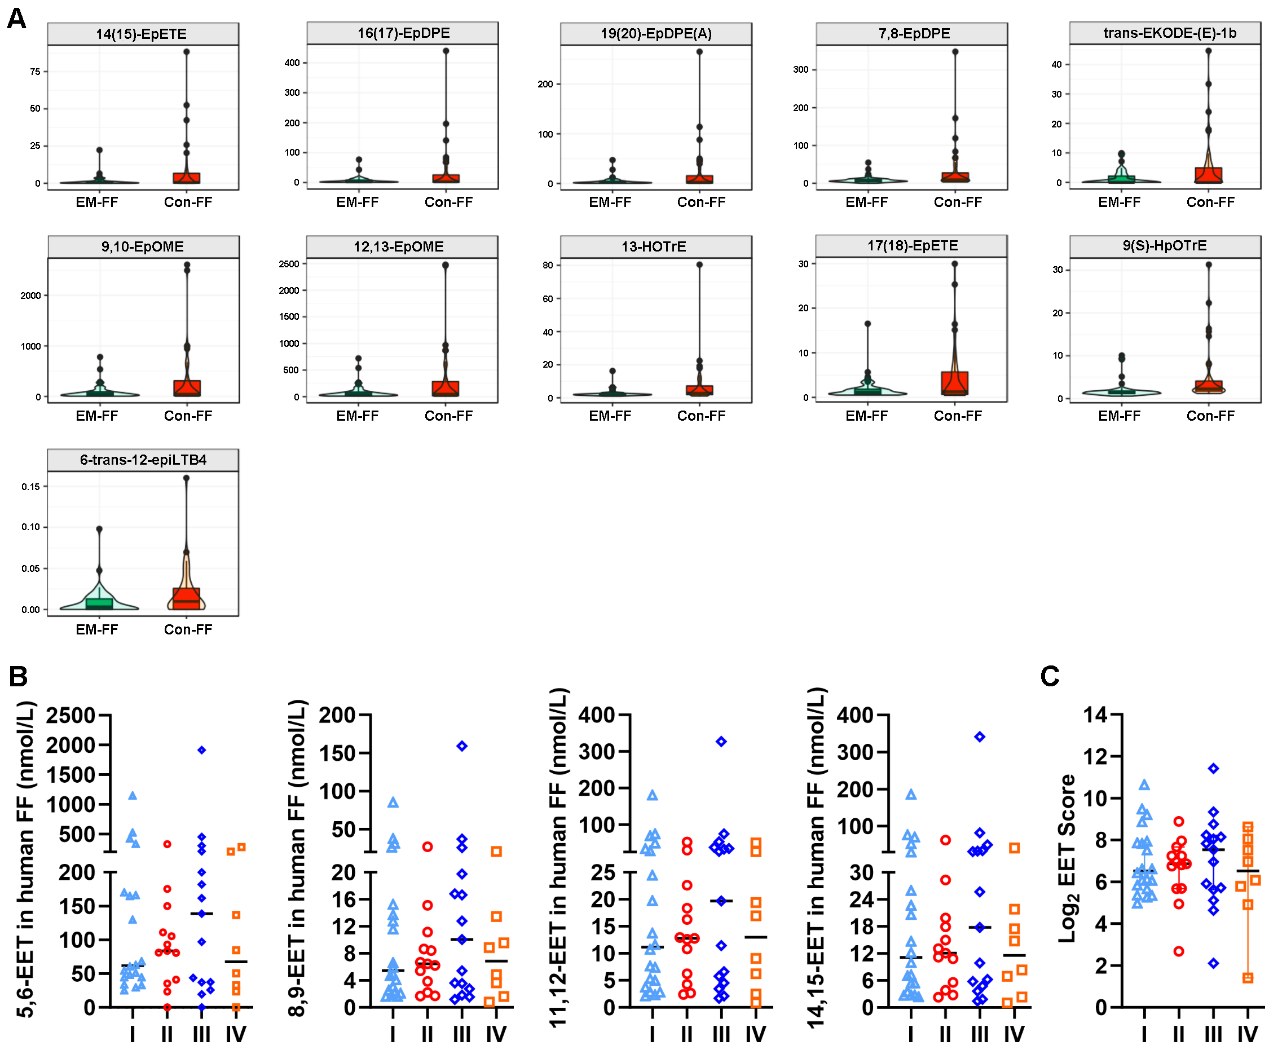

**Supplementary Fig. 2.**

**(A)** Violin plots of another 11 differential metabolites in EM-follicular fluid (FF) samples (fold change > 2, corrected *P*-value < 0.05; n = 45 for Con group, n = 56 for EM group). (**B**) Data from 56 FF samples from EM patients suggested no difference in EET levels between EM stages (stages I–IV), n = 20 for stage I, n = 13 for stage II, n = 15 for stage III, n = 8 for stage IV. Unpaired *t*-test. (**C**) No difference in EET score was observed between EM stages. Unpaired *t*-test.

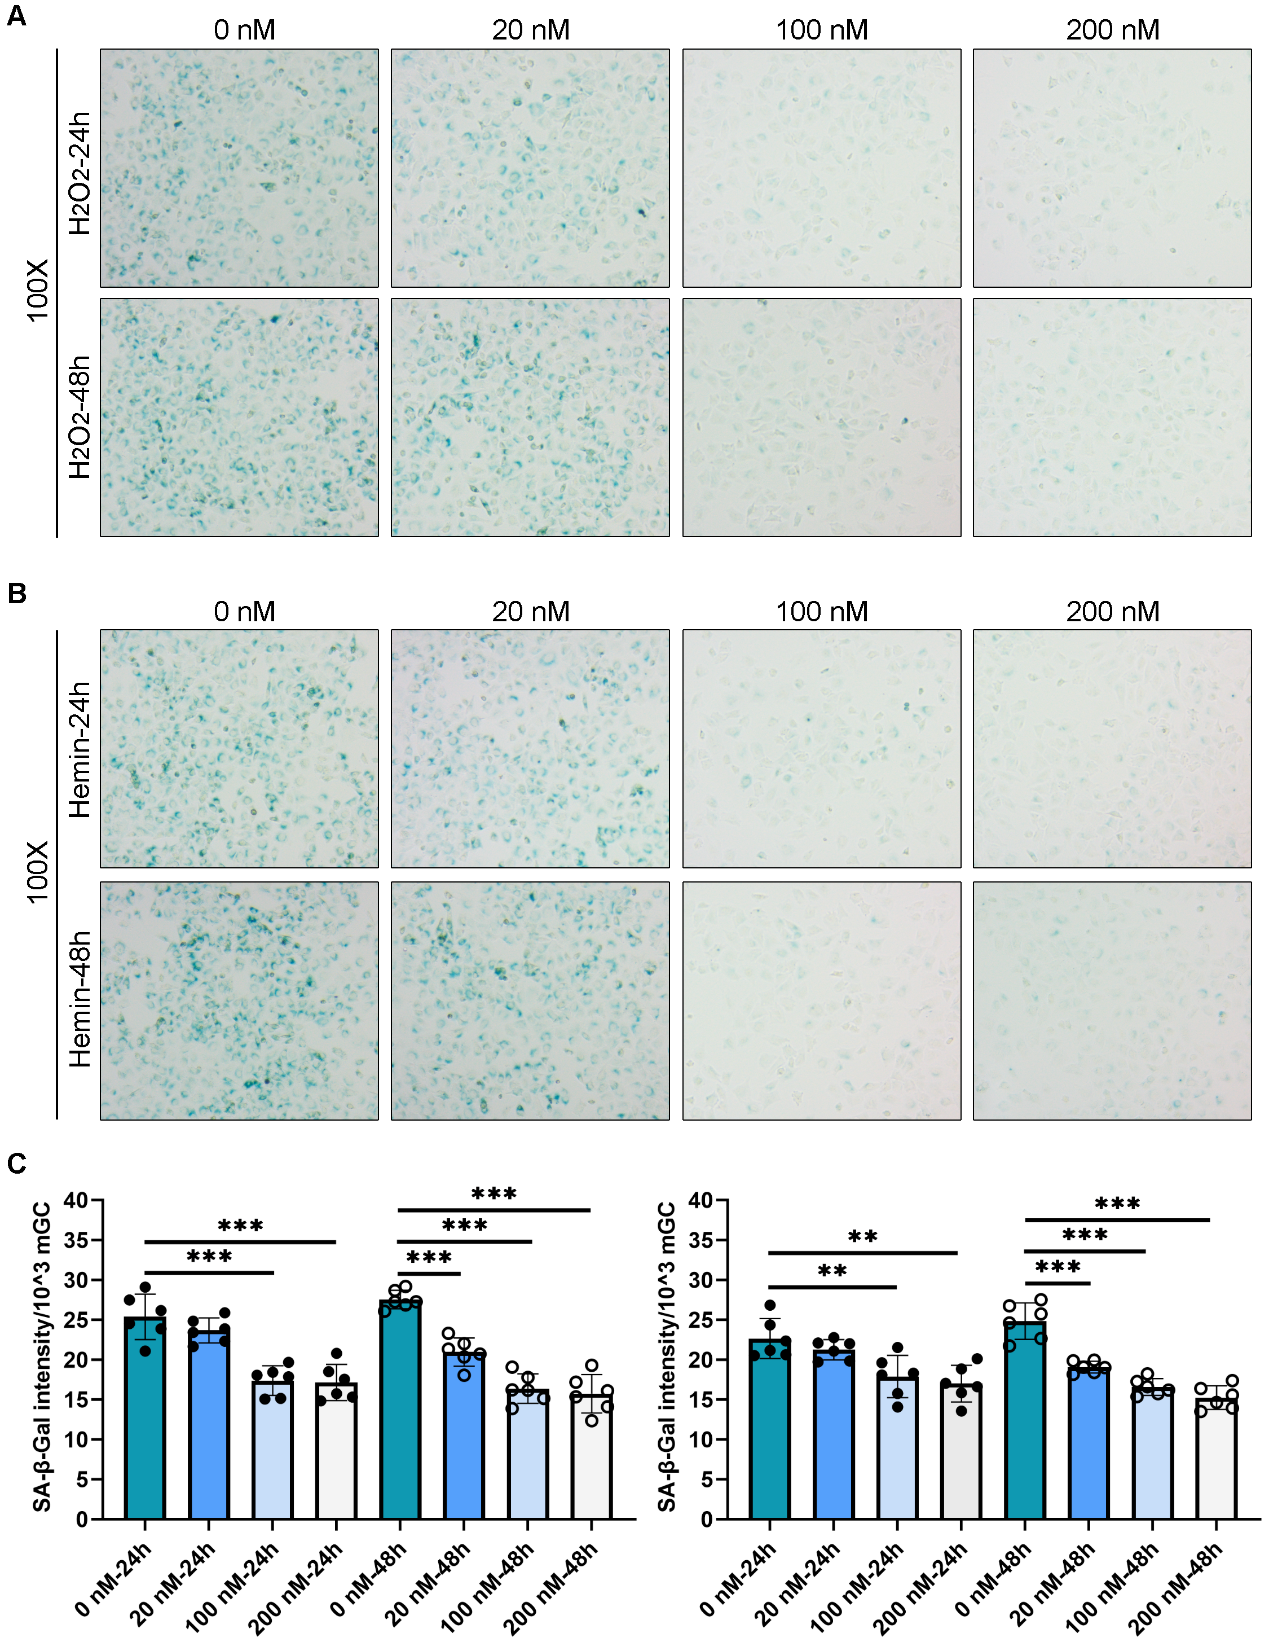

**Supplementary Fig. 3.**

(**A**) Representative SA-β-gal staining assay image for mouse granulosa cells (mGCs) after 0, 20, 100, or 200 nM 14, 15-EET pre-treatment for 24 or 48 hours followed by 100 µM H_2_O_2_ treatment for another 24 hours. Magnification, 100×. (**B**) Representative SA-β-gal staining assay image for mGCs after 0, 20, 100, or 200 nM 14, 15-EET pre-treatment for 24 or 48 hours followed by 10 µM hemin treatment for another 24 hours. Magnification, 100×. (**C**) SA-β-gal quantitative assay of mGCs after different concentrations of 14, 15-EET pre-treatment followed by H_2_O_2_ or hemin treatment for another 24 hours. Paired *t*-test, ***P* < 0.01, ****P* < 0.001.

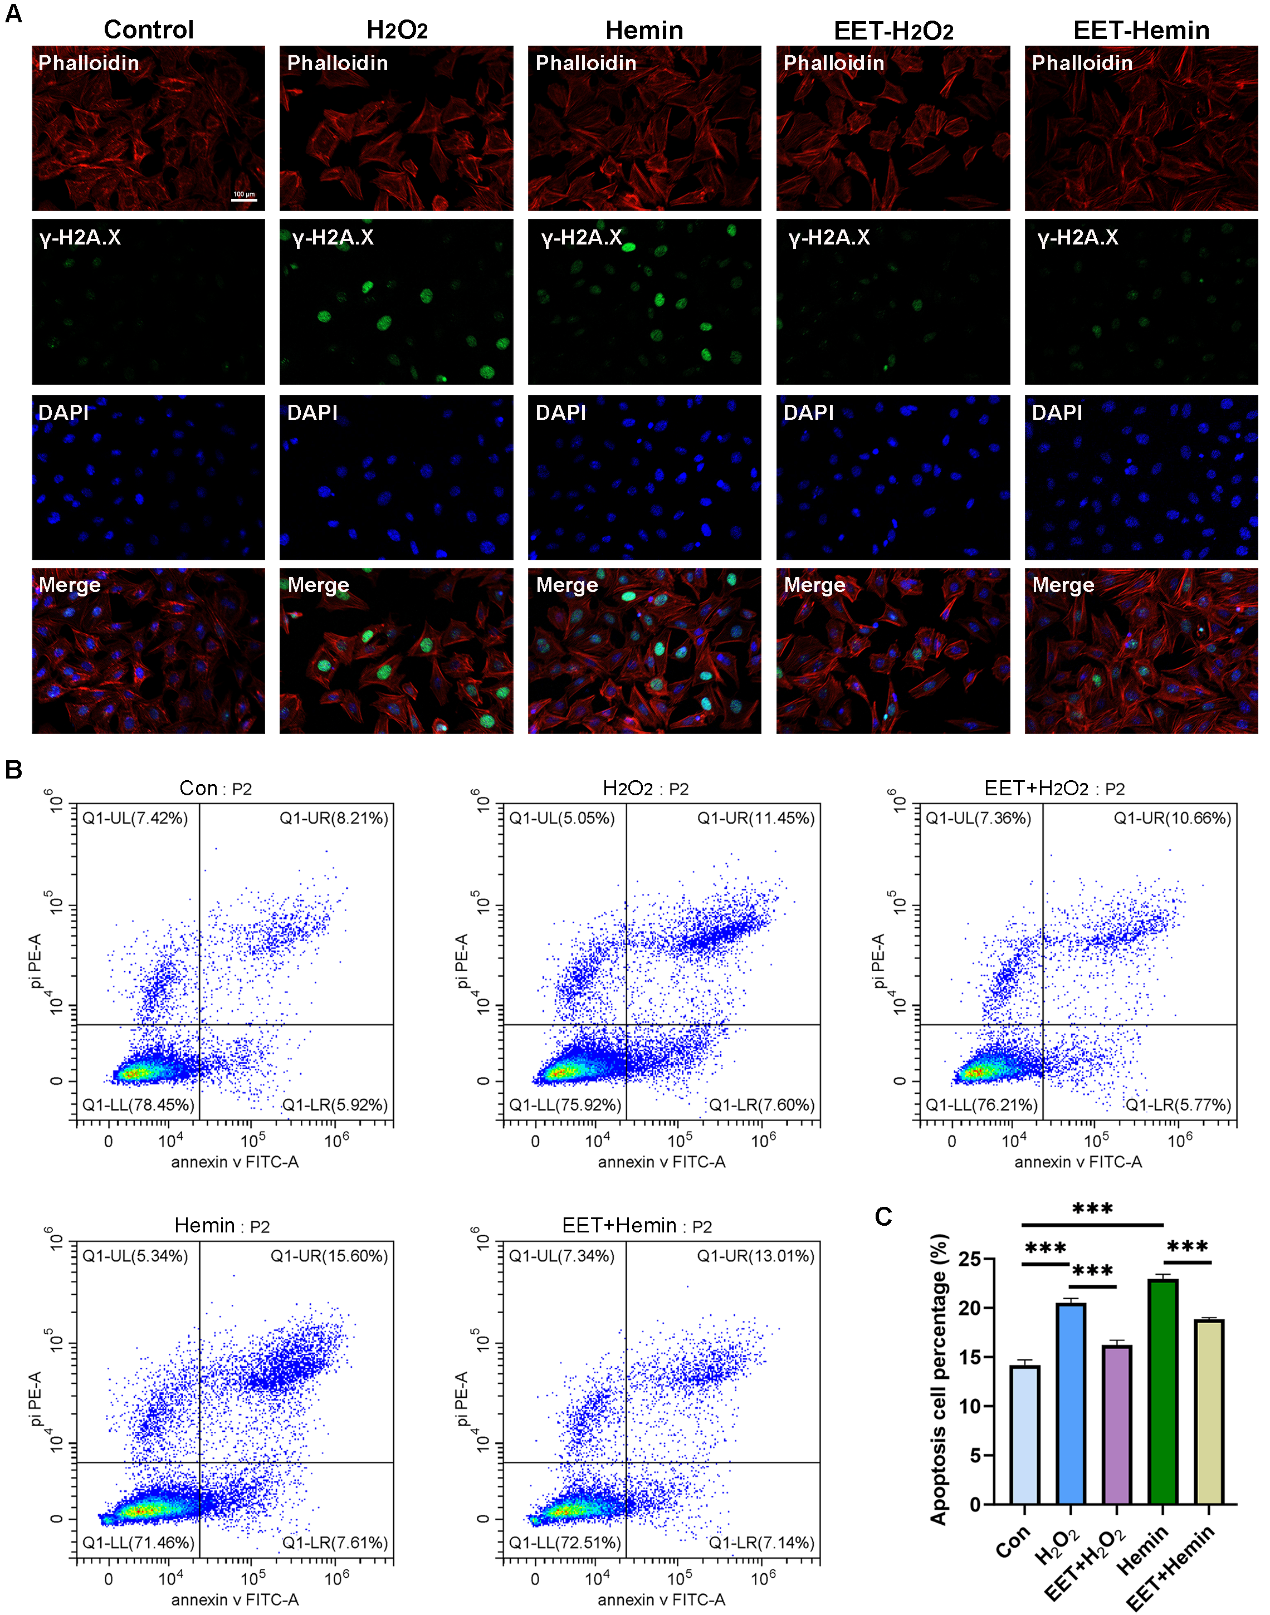

**Supplementary Fig. 4.**

(**A**) Immunofluorescence staining for γ-H2A.X protein in mouse granulosa cells (mGCs) after 14, 15-EET pre-treatment for 24 hours followed by H_2_O_2_ or hemin treatment for 24 hours. Representative photographs were taken using confocal microscopy. Scale bar 100 µm, Original magnification, 100×. (**B–C**) Flow cytometry analysis showing the percentage of apoptotic mGCs after 14, 15-EET pre-treatment for 24 hours followed by H_2_O_2_ or hemin treatment for 48 hours. Paired *t*-test, ****P* < 0.001.

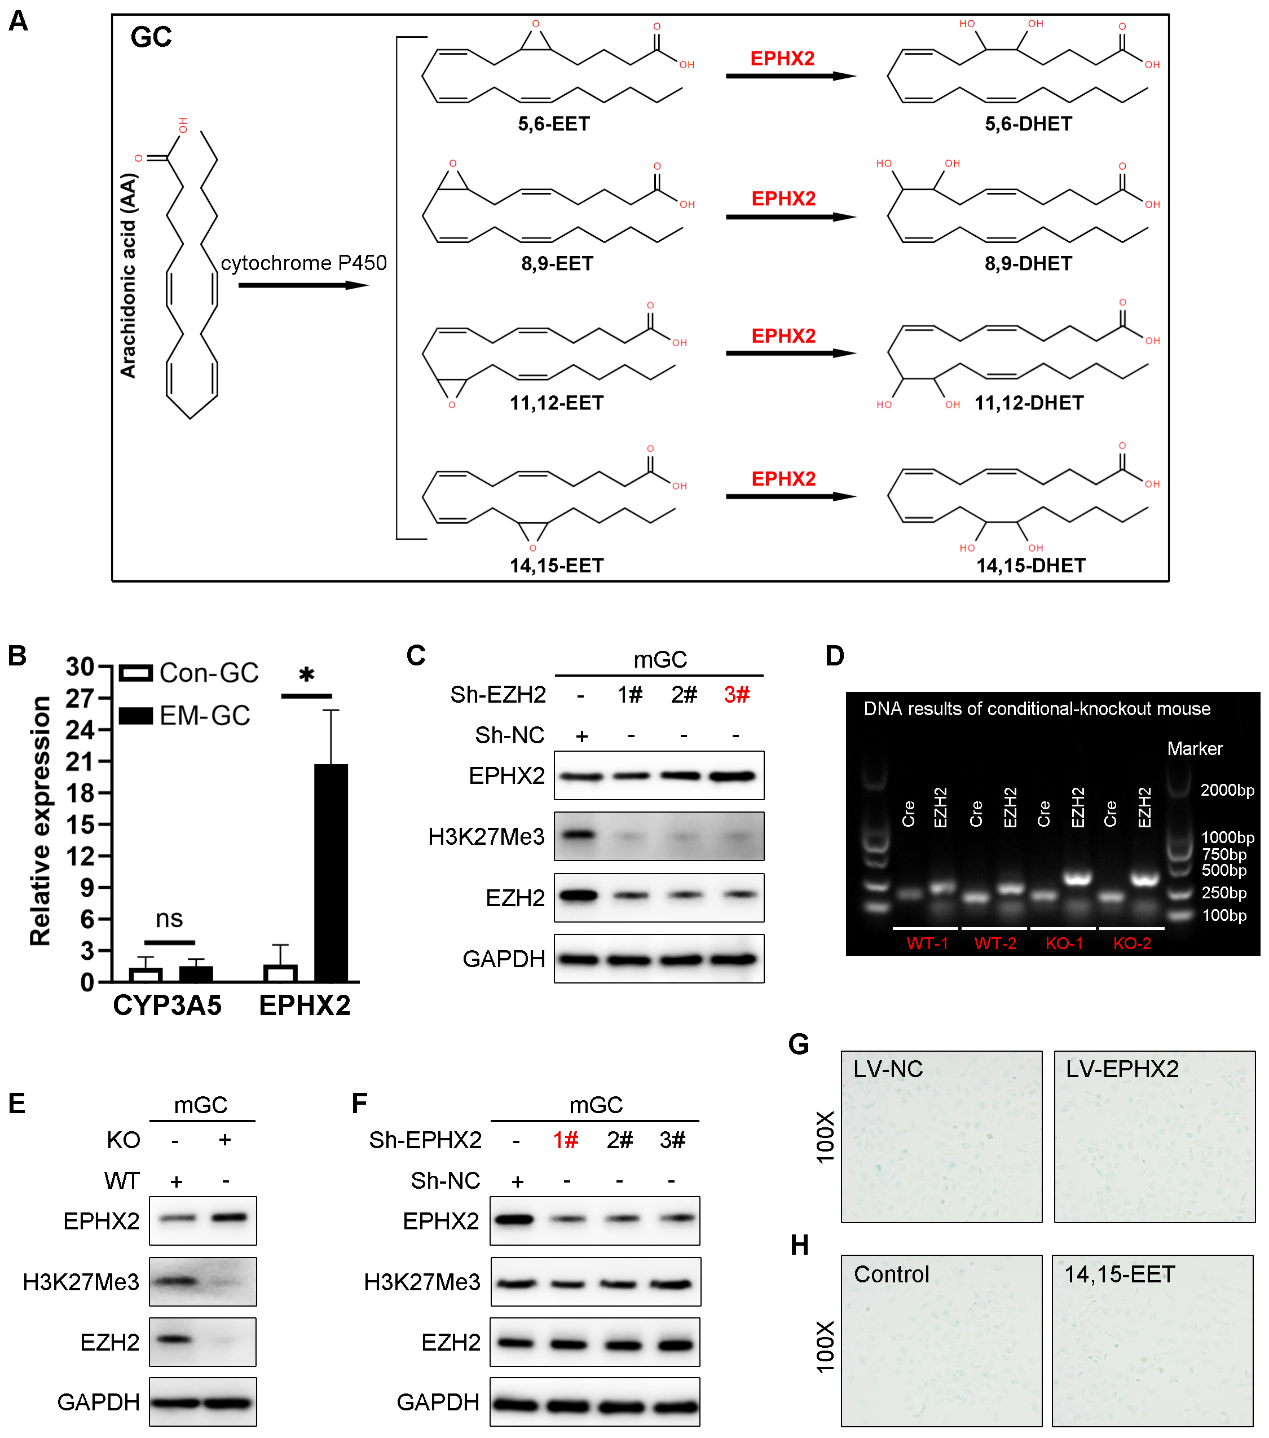

**Supplementary Fig. 5**.

(**A**) For arachidonic acid (AA) metabolism, P450 oxidases convert AA into EETs, which are then metabolized into DHETs by EPHX2. (**B**) qRT-PCR results of CYP3A5 and EPHX2 mRNA expression levels in human primary granulosa cells (GCs) (18 Con-GCs vs. 30 EM-GCs, Mann-Whitney test, **P* < 0.05). (**C**) Western blot analysis was used to detect the knockout efficiency of three different Sh-EZH2. Sh-EZH2-3# was selected for the subsequent experiments. (**D**) Genotype identification of GC-specific knockout mice via DNA electrophoresis. Mice with GC-specific *Ezh2* knockout (KO mice) were generated by crossing *Cyp19a1-Cre* mice with *Ezh2^flox/flox^* mice. (**E**) Western blot analysis of EZH2, H3K27Me3, and EPHX2 protein levels in ovary GCs from wild-type (WT) and KO mice. (**F**) Western blot analysis was used to detect the knockout efficiency of three different Sh-EPHX2. Sh-EPHX2-1# was selected for the subsequent experiments. (**G**) SA-β-gal staining assay of mGCs after LV-NC or LV-EPHX2 treatment for 24 hours in normal culture. Magnification, 100×. (**H**) SA-β-gal staining assay of mGCs under normal culture or after 14, 15-EET co-culture for 24 hours. Magnification, 100×.

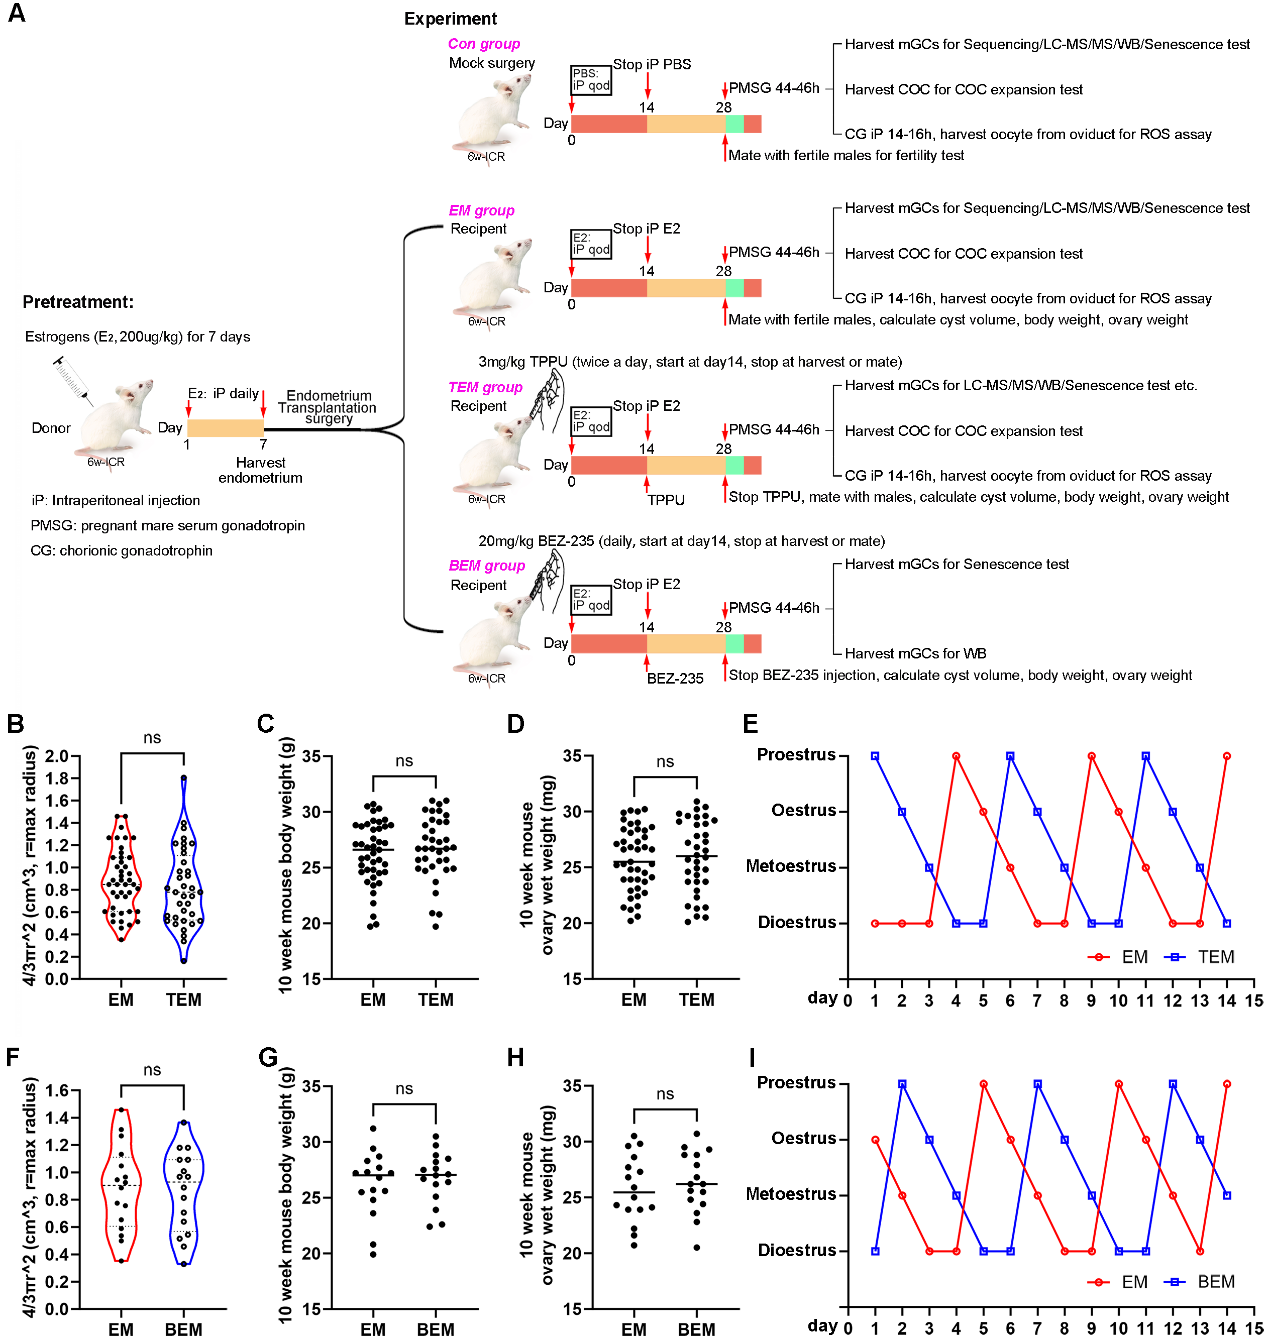

**Supplementary Fig. 6.**

(**A**) Detailed flow charts for the endometriosis (EM) mouse model establishment, TPPU or BEZ-235 administration, and other animal experiments. (**B**) The scatter plot of lesion volumes from EM and TEM mice (n = 43 for EM group, n = 36 for TEM group; the seven EM mice and seven TEM mice used for the fertility tests were not included). Unpaired *t*-test, no statistical significance. (**C**) Body weights of 10-week-old EM and TEM mice (n = 43 for EM group, n = 36 for TEM group). Unpaired *t*-test, no statistical significance. (**D**) Ovary wet weights of 10-week-old EM and TEM mice (n = 43 for EM group, n = 36 for TEM group, each dot represents the average wet weight of two ovaries from one mouse). Unpaired *t*-test, no statistical significance. (**E**) Estrous cycle patterns of EM and TEM mice within 14 days. The horizontal axis shows the time (day) of observation, while the vertical axis indicates the four menstrual cycle stages. (**F**) The scatter plot of lesion volumes from EM and BEM mice (n = 16 for EM group, n = 16 for BEM group). Unpaired *t*-test, no statistical significance. (**G**) Body weights of 10-week-old EM and BEM mice (n = 16 for EM group, n = 16 for BEM group). Unpaired *t*-test, no statistical significance. (**H**) Ovary wet weights of 10-week-old EM and BEM mice (n = 16 for EM group, n = 16 for BEM group). Unpaired *t*-test, no statistical significance. (**I**) Estrous cycle patterns of EM and BEM mice within 14 days. The horizontal axis shows the time (day) of observation, while the vertical axis indicates the four menstrual cycle stages.

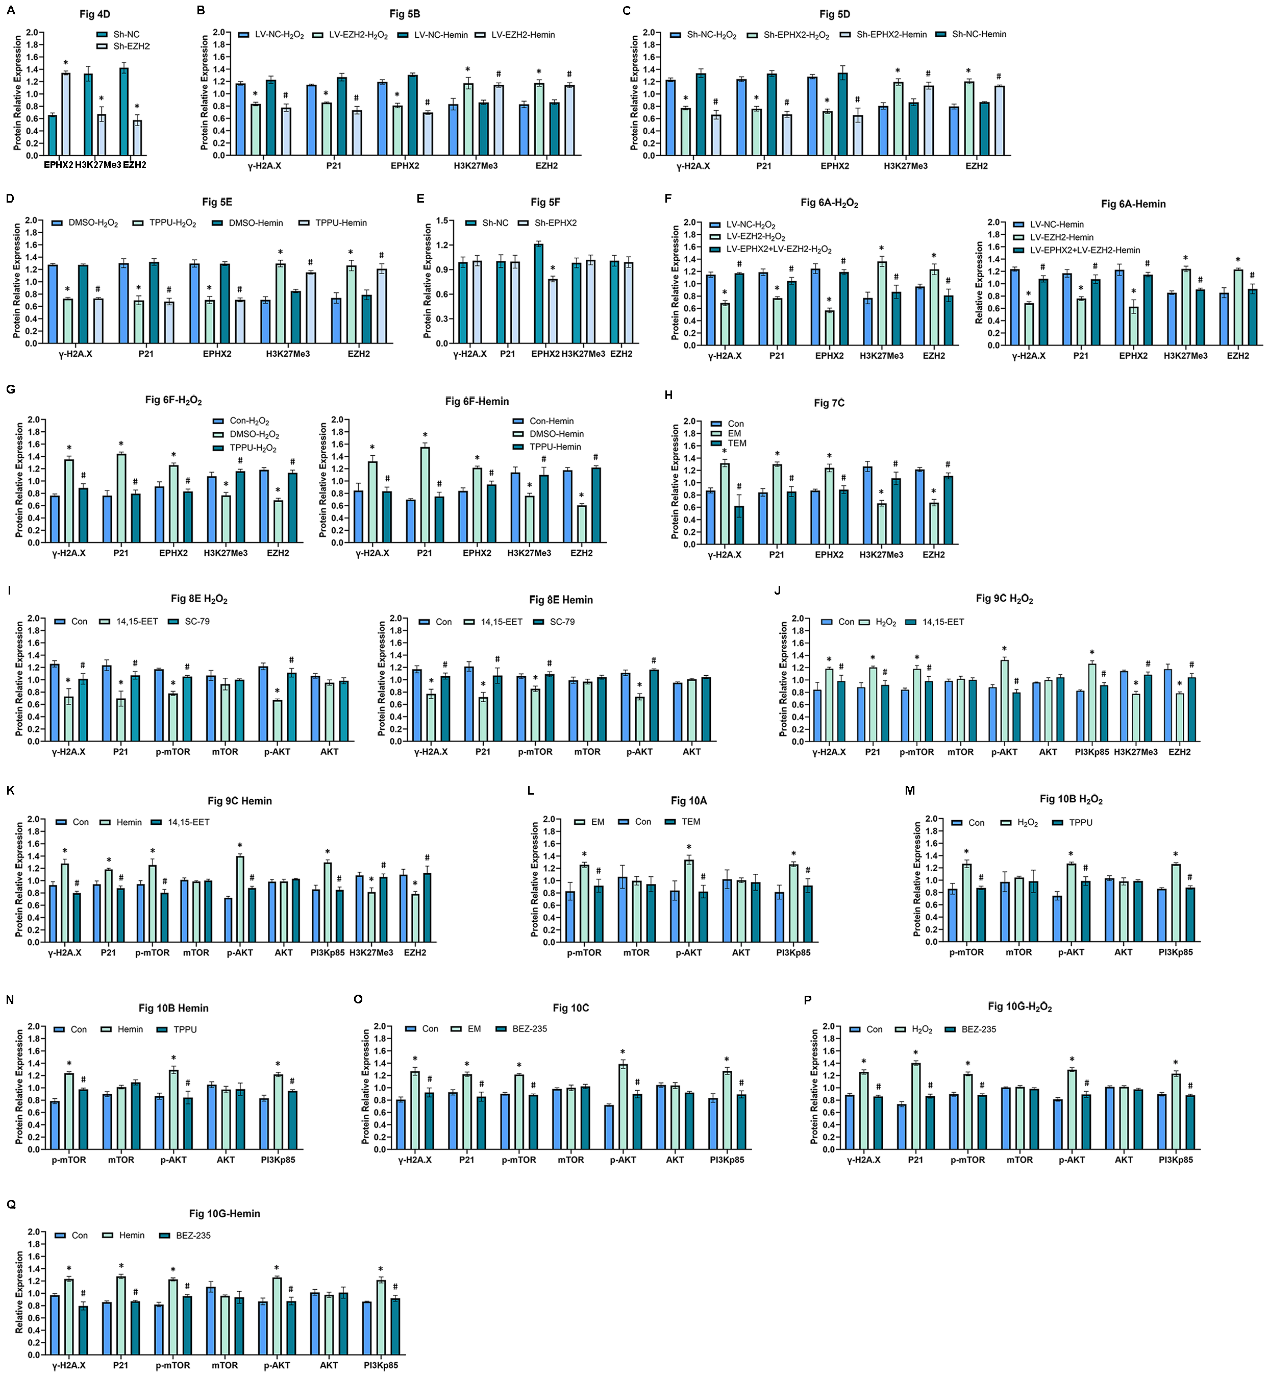

**Supplementary Fig. 7.**

(**A**) Statistical analysis of the western blot results in **Figure 4D**, **P* < 0.05, Paired *t*-test, Sh-EZH2 *vs.* Sh-NC. (**B**) Statistical analysis of the western blot results in **Figure 5B**, **P* < 0.05, Paired *t*-test, LV-EZH2 *vs.* LV-NC after H_2_O_2_ treatment; #*P* < 0.05, Paired *t*-test, LV-EZH2 *vs.* LV-NC after Hemin treatment. (**C**) Statistical analysis of the western blot results in **Figure 5D**, **P* < 0.05, Paired *t*-test, Sh-EPHX2 *vs.* Sh-NC after H_2_O_2_ treatment; #*P* < 0.05, Paired *t*-test, Sh-EPHX2 *vs.* Sh-NC after Hemin treatment. (**D**) Statistical analysis of the western blot results in **Figure 5E**, **P* < 0.05, Paired *t*-test, TPPU *vs.* DMSO after H_2_O_2_ treatment; #*P* < 0.05, Paired *t*-test, TPPU *vs.* DMSO after Hemin treatment. (**E**) Statistical analysis of the western blot results in **Figure 5F**, **P* < 0.05, Paired *t*-test, Sh-EPHX2 *vs.* Sh-NC. (**F**) Statistical analysis of the western blot results in **Figure 6A**, **P* < 0.05, Paired *t*-test, LV-EZH2 *vs.* LV-NC after H_2_O_2_ or Hemin treatment; #*P* < 0.05, Paired *t*-test, LV-EPHX2+LV-EZH2 *vs.* LV-EZH2 after H_2_O_2_ or Hemin treatment. (**G**) Statistical analysis of the western blot results in **Figure 6F**, **P* < 0.05, Paired *t*-test, DMSO *vs.* Control after H_2_O_2_ or Hemin treatment or no treatment; #*P* < 0.05, Paired *t*-test, TPPU *vs.* DMSO after H_2_O_2_ or Hemin treatment. (**H**) Statistical analysis of the western blot results in **Figure 7C**, **P* < 0.05, Paired *t*-test, EM *vs.* Control; #*P* < 0.05, Paired *t*-test, TEM *vs.* EM mice. (**I**) Statistical analysis of the western blot results in **Figure 8E**, **P* < 0.05, Paired *t*-test, 14, 15-EET *vs.* Control after H_2_O_2_ or Hemin treatment; #*P* < 0.05, Paired *t*-test, SC-79 + 14, 15-EET *vs.* 14, 15-EET after H_2_O_2_ or Hemin treatment. (**J**) Statistical analysis of the western blot results in **Figure 9C (left)**, **P* < 0.05, Paired *t*-test, H_2_O_2_ *vs.* Control; #*P* < 0.05, Paired *t*-test, 14, 15-EET + H_2_O_2_ *vs.* H_2_O_2_. (**K**) Statistical analysis of the western blot results in **Figure 9C (right)**, **P* < 0.05, Paired *t*-test, Hemin *vs.* Control; #*P* < 0.05, Paired *t*-test, 14, 15-EET + Hemin *vs.* Hemin. (**L**) Statistical analysis of the western blot results in **Figure 10A**, **P* < 0.05, Paired *t*-test, EM *vs.* Control mice; #*P* < 0.05, Paired *t*-test, TEM *vs.* EM mice. (**M**) Statistical analysis of the western blot results in **Figure 10B (left)**, **P* < 0.05, Paired *t*-test, H_2_O_2_ *vs.* Control; #*P* < 0.05, Paired *t*-test, TPPU + H_2_O_2_ *vs.* H_2_O_2_. (**N**) Statistical analysis of the western blot results in **Figure 10B (right)**, **P* < 0.05, Paired *t*-test, Hemin *vs.* Control; #*P* < 0.05, Paired *t*-test, TPPU + Hemin *vs.* Hemin. (**O**) Statistical analysis of the western blot results in **Figure 10C**, **P* < 0.05, Paired *t*-test, EM *vs.* Control mice; #*P* < 0.05, Paired *t*-test, BEZ-235 *vs.* EM mice. (**P**) Statistical analysis of the western blot results in **Figure 10G (left)**, **P* < 0.05, Paired *t*-test, H_2_O_2_ *vs.* Control; #*P* < 0.05, Paired *t*-test, BEZ-235 + H_2_O_2_ *vs.* H_2_O_2_. (**Q**) Statistical analysis of the western blot results in **Figure 10G (right)**, **P* < 0.05, Paired *t*-test, Hemin *vs.* Control; #*P* < 0.05, Paired *t*-test, BEZ-235 + Hemin *vs.* Hemin.

***Reference:***

1. Zegers-Hochschild F, Adamson GD, Dyer S, Racowsky C, de Mouzon J, Sokol R, Rienzi L, Sunde A, Schmidt L, Cooke ID *et al*: **The International Glossary on Infertility and Fertility Care, 2017**. *Human reproduction* 2017, **32**(9):1786-1801.

2. International working group of Aagl EE, Wes, Tomassetti C, Johnson NP, Petrozza J, Abrao MS, Einarsson JI, Horne AW, Lee TTM, Missmer S *et al*: **An International Terminology for Endometriosis, 2021**. *Journal of minimally invasive gynecology* 2021, **28**(11):1849-1859.

3. Lin X, Tong XM, Zhang YL, Gu WJ, Huang QM, Zhang Y, Zhuo F, Zhao FX, Jin XY, Li C *et al*: **Decreased Expression of EZH2 in Granulosa Cells Contributes to Endometriosis-Associated Infertility by Targeting IL-1R2**. *Endocrinology* 2022, **164**(2).

4. Bourdon M, Santulli P, Maignien C, Gayet V, Pocate-Cheriet K, Marcellin L, Chapron C: **The deferred embryo transfer strategy improves cumulative pregnancy rates in endometriosis-related infertility: A retrospective matched cohort study**. *PloS one* 2018, **13**(4):e0194800.

5. Kong H, Hu L, Nie L, Yu X, Dai W, Li J, Chen C, Bu Z, Shi H, Wu Q *et al*: **A multi-center, randomized controlled clinical trial of the application of a shortened protocol of long-acting Triptorelin down-regulated prior to IVF/ICSI among patients with endometriosis: A protocol**. *Reproductive health* 2018, **15**(1):213.

6. Jiang S, Kuang Y: **The effects of low-dose human chorionic gonadotropin combined with human menopausal gonadotropin protocol on women with hypogonadotropic hypogonadism undergoing ovarian stimulation for in vitro fertilization**. *Clinical endocrinology* 2018, **88**(1):77-87.

7. Cantineau AE, Cohlen BJ, Heineman MJ: **Ovarian stimulation protocols (anti-oestrogens, gonadotrophins with and without GnRH agonists/antagonists) for intrauterine insemination (IUI) in women with subfertility**. *The Cochrane database of systematic reviews* 2007(2):CD005356.

8. Peeraer K, Debrock S, De Loecker P, Tomassetti C, Laenen A, Welkenhuysen M, Meeuwis L, Pelckmans S, Mol BW, Spiessens C *et al*: **Low-dose human menopausal gonadotrophin versus clomiphene citrate in subfertile couples treated with intrauterine insemination: a randomized controlled trial**. *Human reproduction* 2015, **30**(5):1079-1088.

9. Scott L, Alvero R, Leondires M, Miller B: **The morphology of human pronuclear embryos is positively related to blastocyst development and implantation**. *Human reproduction* 2000, **15**(11):2394-2403.

10. Zhang YL, Xia Y, Yu C, Richards JS, Liu J, Fan HY: **CBP-CITED4 is required for luteinizing hormone-triggered target gene expression during ovulation**. *Mol Hum Reprod* 2014, **20**(9):850-860.

11. Lin X, Dai Y, Gu W, Zhang Y, Zhuo F, Zhao F, Jin X, Li C, Huang D, Tong X *et al*: **The involvement of RNA N6-methyladenosine and histone methylation modification in decidualization and endometriosis-associated infertility**. *Clin Transl Med* 2024, **14**(2):e1564.

12. Rao X, Huang X, Zhou Z, Lin X: **An improvement of the 2^(-delta delta CT) method for quantitative real-time polymerase chain reaction data analysis**. *Biostat Bioinforma Biomath* 2013, **3**(3):71-85.

13. Pelch KE, Sharpe-Timms KL, Nagel SC: **Mouse model of surgically-induced endometriosis by auto-transplantation of uterine tissue**. *Journal of visualized experiments : JoVE* 2012(59):e3396.

14. Dai Y, Lin X, Xu W, Lin X, Huang Q, Shi L, Pan Y, Zhang Y, Zhu Y, Li C *et al*: **MiR-210-3p protects endometriotic cells from oxidative stress-induced cell cycle arrest by targeting BARD1**. *Cell Death Dis* 2019, **10**(2):144.

15. Lin X, Dai Y, Tong X, Xu W, Huang Q, Jin X, Li C, Zhou F, Zhou H, Lin X *et al*: **Excessive oxidative stress in cumulus granulosa cells induced cell senescence contributes to endometriosis-associated infertility**. *Redox Biol* 2020, **30**:101431.

16. Zhou F, Zhao F, Huang Q, Lin X, Zhang S, Dai Y: **NLRP3 activated macrophages promote endometrial stromal cells migration in endometriosis**. *Journal of reproductive immunology* 2022, **152**:103649.

17. Galvankar M, Singh N, Modi D: **Estrogen is essential but not sufficient to induce endometriosis**. *Journal of biosciences* 2017, **42**(2):251-263.

18. Uegaki T, Taniguchi F, Nakamura K, Osaki M, Okada F, Yamamoto O, Harada T: **Inhibitor of apoptosis proteins (IAPs) may be effective therapeutic targets for treating endometriosis**. *Human reproduction* 2015, **30**(1):149-158.

19. Li J, Dai Y, Zhu H, Jiang Y, Zhang S: **Endometriotic mesenchymal stem cells significantly promote fibrogenesis in ovarian endometrioma through the Wnt/beta-catenin pathway by paracrine production of TGF-beta1 and Wnt1**. *Human reproduction* 2016, **31**(6):1224-1235.

20. Fan HY, O'Connor A, Shitanaka M, Shimada M, Liu Z, Richards JS: **Beta-catenin (CTNNB1) promotes preovulatory follicular development but represses LH-mediated ovulation and luteinization**. *Molecular endocrinology* 2010, **24**(8):1529-1542.

21. Fan HY, Liu Z, Johnson PF, Richards JS: **CCAAT/enhancer-binding proteins (C/EBP)-alpha and -beta are essential for ovulation, luteinization, and the expression of key target genes**. *Molecular endocrinology* 2011, **25**(2):253-268.

22. So EY, Ouchi T: **BRAT1 deficiency causes increased glucose metabolism and mitochondrial malfunction**. *BMC Cancer* 2014, **14**:548.

23. Jo H, Mondal S, Tan D, Nagata E, Takizawa S, Sharma AK, Hou Q, Shanmugasundaram K, Prasad A, Tung JK *et al*: **Small molecule-induced cytosolic activation of protein kinase Akt rescues ischemia-elicited neuronal death**. *Proc Natl Acad Sci U S A* 2012, **109**(26):10581-10586.

24. Ostermann AI, Herbers J, Willenberg I, Chen R, Hwang SH, Greite R, Morisseau C, Gueler F, Hammock BD, Schebb NH: **Oral treatment of rodents with soluble epoxide hydrolase inhibitor 1-(1-propanoylpiperidin-4-yl)-3-[4-(trifluoromethoxy)phenyl]urea (TPPU): Resulting drug levels and modulation of oxylipin pattern**. *Prostaglandins Other Lipid Mediat* 2015, **121**(Pt A):131-137.

25. Gao L, Chen W, Li L, Li J, Kongling W, Zhang Y, Yang X, Zhao Y, Bai J, Wang F: **Targeting soluble epoxide hydrolase promotes osteogenic-angiogenic coupling via activating SLIT3/HIF-1alpha signalling pathway**. *Cell Prolif* 2023, **56**(7):e13403.

26. Kong L, Li J, Bai Y, Xu S, Zhang L, Chen W, Gao L, Wang F: **Inhibition of soluble epoxide hydrolase enhances the dentin-pulp complex regeneration mediated by crosstalk between vascular endothelial cells and dental pulp stem cells**. *J Transl Med* 2024, **22**(1):61.

27. Codony S, Pont C, Grinan-Ferre C, Di Pede-Mattatelli A, Calvo-Tusell C, Feixas F, Osuna S, Jarne-Ferrer J, Naldi M, Bartolini M *et al*: **Discovery and In Vivo Proof of Concept of a Highly Potent Dual Inhibitor of Soluble Epoxide Hydrolase and Acetylcholinesterase for the Treatment of Alzheimer's Disease**. *J Med Chem* 2022, **65**(6):4909-4925.

28. Napimoga MH, Rocha EP, Trindade-da-Silva CA, Demasi APD, Martinez EF, Macedo CG, Abdalla HB, Bettaieb A, Haj FG, Clemente-Napimoga JT *et al*: **Soluble epoxide hydrolase inhibitor promotes immunomodulation to inhibit bone resorption**. *J Periodontal Res* 2018, **53**(5):743-749.

29. **Correction for Pu et al., Maternal glyphosate exposure causes autism-like behaviors in offspring through increased expression of soluble epoxide hydrolase**. *Proc Natl Acad Sci U S A* 2021, **118**(5).

30. Ulu A, Appt S, Morisseau C, Hwang SH, Jones PD, Rose TE, Dong H, Lango J, Yang J, Tsai HJ *et al*: **Pharmacokinetics and in vivo potency of soluble epoxide hydrolase inhibitors in cynomolgus monkeys**. *Br J Pharmacol* 2012, **165**(5):1401-1412.

31. Wan D, Yang J, McReynolds CB, Barnych B, Wagner KM, Morisseau C, Hwang SH, Sun J, Blocher R, Hammock BD: **In vitro and in vivo Metabolism of a Potent Inhibitor of Soluble Epoxide Hydrolase, 1-(1-Propionylpiperidin-4-yl)-3-(4-(trifluoromethoxy)phenyl)urea**. *Front Pharmacol* 2019, **10**:464.

32. Roper J, Richardson MP, Wang WV, Richard LG, Chen W, Coffee EM, Sinnamon MJ, Lee L, Chen PC, Bronson RT *et al*: **The dual PI3K/mTOR inhibitor NVP-BEZ235 induces tumor regression in a genetically engineered mouse model of PIK3CA wild-type colorectal cancer**. *PLoS One* 2011, **6**(9):e25132.

33. Tian L, Qiao Y, Lee P, Wang L, Chang A, Ravi S, Rogers TA, Lu L, Singhana B, Zhao J *et al*: **Antitumor efficacy of liposome-encapsulated NVP-BEZ 235 in combination with irreversible electroporation**. *Drug Deliv* 2018, **25**(1):668-678.

34. McMillin DW, Ooi M, Delmore J, Negri J, Hayden P, Mitsiades N, Jakubikova J, Maira SM, Garcia-Echeverria C, Schlossman R *et al*: **Antimyeloma activity of the orally bioavailable dual phosphatidylinositol 3-kinase/mammalian target of rapamycin inhibitor NVP-BEZ235**. *Cancer Res* 2009, **69**(14):5835-5842.

35. Derwich A, Sykutera M, Brominska B, Rubis B, Ruchala M, Sawicka-Gutaj N: **The Role of Activation of PI3K/AKT/mTOR and RAF/MEK/ERK Pathways in Aggressive Pituitary Adenomas-New Potential Therapeutic Approach-A Systematic Review**. *Int J Mol Sci* 2023, **24**(13).

36. Wu YY, Wu HC, Wu JE, Huang KY, Yang SC, Chen SX, Tsao CJ, Hsu KF, Chen YL, Hong TM: **The dual PI3K/mTOR inhibitor BEZ235 restricts the growth of lung cancer tumors regardless of EGFR status, as a potent accompanist in combined therapeutic regimens**. *J Exp Clin Cancer Res* 2019, **38**(1):282.

37. Lee M, Wiedemann T, Gross C, Leinhauser I, Roncaroli F, Braren R, Pellegata NS: **Targeting PI3K/mTOR Signaling Displays Potent Antitumor Efficacy against Nonfunctioning Pituitary Adenomas**. *Clin Cancer Res* 2015, **21**(14):3204-3215.

38. Gallagher EJ, Fierz Y, Vijayakumar A, Haddad N, Yakar S, LeRoith D: **Inhibiting PI3K reduces mammary tumor growth and induces hyperglycemia in a mouse model of insulin resistance and hyperinsulinemia**. *Oncogene* 2012, **31**(27):3213-3222.

39. Liu Z, Fan HY, Wang Y, Richards JS: **Targeted disruption of Mapk14 (p38MAPKalpha) in granulosa cells and cumulus cells causes cell-specific changes in gene expression profiles that rescue COC expansion and maintain fertility**. *Mol Endocrinol* 2010, **24**(9):1794-1804.

40. Dai Y, Lin X, Liu N, Shi L, Zhuo F, Huang Q, Gu W, Zhao F, Zhang Y, Zhang Y *et al*: **Integrative analysis of transcriptomic and metabolomic profiles reveals abnormal phosphatidylinositol metabolism in follicles from endometriosis-associated infertility patients**. *J Pathol* 2023, **260**(3):248-260.

**Table 1.** Clinical characteristics and outcomes of all included infertility patients.

| **Characteristics** | **Control** | **Endometriosis** | ***P* value** |
| --- | --- | --- | --- |
| **Patients number** | 101 | 137 |  |
| **Age (years)** | 33.11±4.73 | 32.68±4.67 | 0.646^a^ |
| **BMI (kg/m^2^)** | 22.49±3.24 | 20.99±2.71 | ***0.013^a^*** |
| **Infertility time (years)** | 2.88±2.86 | 2.78±2.03 | 0.573^b^ |
| **Menstrual cycle (days)** | 30.18±3.70 | 29.32±3.77 | 0.255^a^ |
| **Menstrual period (days)** | 5.98±1.20 | 5.84±1.79 | 0.733^b^ |
| **Ovarian reserve** |  |  |  |
| AMH after surgery（ng/ml） | 3.54±1.95 | 3.03±1.97 | 0.200^a^ |
| Basic Antral Follicle Count | 8.31±4.30 | 7.88±4.86 | 0.638^a^ |
| **High-density lipoprotein (mmol/L)** | 1.47±0.40 | 1.46±0.27 | 0.883^a^ |
| **Low-density lipoprotein (mmol/L)** | 2.95±0.68 | 2.80±0.54 | 0.417^a^ |
| **Total cholesterol (mmol/L)** | 4.86±1.37 | 4.71±0.66 | 0.987^b^ |
| **Triglycerides (mmol/L)** | 1.74±1.13 | 0.97±0.41 | ***0.002^b^*** |
| **EM stage** |  |  |  |
| I | / | 42 |  |
| II | / | 34 |  |
| III | / | 39 |  |
| IV | / | 22 |  |
| **rAFS scores** | / | 21.75±20.64 |  |
| **Serum CA-125 Antigen (U/mL)** | 15.55±7.35 | 22.10±15.11 | ***0.005^b^*** |
| **ART methods (Number)** |  |  |  |
| IVF | 68 | 91 |  |
| ICSI | 33 | 46 |  |
| **Fasting glucose** | 5.05±0.08 | 5.16±0.08 | 0.323^a^ |
| **Oocyte retrieval (Number)** | 9.16±0.75 | 6.68±0.63 | ***0.012^a^*** |
| **Mature oocytes (Number)** | 8.56±0.72 | 6.04±0.62 | ***0.009^a^*** |
| **2 PN embryos (Number)** | 6.51±0.75 | 4.56±0.51 | ***0.028^a^*** |
| **Total embryos (include blastula)** | 6.22±0.72 | 4.45±0.49 | ***0.038^a^*** |
| **Good-quality** **embryos (Number)** | 4.56±0.63 | 2.84±0.34 | 0.077^b^ |

Values in italic bold indicated significant difference.

a: Estimated by Unpaired t test with Welch's correction

b: Estimated by Nonparametric test with Mann Whitney *U* test

AMH: Anti-Mullerian Hormone

EM: Endometriosis

rAFS scores: Revised American Fertility Society Score

Data are reported as means ± standard deviation

**Table 2. Indicated 141 compounds based on Lipid Oxidation Database V4.0.**

**Table 3**. List of primers used in qRT-PCR, ChIP-PCR and the genome identification of GC-specifc knockout mice.

| Gene Name | Species | Sequence |
| --- | --- | --- |
| *18S* | Human | Forward 5’- CTCTTAGCTGAGTGTCCCGC -3’ |
|  |  | Reverse 5’- CTGATCGTCTTCGAACCTCC -3’ |
| *Gapdh* | Mouse | Forward 5’- GGCAAATTCAACGGCACAGT -3’ |
|  |  | Reverse 5’- GGCCTCACCCCATTTGATGT -3’ |
| *EZH2* | Human | Forward 5’- ACATCCTTTTCATGCAACACC -3’ |
|  |  | Reverse 5’- TTGGTGGGGTCTTTATCCGC -3’ |
| *Ezh2* | Mouse | Forward 5’- ACTGCTTCCTACATCCCTTCC -3’ |
|  |  | Reverse 5’- GTGCTGGGTCTGCTACTGTT -3’ |
| *EPHX2* | Human | Forward 5’- CCCGGCTTATGAAAGGAGAGA -3’ |
|  |  | Reverse 5’- CCATCTCTCTCAGCACGGTC -3’ |
| *Ephx2* | Mouse | Forward 5’- GGTGCCCTGTCCATACGTC -3’ |
|  |  | Reverse 5’- ACGGGCTGGCTTCAGATTAC -3’ |
| *CYP3A5* | Human | Forward 5’- CTCCTCTATCTATATGGGACCCG -3’ |
|  |  | Reverse 5’- AGTCGGTGCTTTTGTTTGTCG -3’ |
| ChIP-PCR-Primer 1 | Mouse | Forward 5’- TTCAGACTGGGGCTTGGTTG -3’ |
|  |  | Reverse 5’- CCTCCACCCAAATTGTCTATGC -3’ |
| ChIP-PCR- Primer 2 | Mouse | Forward 5’- TGGAGGTCACTGATGGGTTC -3’ |
|  |  | Reverse 5’- CCTTCCAGACCAACTGAGGT -3’ |
| GP-*Ezh2* | Mouse  (Genome) | Forward 5’- CATGTGCAGCTTTCTGTTCA -3’ |
|  |  | Reverse 5’- CACAGCCTTTCTGCTCACTG -3’ |
| GP-*Cyp19a1*-WT | Mouse (Genome) | Forward 5’- AAATGAGGACAGGCACCTTG -3’ |
| GP- *Cyp19a1*-Mutation | Mouse (Genome) | Forward 5’- GAAACAGGGGCAATGGTG -3’ |
| GP- *Cyp19a1*-Common | Mouse (Genome) | Reverse 5’- CGGATAAGTAATGCCCCAGA -3’ |

**Table 4**. Antibodies used in western blot and chromatin immunoprecipitation.

| Antigen | Catalog number | Dilution in WB | Dilution in ChIP | Producer | Country |
| --- | --- | --- | --- | --- | --- |
| GAPDH | 60004-1-Ig | 1:10000 | / | Proteintech | USA |
| EZH2 | 5246 | 1:1000 | / | CST | USA |
| H3K27Me3 | 9733 | 1:1000 | 1:50 | CST | USA |
| EPHX2 | ab155280 | 1:1000 | / | Abcam | UK |
| γ-H2A.X | 9718 | 1:1000 for WB  1:200 for IF | / | CST | USA |
| P21 | 2947 | 1:1000 | / | CST | USA |
| P21 | ab188224 | 1:1000 for mice | / | Abcam | UK |
| PI3K p85 | ab191606 | 1:1000 | / | Abcam | UK |
| AKT | ab179463 | 1:1000 | / | Abcam | UK |
| p-AKT | ab192623 | 1:600 | / | Abcam | UK |
| mTOR | ab134903 | 1:1000 | / | Abcam | UK |
| p-mTOR | ab109268 | 1:500 | / | Abcam | UK |

How the deposited data were processed for this re-analysis (not part of the article)

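RNA-seq of mouse granulosa cells was processed for 16 samples in 2 experiments. The first compares mGCs isolated from 5 mice of the EM group and 5 of the Con group, and the second compares mGCs from mice of the EM model cultured with 14,15-EET or PBS, with 3 libraries each. Both tables deposited by the authors hold raw read counts per Ensembl gene, for 57010 genes of which 21848 are protein-coding, with each library in its own column. The authors counted with featureCounts. The version, the aligner, the strand setting and the treatment of reads that match several genes or overlapping genes are not named with the counts, so genes that share reads with another are uncertain. Of the genes printed these are Mtor, Fgfr2, Eng, Rbbp7, Tgm2, Angpt2 and Col4a1, which overlap another counted gene, and H2-Q10, Hba-a1, Hbb-bs and Lyz2, which have close paralogs. Other paralogs were not searched for. Coordinates are those deposited with the counts, whose build is not named. They are not GRCm38, since only 1460 of 52029 genes shared between the table and that annotation have the same start. GRCm38 transcripts served only for gene length and GC content.

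Total counts were between 14229123 and 15999234 per library in the EM and Con groups, and between 21384686 and 29482826 in the cultured groups. No column was left unused (0 columns). Libraries of a group differed by more than the sampling noise, so none is the same library sequenced again, and that they are biological replicates rests on the labels and the methods. The analysis used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. Genes were kept by edgeR's filterByExpr with the group, counts were normalized by TMM, and groups were compared with the quasi-likelihood test and Benjamini-Hochberg adjustment, each experiment in a fit of its own. A gene was called at an adjusted p of 0.05 without a fold change limit. CPM values are TMM-normalized and are given as mean ± SD.

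Gene sets were tested by preranked GSEA with fgsea's multilevel method on the edgeR log2 fold change, with set sizes from 10 to 500 genes, a seed of 1 and a smallest p of 1e-10. The sets were the Reactome sets of mouse genes shipped with fgsea, adjusted together, and lists written by hand, adjusted together. The lists hold genes that rise in senescent cells, secreted factors of senescent cells, the PI3K-Akt pathway in 3 parts, mTOR, antioxidant genes, enzymes that make or break down EETs, luteal genes, ovulation response genes, the polycomb repressive complex of EZH2, proliferation, and markers of granulosa, theca, stromal, smooth muscle, endothelial, surface epithelial, red blood, leukocyte and neutrophil cells and of oocytes. Lists of immediate early genes and of the retinoid response were added after seeing the data. Medians of marker lists cover members with a mean of at least 1 CPM. GSEA treats genes as independent, so camera with an inter-gene correlation of 0.01, fry and other splits of the samples were run beside it. Genes that fell were compared with the sets by a one-sided Fisher's exact test. Single values of groups were compared with two-sided exact permutation tests, which cannot go below 0.00794 with 5 against 5 samples and 0.1 with 3 against 3, and relations across samples with 100000 permutations.

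The named genes are the 9 genes the paper names and, for each comparison, the 5 that rose most and the 5 that fell most among called genes with a mean of at least 1 log2 CPM, groups that do not overlap and a symbol that is not a predicted one. No gene of the EM and Con comparison met the rule (0 genes), since none was called there, where 1626 had an unadjusted p under 0.05. The tests, the rule, the lists other than those added, and the alternatives were set before the data were examined, apart from those the text names as chosen later. The alternatives were DESeq2, RLE and upper-quartile normalization, no filter, at least 10 counts in every sample, thresholds on the fold change, protein-coding genes only, the replicate number as a block, other ranks and set tests, and leaving out each library in turn.

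The methods describe the cultured libraries as paired replicates of cells divided into parts, and libraries with the same number were taken as the pairs, which the methods do not spell out. The deviations from the group means of libraries with the same number correlated at 0.0602, 0.0980 and -0.0237 for the 3 pairs, so the libraries themselves do not show that the numbers mark the pairs, and results of the replicate block depend on that reading. The steps were tested on simulated counts with 200 changed genes. In the EM and Con design edgeR recovered 148 of them (74%) with 11 false calls among 159, and in the design with 3 libraries each 181 (90.5%) with 10 false calls among 191. DESeq2 recovered 163 with 54 false calls among 217, and 177 with 14 among 191. All recovered genes had the right direction, and a set of raised genes was called while an unchanged set was not (adjusted p = 0.946 and 0.403 from fgsea). The 200 genes were changed by a log2 fold change of at least 1 in size, and genes were drawn independently. These rates therefore do not cover smaller changes, genes that move together, or a library that stands apart. The KEGG, Aging and GSEA sets behind the paper's figures were not used here, nor were its protein, metabolite and human data. The results of some single genes are not reported here.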

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

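The tests in this part were chosen after the results were seen, apart from the medians of the leukocyte, red blood cell and stromal lists. In 62 groups of 5 values, Dixon's test found 10 with a value far from the other 4, where chance gives about 3.1. All 10 lie in 4 libraries, Con-mGC-1, Con-mGC-3, EM-mGC-2 and EM-mGC-3.

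A signal that the paper does not report came from markers of neutrophils, the white blood cells that enter inflamed tissue first. Of 8 genes on the list 6 were tested, all 6 were higher in the EM group, and their median log2 fold change was 2.68 (two-sided exact permutation test of the list's mean, p = 0.0159). All 6 passed 0.05 when adjusted over the list alone, against 0 when adjusted over all genes tested with edgeR, and the list's unadjusted p was 0.00215 under fry. The most abundant were S100a9, at 6.24 ± 7.71 CPM (SD, n = 5) in the Con group and 47.2 ± 31.9 CPM in the EM group, and Csf3r, at 7.25 ± 6.32 and 18.9 ± 6.31 CPM. With DESeq2 the adjusted p over all genes was 0.0366 for S100a9 and 0.0980 for Csf3r. 2 of the 8 genes also stand on the list of secreted factors, and cultured mGCs gave 1 of the 8 enough reads to be tested. Con-mGC-3 stood apart from its group, with a mean neutrophil log2 CPM of 0.68 relative to the 10 libraries (next -1.56) and a leukocyte mean of 0.45 (next -0.36). Without Con-mGC-3 the neutrophil median was 3.66, and with any library left out it was at least 2.37. More blood carried over with the cells would raise red blood cell genes too. Their median was 0.61 with all 10 libraries and -0.068 without EM-mGC-3. That argues against more blood in the other EM libraries. It cannot tell whether an equal amount of blood held more neutrophils. A lower share of granulosa cells with an unchanged mix of other cells would raise the markers of every other cell type. The stromal list fell instead, with a median of -0.41. A lower granulosa share together with a changed mix of other cells is not excluded. The 6 markers moved together within the groups, with a median pairwise correlation of 0.900 of their deviations from the group means, which is consistent with RNA from neutrophils, more of them in the EM group. That is a candidate explanation found in these data. Whether such cells lay in the follicles or came along during isolation was not tested.

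EM-mGC-3 had 21.8% of its counts on mitochondrial transcripts (next 11.1%), 1.46% on 6 red blood cell genes (next in its group 0.613%, highest in the Con group 0.622%) and a TMM factor of 0.841 (next 0.981). Its total of 14351969 counts lay within the range of the other libraries, which argues against sequencing depth. Red blood cell RNA stood 0.964 percentage points above the median of the other EM libraries, far less than the excess of mitochondrial transcripts. Stress or loss of cytoplasm in the cells of this mouse was not tested, and the design gives no biological explanation for a single mouse. The red blood cell list as a whole, with a median of 0.61 in the EM group and 6 of 6 genes higher (two-sided exact permutation test, p = 0.675), rested on this library, since the median was -0.068 without it. Its most abundant genes, which are uncertain because globin genes have close paralogs, were Hba-a1, at 2273 ± 475 CPM in the Con group and 3286 ± 2615 CPM in the EM group, and Hbb-bs, at 2042 ± 300.2 and 3041 ± 2381 CPM. Of the 6 genes 0 passed when adjusted over the list alone, and 0 over all genes tested.

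Con-mGC-1 had reads on 22071 genes, against 26085 in the next library of its group, at a total of 15285055 counts that lay within the group's range. In the same library H2ax was at 56.4 CPM (next 36.9), Akt1 at 266 CPM (next 218) and Akt2 at 163 CPM (next 141). Without it the EM vs Con log2 fold change of H2ax was 0.16, against -0.01 with it, the EM vs Con log2 fold change of Akt1 was 0.12, and the EM vs Con log2 fold change of Akt2 was 0.11. The adjusted p of the 3 genes from edgeR were then 0.722, 0.598 and 0.613. Over all alternatives they ranged from 0.722 to 0.999, from 0.598 to 1 and from 0.613 to 0.983. No explanation was tested for this library.

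EM-mGC-2 had the lowest mean of the stromal markers, -0.98 relative to the 10 libraries, and the next library of the EM group was at -0.12. Without it the stromal median in the EM group was -0.30, against -0.41 with all 10 libraries, so the fall did not rest on this mouse. A smaller number of stromal cells in its isolate may lie behind the low value, and a lower level per cell cannot be told apart from it, since the markers measure both (median of the list -0.41).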

How the results depend on the processing

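The counts from DESeq2 with an unadjusted threshold and those with the GC and length trend removed were chosen after the results were seen. Over all alternatives that leave every library in, 72 of 108 values of the main results kept their direction and their side of the threshold or stayed within 1.5 times, and with a library left out 98 of 124 did. For the single named genes reported all 78 and 163 of 188 did, for marker lists all 18 and 133 of 148, and for the other gene sets 93 of 108 and 127 of 144. The named genes counted here leave out those singled out after their values were seen. Of those left out, Alox15 and Dhrs3, among others, passed 0.05 with DESeq2 but not in the main comparison. Of the changes among other gene sets that were not reversals, 1 was weaker and 10 were stronger with every library in, and 8 were stronger with a library left out. For named genes 12 were weaker with a library left out. Where a result changed, the cause was not tested, apart from the smaller samples that leaving out a library makes.

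The called EM vs Con genes were 0 in the main comparison and also with RLE or upper-quartile normalization. They were 110 with DESeq2, 4 without the filter, 285 at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, and 630 with DESeq2 at that threshold. They ranged from 0 to 46 with each library left out, with 46 without Con-mGC-3 and 1 without EM-mGC-1. The mice of the EM and Con groups share only a number. With that number as a block 2 genes were called, and 171 with the block in DESeq2. The deviations of same-numbered mice correlated at -0.25, -0.20, 0.09, -0.04 and 0.22. In the same block fit the NES was 0.76 for the Reactome PI3K/AKT set, 0.78 for the PIP3 and AKT set and 1.02 for the PI3K-Akt list, each with the opposite sign.

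The called EET vs PBS genes, 184 in the main comparison, were 322 with DESeq2, 662 without the filter, 9 with an absolute log2 fold change of at least 1, 72 at the unadjusted threshold with that fold change and 104 with DESeq2 at that threshold. The replicate block gave 341. They were 334 with the GC and length trend removed and 313 with the trend removed in the replicate block. They ranged from 48 to 436 with each library left out. The 72 genes at the unadjusted threshold became 363 without the filter, 17 with at least 10 counts in every sample and 42 with the replicate block in DESeq2, and ranged from 90 to 147 with each library left out. The replicate block also changed the calls of Dhrs3 (adjusted p from edgeR 0.0726 without and 0.0362 with the block) and of Igfbp5 on the senescence list (0.106 and 0.0405). It changed no other call of a named gene or of a set tested by GSEA. The overlaps by Fisher's test and the counts adjusted over a list were not run with the block. Reactome sets called, 1 in the main test, were 6 with the signed F ranking, 2 with DESeq2's rank, 2 with at least 10 counts in every sample, 0 with camera and 3 with fry, and ranged from 0 to 2 with each library left out.

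Reactome sets called in the EM group, 131 in the main test, were 217 with the signed F ranking and 2 with fry, and ranged from 102 to 162 with each library left out. The senescence list kept its direction under every alternative, and its adjusted p was 0.244 under fry. The NES of the PI3K-Akt list was -1.56 with the signed F ranking and 0.93 with DESeq2's rank. The extracellular matrix set, at -1.29 in the main test, was 1.27 with DESeq2's rank, 1.34 without Con-mGC-3 and 1.24 without EM-mGC-2. With each library left out, the NES ranged from -1.11 to 0.94 for the PI3K/AKT set, from -1.14 to 0.95 for the PIP3 and AKT set, from -1.45 to 1.34 for the matrix set and from -1.17 to 1.13 for the PI3K-Akt list. In the EET group it ranged from -0.88 to 0.80, from -0.90 to 0.78, from -1.28 to 0.93 and from -1.10 to 0.91 for the same sets, and from -1.41 to 1.19 for the secreted factors. Camera and fry gave the other direction for the PI3K/AKT set (adjusted p 0.989 and 0.828), the PIP3 and AKT set (0.989 and 0.904) and the senescence list (0.993 and 0.983) in the EET group. The overlap of genes that fell with the PI3K-Akt list had p = 0.400 at the unadjusted threshold (one-sided Fisher's exact test), and p = 1 for its matrix part and for the Reactome PI3K/AKT set.

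With each library left out, the median log2 fold change in the EM group ranged from -0.068 to 0.81 for red blood cells, from -0.28 to 0.080 for granulosa cells and from -0.37 to 0.043 for the surface epithelium. In the EET group it ranged from -0.097 to 0.059 for endothelial cells, from -0.32 to 0.42 for smooth muscle and from -0.051 to 0.052 for theca cells. Of the named genes reported, those whose direction turned in the EM group were Ezh2 (-0.20 to 0.0076), H2ax (-0.13 to 0.16), Akt2 (-0.0099 to 0.11) and Pik3r1 (-0.17 to 0.034), and in the EET group Cdkn1a (-0.11 to 0.12) and Akt2 (-0.021 to 0.013). The rank correlation between the experiments kept its sign. Its alternative over genes with an adjusted p under 0.05 in the EM group could give no value, since 0 genes passed, against 1626 at an unadjusted p under 0.05. At a total of about 15565156 counts in the Con group, genes with few reads such as the low neutrophil markers are the least certain.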

Differences from the paper's values

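Of the values given here, those with the GC and length trend removed were chosen after the results were seen. The Reactome sets and hand-written lists are not the gene sets that the paper used.

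The paper reports 113 upregulated genes in the EET group, against 75 here. Of the alternatives set before the data were examined, DESeq2 (133), at least 10 counts in every sample (80), the replicate block (168), the block in DESeq2 (91) and protein-coding genes alone (90) came within 1.5 times of the paper's count, and the others, including RLE and upper-quartile normalization (75 each) and no filter (327), did not. With the GC and length trend removed, an alternative chosen after seeing the values, the count was 149, and 144 in the replicate block.

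The paper's NES for cellular senescence is 1.73, against 1.43 here for the Reactome set of that name. None of the alternatives set before the data were examined closed the gap, with 1.09 for the signed F ranking, 1.44 for DESeq2's rank, 1.42 with at least 10 counts in every sample and 1.33 in the replicate block. For the PI3K-Akt pathway the paper's NES is 2.07, against -0.95 for the hand-written list. None of the alternatives set before the data were examined closed the gap, with -1.56 for the signed F ranking, 0.93 for DESeq2's rank, -1.12 with at least 10 counts in every sample and 1.02 with the replicate block. For the mTOR pathway the paper's NES is 1.80, against 0.94 for the hand-written list. None of the alternatives set before the data were examined closed that gap, with 1.28, 1.00, 0.89 and 0.88.

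Fig. 9B, whose title speaks of down enrichment, was read here as a test of downregulated genes. For the PI3K-Akt pathway the paper's adjusted p is about 0.54 in Fig. 9B, read by eye, against 0.0289 here. The paper's number of genes is about 3 in Fig. 9B, read by eye, against 6 here. At an unadjusted p under 0.05 with a log2 fold change of -1 or lower, the alternative set before the data were examined, the adjusted p was 1 and the number of genes 1, and neither closed the gap.

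The paper states that both the PI3K-Akt and the mTOR pathway were over-activated in EM-mGCs. Here the PI3K-Akt list had 115 genes higher and 127 lower and the mTOR list 59 higher and 47 lower. The paper also reports more phosphorylated AKT and mTOR protein in mGCs of EM mice, which these transcript counts do not measure. The paper states that the enrichment of the PI3K-AKT pathway was lower in mGCs after 14,15-EET, where the signaling core had 66 genes higher and 56 lower, and 4 of the 6 overlapping genes were matrix and receptor genes.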

Other observations

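The medians of the leukocyte, stromal, endothelial, oocyte, theca and red blood cell lists, and the sample splits of the called genes, of the called Reactome sets, of the Reactome sets for cellular senescence, PI3K/AKT and mTOR and of the rank correlation over all genes, were set before the results were seen, and every other test in this part was chosen after. A split here is a division of the same libraries into groups of the same sizes without regard to the condition.

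Of the 126 splits of the 10 EM and Con libraries 100 were run. The real split called 0 genes with edgeR, a count that all 100 splits reach whatever the data, so that count decides nothing. At an unadjusted p under 0.05, 8 splits gave as many genes as its 1626 (highest other 3419, median 501). With DESeq2, 5 of 40 splits gave at least as many genes as its 110, the highest other 969. As many Reactome sets as 131 were called in 19 of 100 splits. An NES as large was found for the cellular senescence set (1.43) in 4 of 100 splits, for the secretory phenotype set (1.57) in 16, for senescence by oxidative stress (1.44) in 6, for the senescence list (2.49) in 6 and for the secreted factors (2.66) in 6. For the pathway of the paper it was found in 80 splits for the Reactome PI3K/AKT set, 76 for the PIP3 and AKT set, 28 for the mTOR set, 78 for the PI3K-Akt list, 50 for its core, 44 for its matrix and receptor genes, 73 for its ligands and 33 for the mTOR list. For extracellular matrix organization (NES -1.29, adjusted p = 0.118 from fgsea) it was 57. Of these results the cellular senescence set alone was rarer than 1 in 20 splits, and the adjusted p of 0.0961 from fgsea lay above the threshold.

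The most called genes in any split came from the one that exchanges Con-mGC-3 with EM-mGC-2, with 223 genes and 3027 at an unadjusted p under 0.05, and 2 of 100 splits called any gene. Exchanged labels of these libraries were weighed with the genes whose groups do not overlap, which made up 1.69% as labelled and 0.794% by chance. Genes that move together can raise that share without an effect, so an exchange and a true similarity of Con-mGC-3 to the EM group cannot be told apart.

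Other cell types moved apart in the EM group. The leukocyte list had a median log2 fold change of 0.32 with 15 of 16 genes higher (two-sided exact permutation test, p = 0.151), the stromal list of -0.41 with 9 of 10 lower (p = 0.00794, the same exact test), the endothelial list of -0.25 with 10 of 10 lower (exact p = 0.103), the oocyte list of -0.32 with 11 of 12 lower (exact p = 0.397) and the theca list of -0.26 with 4 of 6 lower (exact p = 0.278). The oocyte median was -0.05 without EM-mGC-1, -0.16 without Con-mGC-1, -0.17 without EM-mGC-4, -0.19 without Con-mGC-5, -0.54 without EM-mGC-2 and -0.55 without EM-mGC-3. The endothelial median was -0.13 without EM-mGC-2 and -0.15 without Con-mGC-1, and the leukocyte median 0.53 without Con-mGC-3 and 0.52 without EM-mGC-2. The smooth muscle list had -0.57 with 4 of 6 lower (exact p = 0.0397), the surface epithelium -0.15 with 5 of 7 lower (exact p = 0.468; 0.04 without EM-mGC-2 and -0.37 without EM-mGC-1, the farthest of several) and the granulosa list -0.05 with 10 of 13 lower (exact p = 0.595; 0.08 without EM-mGC-4, 0.0012 without EM-mGC-5 and -0.28 without EM-mGC-2, the farthest). A different share of leukocytes, stromal cells, endothelial cells, oocytes or theca cells and a change within these cells cannot be told apart, since a list's level measures both. A different share of red blood cells is argued against by their median of -0.068 without EM-mGC-3. When adjusted over the list alone, 5 leukocyte, 3 stromal, 3 endothelial, 3 smooth muscle, 2 theca and 0 oocyte, granulosa or surface epithelium genes passed 0.05, and 0 did over all genes tested with edgeR. That 0 does not hold with DESeq2, whose adjusted p over all genes was 0.0444 for the leukocyte gene Lyz2 and 0.0119 for the stromal gene Col1a1. The most abundant genes were Lyz2 (125 ± 46.9 CPM in the Con group, 276 ± 134 CPM in the EM group), Col3a1 (653 ± 51.7 and 436 ± 126 CPM), Eng (55.5 ± 14.7 and 46.1 ± 12.7 CPM), Gdf9 (177 ± 64.8 and 149 ± 102 CPM), Aldh1a1 (690.5 ± 64.2 and 469 ± 120.4 CPM), Acta2 (190.3 ± 49.3 and 142 ± 58.1 CPM), Upk3b (54.8 ± 6.85 and 40.5 ± 15.3 CPM) and Inha. All members of these lists were tested, and 1 leukocyte, 3 stromal, 3 endothelial and 2 granulosa genes stand on another list.

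The senescence list of the EM group was taken apart. Its 12 members outside the secreted factors had a median log2 fold change of 0.31, with 7 higher (two-sided exact permutation test, p = 0.103), above 0.9999 of 10000 random lists matched on expression. The 12 that are also secreted factors had 1.15, with 9 higher (exact p = 0.0556), and 0.53 without EM-mGC-3. The share of random lists compares genes, and the mice do not separate, so inflammatory transcripts alone and a wider senescence change cannot be told apart. For the whole list EM-mGC-3 alone is argued against by a median of 0.53 without it, against 0.65 with it. Cdkn1a went with the mean of the neutrophil markers in deviations from the group means of log2 CPM over the 10 libraries, so the difference between the groups does not enter, and two-sided permutations stayed within the groups (Pearson's r = 0.754, permutation p = 0.0269, Spearman's rho = 0.770, permutation p = 0.0175). It also did without Con-mGC-3 and EM-mGC-4, the libraries farthest from the median (r = 0.732). In the family of 4 relations the others were Il1b (r = 0.932, permutation p = 0.00235, rho = 0.903, permutation p = 0.00329, and r = 0.854 without those libraries), Cxcl2 (r = 0.769, permutation p = 0.0226, rho = 0.661, permutation p = 0.0603, and 0.425) and Ephx2 (r = 0.586, permutation p = 0.0821, rho = 0.636, permutation p = 0.0683, and 0.344). The adjusted permutation p of r and rho were 0.0359 and 0.0350 for Cdkn1a, 0.0094 and 0.0132 for Il1b, 0.0359 and 0.0683 for Cxcl2 and 0.0821 and 0.0683 for Ephx2. The relations of Cxcl2 and Ephx2 rest in part on those libraries.

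Matrix and receptor genes of the PI3K-Akt list fell in the EM group. Without collagens and marker genes the remaining 42 had a median log2 fold change of -0.24 with 29 lower (two-sided exact permutation test, p = 0.548), and the 15 collagens had -0.33 with 12 lower (exact p = 0.0397). The rest of the list does not separate the mice, so a smaller share of stromal and smooth muscle cells and a lower expression within granulosa cells cannot be told apart.

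The strongest Reactome sets of the EM group were those of translation. The set for translation elongation had an NES of 2.77 (adjusted p = 4.6e-09 from fgsea), with 85 of 88 genes higher by a median log2 fold change of 0.27, and in 11 of 100 splits the NES was as large. A two-sided exact permutation test of its mean gave p = 0.0873, and its adjusted p under fry was 0.404. With the GC and length trend of each library removed the NES was 2.41, and without EM-mGC-3 it was 2.03, so neither accounts for the whole shift. The set may thus differ by chance among mice, at 11 of 100 splits.

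Transcripts of the genes that the paper studies as protein were also measured in the EM and Con groups. Ephx2, the gene of soluble epoxide hydrolase (chromosome 14, 66321823 to 66361949), was at 898 ± 252 CPM (SD, n = 5) in the Con group and 1473 ± 482 CPM (SD, n = 5) in the EM group, a log2 fold change of 0.71 (standard error 0.25, adjusted p = 0.462 from edgeR). A two-sided exact permutation test gave p = 0.0317. The log2 fold change stayed between 0.51 and 0.82 with each library left out. Ezh2 was at 75.9 ± 3.22 and 72.1 ± 15.5 CPM, a log2 fold change of -0.07 (adjusted p = 0.872 from edgeR), which was 0.0076 without EM-mGC-4. In cultured mGCs Ephx2 was at 2264 ± 100.2 CPM in the PBS group and 2100 ± 58.1 CPM in the EET group (log2 fold change -0.11, adjusted p = 0.448 from edgeR), Cdkn1a at 353 ± 58.2 and 346 ± 11.0 CPM (log2 fold change -0.03, and 0.12 without PBS-1), and Ezh2 and H2ax had log2 fold changes of 0.05 and -0.05. Alox15, which encodes a lipoxygenase that acts on arachidonic acid and was singled out after its values were seen, was at 13.9 ± 4.47 CPM in the Con group and 2.64 ± 1.52 CPM in the EM group (log2 fold change -2.38, standard error 0.41, adjusted p = 0.207 from edgeR and 9.8e-06 from DESeq2). The edgeR adjusted p was at most 0.690 with a library left out. All 5 mice of the EM group lay under all 5 of the Con group (two-sided exact permutation test, p = 0.00794), and with each library left out its log2 fold change stayed between -2.59 and -2.14.

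None of the remaining lists separated the EM group from the Con group at an exact p of 0.05, and the immediate early genes moved most. Median log2 fold changes were 0.16 for antioxidant genes with 16 of 20 higher (two-sided exact permutation test, p = 0.286), -0.19 for the 4 tested of 20 EET enzyme genes with 3 lower (exact p = 0.794), 0.19 for luteal genes with 8 of 9 higher (exact p = 0.183), 0.19 for ovulation response genes with 7 of 12 higher (exact p = 0.500), -0.02 for the polycomb complex with 4 of 9 higher (exact p = 0.944) and -0.09 for proliferation with 16 of 20 lower (exact p = 0.556). Immediate early genes had 0.49 with 15 of 17 higher (exact p = 0.0714) and the retinoid response 0.08 over 7 genes (exact p = 0.833). Of these, 2 EET enzyme genes, adjusted over the list alone, passed 0.05 and 0 of the antioxidant, luteal, ovulation, polycomb and proliferation genes did, against 0 over all genes tested with edgeR. The most abundant were Prdx1 (452 ± 70.0 and 538 ± 118 CPM), Ephx1 after Ephx2 (174 ± 28.9 and 122 ± 25.5 CPM), Cyp11a1 (6550.4 ± 1091 and 7441 ± 1990.5 CPM), Star (718 ± 207.5 and 572 ± 286 CPM), Rbbp7 (327 ± 48.9 and 355 ± 93.0 CPM), Mki67 (227 ± 18.1 and 169 ± 108 CPM), Jun (232 ± 50.3 and 326 ± 120 CPM) and Tgm2 (64.1 ± 10.9 and 67.7 ± 15.4 CPM). 2 luteal, 4 ovulation response, 1 proliferation and 1 immediate early gene stand on another list.

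In the cultured mGCs the real split gave the most called genes of the 10 possible (1 of 10, 184 genes). If equal numbers mark the pairs, only 4 splits part all 3 of them, and the other 3 of these called 0 genes at most, while the 6 splits that keep a pair together in part called up to 40. With 10 splits the share is never under 0.1, so these counts decide nothing alone. As many genes at an unadjusted p under 0.05 (1868) came from 2 of 10 splits, and as many Reactome sets from 5 of 10. An NES as large was found in 1 of 10 splits for cellular senescence (-1.32, adjusted p = 0.698 from fgsea), senescence by oxidative stress (-1.57, adjusted p = 0.347), the Reactome mTOR set and the ligands, in 3 for the secretory phenotype (-1.43, adjusted p = 0.687), extracellular matrix (-1.26, adjusted p = 0.671; 0.93 without PBS-3), the core, the matrix and receptor genes and the PI3K-Akt list, in 4 for the mTOR list, in 6 for the PIP3 and AKT set, in 7 for the PI3K/AKT set and for the secreted factors (-1.33, adjusted p = 0.452; 1.19 without PBS-3), and in 9 for the senescence list (0.73, adjusted p = 0.985). Fold changes went with GC content over genes (Spearman's rho -0.28 across genes, which are not independent replicates). With each library's GC and length trend removed in the replicate block, 313 genes were called, against 326 before among the 14807 genes with values (98.4%), and 274 were shared. With every library thinned to the smallest total in the block, 355 were called, of which 322 were among the 341. Without the block the counts were 334 with the trend removed, against 185 before, and 192 with thinning, against 184. Neither GC content and length nor depth accounts for the calls.

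After 14,15-EET, Cyp26b1, which encodes an enzyme that breaks down retinoic acid and was singled out after its values were seen, had the smallest p of all genes and fell from 143 ± 6.34 CPM (SD, n = 3) to 76.9 ± 0.876 CPM (SD, n = 3), a log2 fold change of -0.89 (standard error 0.05, adjusted p = 6.8e-06 from edgeR). A lower retinoic acid response is a candidate explanation, since Crabp2 also fell (log2 fold change -0.39, adjusted p = 0.0101 from edgeR, but 0.0769 without EET-2 and 0.0952 without EET-3), while Stra6 rose and Dhrs3 had 0.27 (adjusted p = 0.0726 from edgeR, 0.0362 with the replicate block and 0.0327 from DESeq2). Over the 6 tested of 12 genes of the retinoid response the median was 0.13 with 4 higher (two-sided exact permutation test, p = 0.2), and 4 passed adjusted over the list alone. Since the members go both ways, a lower response and a change of single genes cannot be told apart. Egr1 (69.8 ± 6.42 to 41.4 ± 3.00 CPM, log2 fold change -0.76) and Fos (37.5 ± 7.00 to 21.5 ± 2.09 CPM, log2 fold change -0.80, edgeR adjusted p = 0.00611 and 0.0670 at most with a library left out), also singled out later, fell too, and the median of 18 immediate early genes was -0.046 with 10 lower (exact p = 0.4). A weaker immediate early response is likewise a candidate explanation and cannot be told apart from a change of these genes alone, because members of the list go both ways.

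The other lists of the EET group moved in both directions. Antioxidant genes had 0.02 (11 of 20 higher), EET enzyme genes -0.04 (4 of 4 lower), luteal genes -0.05 (5 of 8 lower), ovulation response genes 0.23 (7 of 8 higher), the polycomb complex 0.04 (8 of 9 higher), proliferation -0.03 (14 of 20 lower), the senescence list 0.0049 (10 of 19 higher) and the secreted factors -0.09 (45 of 69 lower). Of cell types, granulosa markers had -0.13 (6 of 10 lower, -0.05 without PBS-3), leukocyte markers 0.33 (4 of 4 higher, 0.16 without EET-1), stromal markers -0.07 (5 of 6 lower; -0.03 without EET-2, -0.16 without EET-1), endothelial markers -0.05 (3 of 5 lower; 0.06 without PBS-1, 0.03 without EET-2, -0.10 without PBS-3), smooth muscle markers -0.0043 (3 of 5 lower; 0.42 without PBS-1, 0.09 without EET-1, 0.03 without EET-2, -0.32 without PBS-3) and theca markers 0.02 (2 of 3 higher; -0.02 without PBS-1, -0.05 without PBS-2, 0.05 without PBS-3). The neutrophil list had 1 tested gene (0.62, and 0.37 without PBS-1), the surface epithelium 1 gene at 1 CPM (-0.33; -0.05 without PBS-2, -0.59 without EET-2) and the oocyte list 1 tested gene (-0.51) under that level. Over all tested members, with those under 1 CPM, medians were 0.19 for smooth muscle, 0.03 for endothelial and 0.04 for surface epithelium markers. They were -0.03 for granulosa and for stromal markers, and the leukocyte and theca medians stayed the same. The smallest two-sided exact permutation p of these lists was 0.1, the least that 3 against 3 allow. The luteal list had this p, and its mean log2 CPM went the other way from its median fold change. Relative to all cultured libraries, the mean was from 0.05 to 0.09 in the EET group and from -0.12 to -0.02 in the PBS group. Adjusted over the list alone, 4 luteal, 2 ovulation response, 6 granulosa, 1 leukocyte, 2 stromal, 4 smooth muscle and 15 secreted factor genes passed 0.05, and 0 of the antioxidant, EET enzyme, polycomb, proliferation, endothelial, theca and senescence genes did. The most abundant granulosa gene, Inha, fell from 2471 ± 226 to 1922 ± 161 CPM (log2 fold change -0.36), Lyz2 was at 4.40 ± 1.55 and 9.45 ± 3.67 CPM, Col1a1 at 203 ± 42.2 and 199 ± 5.70 CPM and Acta2 at 544 ± 92.3 and 454 ± 34.7 CPM.

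If 14,15-EET reversed the state of the EM group, the fold changes of the experiments would go in opposite directions. Over 14382 genes tested in both, Spearman's rho was 0.0554 across genes, which are not independent replicates, and 48.2% of the genes had opposite signs. In 4 of the 10 splits of the cultured libraries the correlation was as large, and rho was between 0.0261 (without PBS-3) and 0.0836 (without EET-3) with each cultured library left out. Over 1284 genes at an unadjusted p under 0.05 in the EM group, rho was 0.113 and 45.7% had opposite signs. Over 177 genes called in the EET group, rho was 0.339 and 37.3% had opposite signs, and in 16 of 100 splits of the EM and Con libraries rho was as large. A reversal across genes was thus not found, but the test is a weak one. The EM vs Con side had 0 called genes and carries shifts of markers of other cell types. Whether the cultured cells keep the state of the EM group was not tested. Of the genes that fell after 14,15-EET, Fn1 was higher in the EM group (log2 fold change 0.77, from 247 ± 73.8 to 423 ± 159 CPM, edgeR adjusted p = 0.456), while Col4a3, Col4a4, Itga3 and Fgfr2 were lower there (-0.69, -1.02, -0.34 and -0.34).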
